# Optimized reduced representation bisulfite sequencing reveals tissue-specific mCHH islands in maize

**DOI:** 10.1186/s13072-017-0148-y

**Published:** 2017-08-30

**Authors:** Fei-Man Hsu, Ming-Ren Yen, Chi-Ting Wang, Chien-Yu Lin, Chung-Ju Rachel Wang, Pao-Yang Chen

**Keywords:** DNA methylation, Bisulfite sequencing, Transcriptional regulation, WGBS, RRBS, Maize

## Abstract

**Background:**

DNA methylation plays important roles in many regulatory processes in plants. It is economically infeasible to profile genome-wide DNA methylation at a single-base resolution in maize, given its genome size of ~2.5 Gb. As an alternative, we adapted region of interest (ROI)-directed reduced representation bisulfite sequencing (RRBS) to survey genome-wide methylation in maize.

**Results:**

We developed a pipeline for selecting restriction enzymes in silico and experimentally showed that, in the maize genome, *MseI*- and *CviQI*-digested fragments are precisely enriched in promoters and gene bodies, respectively. We proceeded with comparisons of epigenomes and transcriptomes between shoots and tassels and found that the occurrences of highly methylated, tissue-specific, mCHH islands upstream of transcription start sites (TSSs) were positively correlated with differential gene expression. Furthermore, 5′ regulatory regions between TSS and mCHH islands often contain putative binding sites of known transcription factors (TFs) that regulate the flowering process and the timing of the transition from the vegetative to the reproductive phase. By integrating MNase-seq and siRNA-seq data, we found that regions of mCHH islands accumulate 21nt-siRNAs in a tissue-specific manner, marking the transition to open chromatin, thereby ensuring the accessibility of TFs for tissue-specific gene regulation.

**Conclusions:**

Our ROI-directed RRBS pipeline is eminently applicable to DNA methylation profiling of large genomes. Our results provide novel insights into the tissue-specific epigenomic landscapes in maize, demonstrating that DNA methylation and siRNA and chromatin accessibility constitute a critical, interdependent component that orchestrates the transition from the vegetative to the reproductive phase.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13072-017-0148-y) contains supplementary material, which is available to authorized users.

## Background

DNA methylation is a heritable epigenetic modification that is closely associated with gene expression and chromatin structure, and it is critical in the developmental processes of animals, plants, and fungi [1–3]. In mammals, cytosine is primarily highly methylated in symmetrical CpG contexts. Yet, hypo-methylated CpG islands with an elevated CG composition are mostly found near the promoters of most housekeeping and developmentally regulated genes [4]. In plants, DNA methylation is commonly observed in both CG and non-CG sites [1], suggesting that cytosine methylation is more diverse and complex in plants.

To detect DNA methylation, sodium bisulfite is used to convert cytosines to uracils, whereas 5′-methylcytosines remain unaltered [5]. Bisulfite-treated DNA is then amplified and sequenced to determine the state of methylation. Bisulfite conversion in combination with next-generation sequencing (NGS) has become the state-of-the-art method for profiling genome-wide DNA methylation patterns at a single-base resolution [6]. However, whole-genome bisulfite sequencing (WGBS) can be very expensive when the genome size is large. Development of the reduced representation bisulfite sequencing (RRBS) has overcome this limitation by sequencing a small proportion of a large genome and has been beneficial to research in mammals, including humans, mice, and sheep [7]. Originally, RRBS was employed to sequence size-selected genomic fragments after *Msp*I enzyme digestion, by which these fragments are enriched with CpG-rich regions in the promoters of mammalian genomes. Studies have shown that methylation of such CpG islands is an important regulatory mechanism of gene silencing [8]. RRBS is very cost-effective in human studies, given that only ~1–5% of the genome is sequenced, covering ~12% of genome-wide CpG sites and ~84% of CpG islands in promoters [9, 10]. A common RRBS protocol was recently attempted in zebrafish and wasps without modification for their non-mammalian genome structures [11, 12]. Plants exhibit a different CpG distribution, lacking characteristic CpG islands in promoters. Chen et al. therefore selected *Sac*I/*Mse*I double-digested fragments from *Brassica rapa* to perform plant RRBS, which included ~2% of cytosines randomly distributed throughout the genome [13].

In plants, DNA methylation commonly occurs at cytosine bases within all sequence contexts, including symmetric CG and CHG contexts (where H = A, T, or C) and asymmetric CHH contexts [1]. Research in *Arabidopsis* has demonstrated that different genetic pathways involving different DNA methyltransferases specifically regulate CG, CHG, and CHH sites [14]. Methyltransferase1 (MET1) and chromomethylase3 (CMT3) primarily maintain CG and CHG methylation, respectively. CHH methylation is maintained by the RNA-directed DNA methylation (RdDM) pathway, involving domains rearranged methyltransferase 1/2 (DRM1/2), chromomethylase2 (CMT2) and small interfering RNA [15]. RdDM requires transcription machinery composed of RNA polymerases Pol IV and Pol V, which are plant specific, and acts as the major small RNA-mediated epigenetic pathway in plants [16]. Studies have shown that DNA methylation plays an important role in the direct regulation of genes during plant development and stress responses [17]. Both tissue- and cell-type-specific DNA methylation patterns have been reported in plants. For example, a recent study demonstrated that specific changes in methylation during maize leaf development promote tissue-specific regulation of particular genes [18].

The maize genome is 20-fold larger than that of *Arabidopsis,* and more than 80% of the sequence is composed of transposable elements (TEs), distributed throughout the genome [19]. Thus, more than 85% of annotated genes are located near TEs in maize [20]. Compared with *Arabidopsis,* maize exhibits higher methylation levels in all contexts (in unfertilized ears, mCG = 86%, mCHG = 74%, mCHH = 5.4%), with CG and CHG methylation being abundant in intergenic regions [21]. Interestingly, genomic profiling of CHH methylation in maize has revealed particular enrichment within 1 kb upstream of transcription start sites (TSSs) and 1 kb downstream of transcription end sites (TESs), referred to as mCHH islands [21]. Li et al. [22] further characterized mCHH islands as 100-bp tiles with an average CHH methylation level of at least 25%. These islands were suggested to indicate the transition between heterochromatin-associated TEs and euchromatin-associated genes [22]. In contrast to the suppressive role of DNA methylation in promoter regions observed in most studies of various organisms, elevated mCHH islands are found in expressed genes that are located near TEs [21, 22]. However, loss of CHH methylation in mutants does not impact gene expression but leads to an additional loss of CG and CHG methylation in flanking transposons, suggesting that promoter methylation at CHH islands in maize may not simply control gene expression but may also regulate nearby *cis* elements [22].

Maize is a model system for studying epigenetic phenomena such as imprinting, paramutation, and TE inactivation [23, 24]. During reproduction, maize develops separate unisexual flowers, taking the form of tassels (male inflorescences) and ears (female inflorescences). Following the development of all leaf primordia, the shoot apical meristem is transformed into the tassel meristem to give rise to the tassel primordium. The development of tassels indicates the transition from vegetative growth to the reproductive stage, which depends on genetic control of a gene expression network in response to environmental cues [25]. Studies conducted in past decades have revealed that epigenetic pathways are important for plant reproduction [26]. However, the relationship between genome-wide DNA methylation and gene expression networks during floral development remains largely unexplored.

WGBS is not cost-efficient in maize because of its large genome (2.5 Gb). Here, we provide a systematic approach for adapting RRBS to maize, one of the world’s major crops, by selecting new RRBS restriction enzymes and optimizing the range of fragment sizes to target genomic regions of interest (ROIs). Our approach takes into account both the size of the enzyme-digested fragments and enrichment of these fragments in ROIs, allowing us to survey different parts of the genome. We identified two restriction enzymes, *Mse*I and *Cvi*QI, which were predicted to significantly enrich promoter and genebody regions, respectively. In our pipeline, the maize RRBS data can be mapped by general bisulfite aligner such as BS Seeker 2 [27], and the downstream methylome analysis by the analyzer such as MethGO [28].

As a first attempt, we compared DNA methylation profiles between shoot and tassel primordia to investigate methylation changes in vegetative and reproductive stages. We took advantage of our ROI-directed RRBS method to specifically reveal tissue-specific mCHH islands and found that genes with mCHH islands tended to be up-regulated. This up-regulation of gene expression was positively correlated with nearby TE methylation. Finally, by incorporating MNase-seq, we observed that mCHH islands localized to open chromatin transition regions, which might lead to exposure of transcription factor binding sites (TFBSs). The present study not only provides valuable insights into the possible functions of DNA methylation during floral development in maize, but further characterizes the critical features of mCHH islands.

The in silico enzyme selection pipeline in this study has been deposited to GitLab at https://gitlab.com/fmhsu0114/maize_RRBS/tree/master.

## Results

### Identification of restriction enzymes for maize RRBS

The first step in RRBS library preparation is restriction enzyme digestion [9]. In the mammalian RRBS protocol, *Msp*I is utilized to enrich for CpG-rich regions in promoters. This same method was used in the zebrafish genome to enrich for 5.3% of CpG sites in a 2.2% reduced representation genome [11]. In plants, the cytosine distribution is different from that in vertebrates, and no CpG islands have been reported. Therefore, *Msp*I may not be suitable for plant genomes. First, we selected candidate restriction enzymes that are methylation insensitive to avoid low cutting efficiency due to DNA methylation at cutting sites. By jointly considering the enzyme-digested fragments and the selected range of fragment size, we estimated the enrichment of fragments in the target regions and the sequencing cost. The ideal enzymes and the range of fragment sizes were decided when the ROIs were clearly enriched with minimum sequencing (see Fig. 1 for the schematic flowchart of enzyme selection in RRBS).

**Fig. 1:**
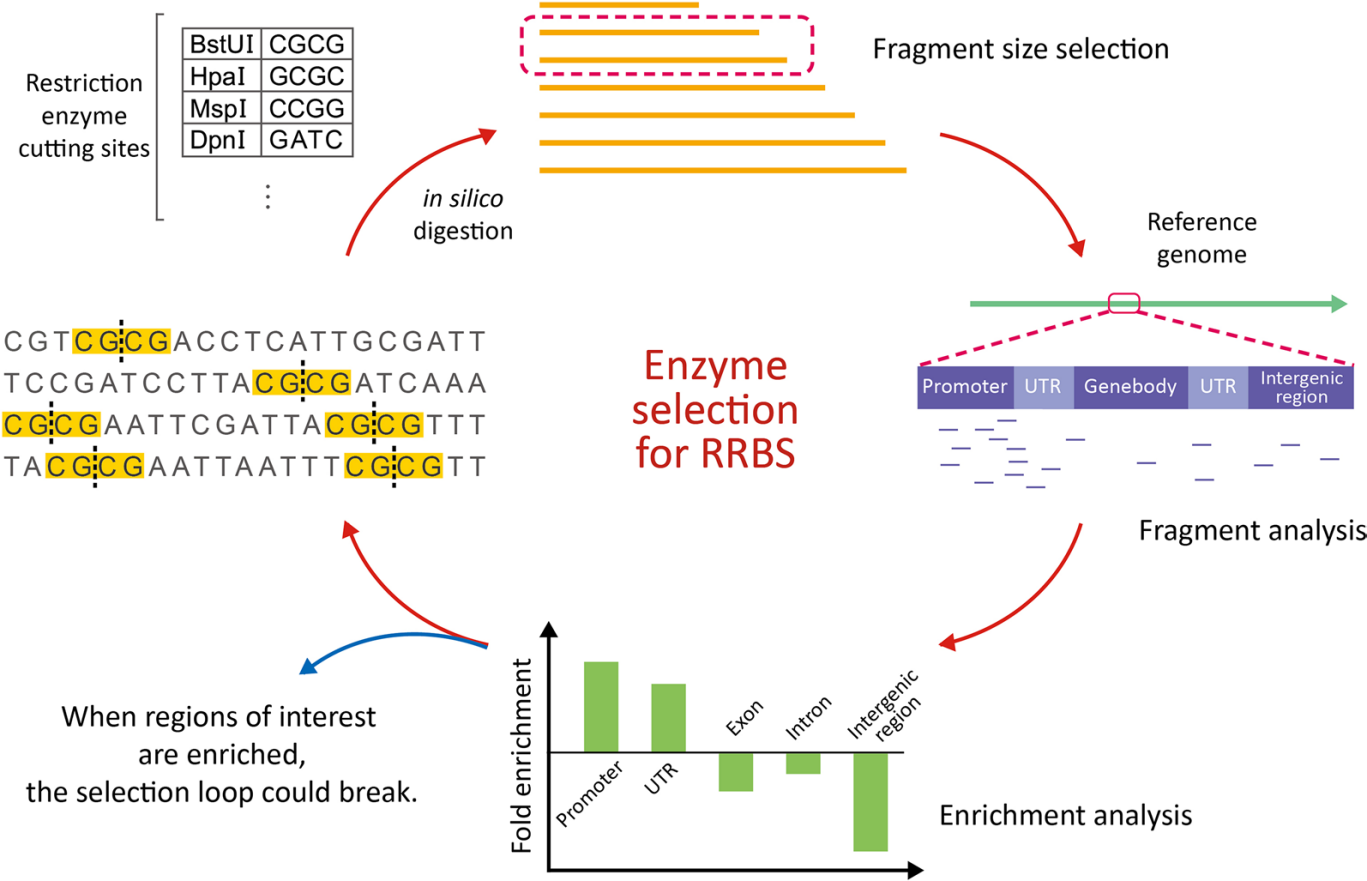
Schematic flowchart of maize RRBS. Candidate restriction enzymes are selected by jointly considering the selected range of fragment size, and their enrichment toward ROIs. Enrichment of a specific genomic ROI (e.g., promoter) is measured by comparing the percentage of ROI in the RR genome against that in the reference genome. The ideal enzymes and the range of fragment sizes were decided when the ROIs were clearly enriched

We selected restriction enzymes for the best promoter enrichment. A total of 85 restriction enzymes (Additional file 1), including both 4 and 6 cutters, were analyzed through in silico digestion. The fragments digested by each enzyme were generated and subjected to enrichment analysis to evaluate their enrichment in genomic features, including TEs, promoters, exons, introns, splicing sites, and untranslated regions (UTRs). We determined the promoter region as 1000 bp upstream of TSS based on Ensembl AGPv3 annotation. Among them, *Mse*I, which recognizes TTAA sites, was found to digest the maize genome into evenly distributed fragments that are enriched in promoters (Fig. 2a). To assess the enrichment outcome in different size ranges, we set the size range of 100–250 bp as a baseline and extended the values to determine lower and upper bounds (Additional file 2: Table S1 shows the genome and promoter contents of each set of fragments after *Mse*I digestion). We selected 40–300 bp as the RRBS size selection boundary that exhibited high enrichment for promoter regions. The total size of these *Mse*I-digested fragments was predicted as 566 Mbp, accounting for 25.6% of the genome and covering 84% of promoters. That is, among the 38,653 gene promoters, 84% have one or more cytosines covered by our fragments. These fragments exhibited a significant 1.3-fold enrichment in promoters (Fig. 2b). We also searched for enzymes that could enrich different genomic features. *Cvi*QI recognizes GTAC sites, and *Cvi*QI-digested fragments of 40–280 bp covered 270 Mbp (12.7%) of the genome. This enzyme produced 1.4- and 1.2-fold enrichment in exons and introns (defined as the gene body), respectively (Fig. 2a, b). Since the genome size is reduced and the sequencing cost is proportional to the genome size, the expected cost of RRBS is greatly reduced from that of WGBS (Additional file 2: Table S2). For comparison, we estimated enrichment in the maize genome using *Msp*I, which is employed in mammalian RRBS studies, and found that *Msp*I fragments were actually deprived of maize promoters, indicating that *Msp*I is not suitable for maize promoter analysis (Fig. 2b). Our findings suggest that RRBS enzymes must be carefully selected for different genomes and different ROIs. Therefore, we selected *Mse*I for promoter enrichment and *Cvi*QI for gene body enrichment.

**Fig. 2:**
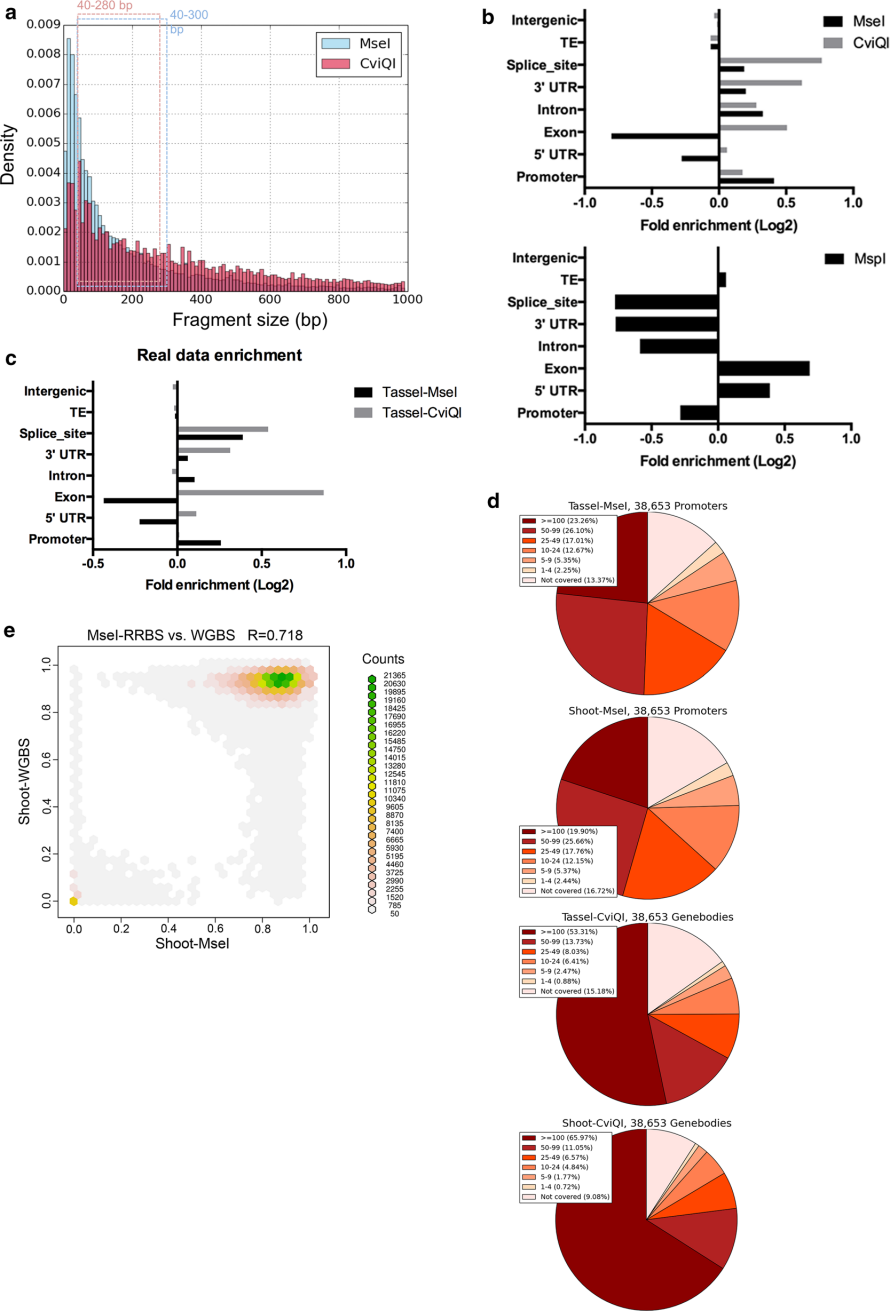
Prediction and validation of maize RRBS. **a** Fragment distribution and size selection of *Mse*I- and *Cvi*QI-RRBS. **b** Enrichment analysis of predicted *Mse*I-, *Cvi*QI-, and *Msp*I-digested fragments in genomic regions. **c** Enrichment analysis of sequenced tassel-*Mse*I and tassel-*Cvi*QI fragments in genomic regions. **d** Pie charts of the four RRBS libraries show coverage in promoters (*top 2*, *Mse*I-RRBS) and in genebody (*bottom 2*, *Cvi*QI-RRBS). **e** Correlation between shoot-*Mse*I with shoot-WGBS

### Maize RRBS using *Mse*I and *Cvi*QI significantly enriches for promoter and gene body regions, respectively

To compare DNA methylation patterns in different developmental stages in maize, we chose to examine the shoot and tassel primordia. Shoots at the coleoptile stage represent early vegetative tissue, whereas the tassel primordium, the earliest stage of male flower development, is the first reproductive tissue transformed from the shoot apex in maize (Additional file 3: Figure S1). We constructed promoter-enriched (*Mse*I-digested) and gene body-enriched (*Cvi*QI-digested) RRBS libraries using shoot and tassel primordium samples. Hereafter, *Mse*I-RRBS and *Cvi*QI-RRBS refer to the two RRBS profiles generated with *Mse*I and *Cvi*QI, targeting promoters and gene bodies, respectively. For tissue comparisons, we use shoot-*Mse*I, tassel-*Mse*I, shoot-*Cvi*QI and tassel-*Cvi*QI to indicate the tissue and the RRBS enzyme employed in our libraries.

We sequenced more than 32 million reads of 101 bp in each RRBS sample, covering 13–20% of the maize genome (Table 1). We also processed two previously published WGBS datasets from shoots as benchmark data [29]. In our pipeline, we used BS Seeker 2 [27] for mapping both WGBS and RRBS with *Mse*I and *Cvi*QI sites. Similar to the WGBS results, approximately 52% of the reads from our RRBS data were uniquely mapped to the maize reference genome AGPv3 (Table 1). By analyzing the reads mapped to lambda phage spiked in our libraries, we estimated the bisulfite conversion rates to be greater than 99%.

**Table 1:** Mapping statistics

Tissue	Library type	Enzyme	Sequencing mode	Number of raw reads	Number of uniquely mapped reads	Mappability (%)	Genome coverage (%)	Bisulfite conversion rate (%)
Shoot	RRBS	*Mse*I	PE	31,927,914	16,647,292	52.14	18.68	99.33
Tassel	RRBS	*Mse*I	PE	67,346,177	35,605,841	52.87	19.52	99.43
Shoot	RRBS	*Cvi*QI	PE	61,099,496	34,007,664	55.66	16.95	99.57
Tassel	RRBS	*Cvi*QI	PE	35,907,828	19,498,226	54.30	13.19	99.49
Shoot1	WGBS	–	PE	96,977,894	64,310,359	66.31	91.91	–
Shoot2	WGBS	–	SE	282,553,129	143,740,327	50.87	79.01	–

Both *Mse*I and *Cvi*QI generate sticky-ended DNA fragments with gaps that are filled later during library construction. On average, 97% of the *Mse*I-RRBS reads from the forward strand and 95% of the reads from the complementary strand began with TAA, which corresponds to the *Mse*I cutting site (Additional file 3: Figure S2). For *Cvi*QI-RRBS, 94% of read1 sequences began with TAT or TAC, and 91% of read2 sequences started with TAC. These results demonstrate the high accuracy of our enzyme digestion procedure and the high efficiency of end repair during library construction.

To evaluate experimental enrichment of our RRBS libraries in the target regions, we analyzed our tassel-*Mse*I and tassel-*Cvi*QI-RRBS data (Fig. 2c). The tassel-*Mse*I data revealed fragments enriched in promoters and splice sites, as expected from our in silico analysis (Fig. 2b, c). *Cvi*QI-RRBS showed significant enrichment of exons and splice sites, also as predicted (Fig. 2b, c). In total, our RRBS libraries covered 82–115 M cytosines (Additional file 2: Table S3), which is a much higher number than for other targeted methylation arrays, such as Roche NimbleGen arrays that cover 270 k, 1.4 M or 2.1 M custom probes [30].

We then analyzed the coverage of *Mse*I-RRBS and *Cvi*QI-RRBS at promoters and gene bodies, respectively. Of the 38,653 annotated genes, tassel-*Mse*I and shoot-*MseI*-RRBS covered 86.63 and 83.28% of all promoters, respectively. Similarly, *Cvi*QI-RRBS covered more than 84% of gene bodies (Fig. 2d). These results strongly suggest that our RRBS method is effective in covering the ROIs as in our in silico predictions. In more than 44% of promoters and 46% of gene bodies, our RRBS results covered more than 50 CHH sites (Fig. 2d), suggesting good coverage within each promoter and gene body. Given that *Mse*I-RRBS and *Cvi*QI-RRBS are designed to enrich different regions of the genome, only ~1.9% of cytosine sites overlapped (Additional file 2: Table S3), suggesting that our method precisely targets specific ROIs.

As a validation of our shoot RRBS, we compared our shoot-*Mse*I-RRBS results with two sets of shoot-WGBS data (Additional file 3: Figure S3 ). Figure 2e presents a correlation plot of the CG methylation level per cytosine between RRBS and WGBS. CG methylation exhibits a bimodal distribution. CpG sites are either hyper- or hypo-methylated in most of the maize genome, whereas intermediately methylated regions are less frequently observed. This result indicates that *Mse*I-RRBS is well correlated with WGBS (*r* = 0.718). The same trend was observed for *Cvi*QI-RRBS when compared with WGBS (*r* = 0.824).

### Comparison of DNA methylation patterns between shoot and tassel primordia

We aimed to reveal tissue-specific epigenetic regulation between vegetative (shoot) and reproductive tissues (tassel primordium). To avoid confusion and to abridge the manuscript, we have chosen to present only the results of *Mse*I-RRBS in the main text (for the *Cvi*QI results, please see Additional file 4). Overall, we found that tassels exhibited a higher average methylation level than shoots in all CG, CHG, and CHH contexts (Table 2; Additional file 3: Figure S4), which was observed across the genome (Fig. 3a). The distribution of methylation indicates that both CG and CHG methylation are bimodally distributed, and the higher average methylation in tassels is likely due to the increased number of highly methylated CG and CHG sites (Additional file 3: Figure S5). The higher methylation level in the tassel primordium suggests overall *de novo* methylation during vegetative growth and inflorescence organogenesis.

**Table 2:** Average methylation level of CG, CHG, and CHH contexts in four maize RRBS

	Shoot (%)	Tassel (%)	Number of sites
*Mse*I			
CG	77.69	82.84	5,398,944
CHG	61.39	68.08	5,590,339
CHH	1.53	1.80	24,595,783
*Cvi*QI			
CG	64.76	70.75	5,689,945
CHG	53.14	61.01	5,381,124
CHH	1.04	1.77	18,074,911

**Fig. 3:**
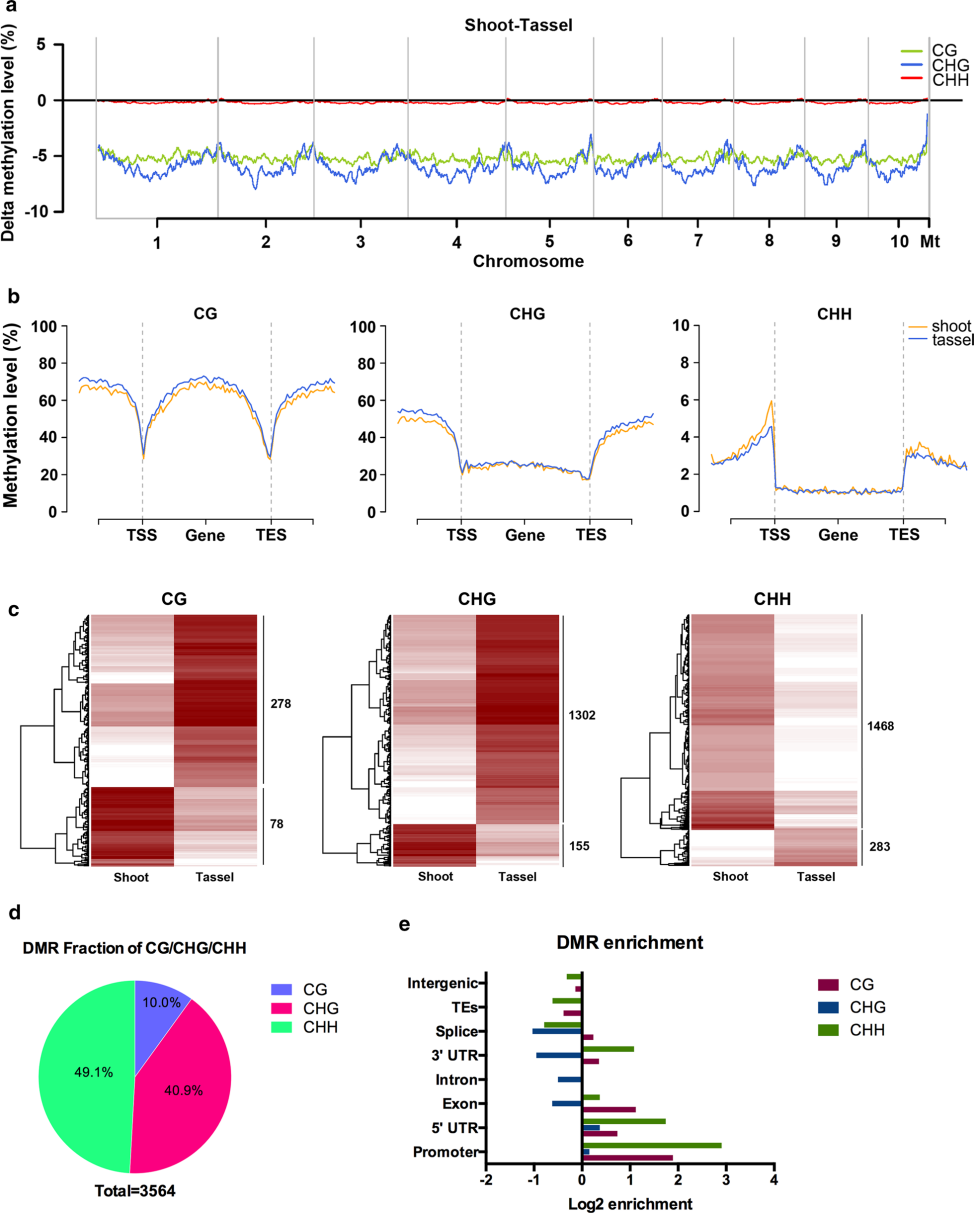
Genome-wide profiling of *Mse*I-RRBS. **a** Genome-wide plot of Δ methylation levels (shoot-tassel primordium). **b** Metagene plot of DNA methylation level for CG/CHG/CHH contexts. **c** Heatmap of DNA methylation level at DMRs between shoots and tassels. **d** Distribution of DMRs in CG/CHG/CHH contexts. **e** Enrichment analysis of DMRs in genomic regions

To investigate DNA methylation in a gene-centric manner, we analyzed the distribution of DNA methylation upstream of TSSs and gene bodies and downstream of TESs. Our analysis indicated that the gene bodies were enriched with CG methylation, but not CHG or CHH methylation (Fig. 3b). The hyper-CG methylation in the middle of gene bodies presumably prevents deleterious insertions of transposons [23]. Increased CHH methylation was observed upstream of TSSs, whereas sharply decreased methylation was found at TSSs (the so-called mCHH islands) (Fig. 3b). Interestingly, we found that, overall, tassels showed greater methylation than shoots at CG and CHG, but less methylation at CHH sites near TSSs and TESs (Fig. 3b). These differential methylation patterns observed in different sequence contexts in the shoot and tassel primordia suggested that different sequence contexts, and especially CHH sites, are subject to differential regulation, which may play an important role during maize development. Regarding TEs, tassels always presented greater methylation than shoots in all three contexts, and TEs presented higher methylation than genes (Additional file 3: Figure S6). For more detailed results regarding TE methylation, please see Additional file 5.

In total, we identified 3564 differentially methylated regions (DMRs) in CG, CHG, or CHH contexts between shoot- and tassel-*Mse*I (Fig. 3c). Interestingly, in contrast to CG and CHG contexts, where more hyper-methylated DMRs were noted in the tassels than in the shoots, more CHH sites exhibited hypo-methylation in the tassel primordium (Fig. 3c).

Among the 3564 DMRs identified from *Mse*I-RRBS (Additional file 6), ~90% were composed of non-CG DMRs (Fig. 3d). Then, we asked where these DMRs were located. We found that both CG DMRs and CHH DMRs exhibited strong enrichment in promoters after adjusting for RRBS fragments (Fig. 3e). In total, 939 genes were associated with DMRs at a promoter or gene body (Additional file 6), constituting differentially methylated genes (DMGs). Among these DMGs, 678 exhibited differential methylation in promoters, 271 in gene bodies and 10 in both regions. We subsequently performed functional annotation for gene ontology (GO) analysis using AgriGO [31] (Additional file 2: Table S4) and found that most of the DMGs were related to the stimulus, reproduction, and response to auxin categories, suggesting that components of these biological processes might be differentially regulated by DNA methylation in shoots and tassels (Additional file 3: Figure S7).

### Transcription and DNA methylation

We performed RNA-seq analysis of the shoot and tassel primordia and identified 3756 (9.7% of all genes) differentially expressed genes (DEGs). Specifically, 2138 (56.9%) of the genes were up-regulated in shoots, and 1618 (43.1%) were down-regulated (Additional file 7). 

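RNA was sequenced from TruSeq libraries of B73 shoots at the coleoptile stage, the seedling shoot while it is still wrapped in its first sheath, and from tassel primordia, the earliest form of the male inflorescence. There was 1 library per tissue, so no difference between the tissues given here has a replicate check. The shoots were 5 days old according to the paper and 4 to 5 days old according to the sample labels, which add that the seedlings were kept in the dark. The tassel primordia were 5 mm long, given as 0.5 cm in the labels, and came from plants at leaf stage 5 to 6 in the paper and 6 in the labels. The paper and the labels also name different sequencing instruments. The authors mapped the reads to the AGPv3 genome with TopHat2 and computed RPKM, which is read number divided by gene length and by library size, with cuffdiff, and they deposited 1 RPKM value per gene and tissue for 39604 genes. The values sum to 788495 RPKM in shoots and 572224 RPKM in tassels. In shoots 13196 genes were listed at 0 and 22656 genes had at least 1 RPKM, against 14272 and 21478 genes in tassels, and 11732 genes were listed at 0 in both tissues. The 100 most abundant genes took 15.9% of the sum in shoots and 11.4% in tassels. The number of reads behind the values is unknown. The relative depth can be read from genes with only a few reads: among the 295 genes above 0 and under 0.3 RPKM in both tissues, the commonest ratio of tassel to shoot RPKM was 0.962 (82 genes), so 1 read was worth about the same in both libraries. The RPKM values were used as deposited, and rescaling both libraries to the same sum raises every log2 ratio of tassel to shoot by 0.46.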

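A gene was counted as differentially expressed where 1 RPKM value was at least 2 times the other and both were over 5 RPKM. The floor of 5 RPKM was taken from the copies read here of the shoot and tassel lists in Additional file 7, which hold 1999 of the paper's 2138 genes and 1429 of the paper's 1618 genes and in which the lowest values are 5.01 RPKM in tassels and 5.02 RPKM in shoots. Of the 39604 genes, 3756 passed (9.48%). Of these, 2138 (56.9%) were higher in shoots and 1618 (43.1%) were higher in tassels. Over the 14485 genes above 5 RPKM in both tissues the median log2 ratio of tassel to shoot was 0.02. The scale of the libraries moved the split most: after both were rescaled to the same sum, 1568 genes were higher in shoots and 4405 in tassels, and shoots held 26.3% of the genes that passed. Not every scale did so. With the median log2 ratio of the genes above 5 RPKM in both tissues set to 0, 2191 were higher in shoots and 1513 in tassels, and shoots held 59.2%. Relative to the 3756, a ratio of at least 4 moved the total most, to 760 genes, and in number of genes the lack of a floor did, to 13803.

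**Figure D1:**
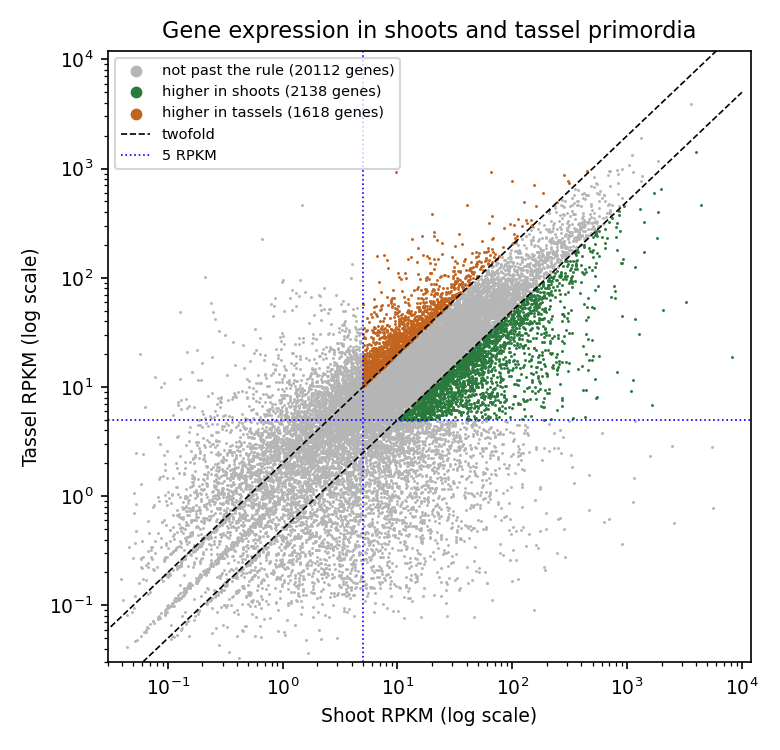
RPKM of each gene above 0 in both tissues, in shoots (x axis) and tassel primordia (y axis), both on log scales, with dashed lines at a ratio of 2 and dotted lines at 5 RPKM. The 2138 green genes and the 1618 orange genes lie outside the dashed lines and above 5 RPKM in both tissues, and many genes outside the dashed lines lie under 5 RPKM in 1 tissue.

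In shoots the differences reached further. GRMZM2G000326, on chromosome 6 of AGPv3 from 39462072 to 39462798, had 8236 RPKM in shoots and 18.7 RPKM in tassels, a log2 ratio of -8.78, and its neighbour GRMZM2G096680, with which it was not tested for shared reads, was also abundant in shoots. GRMZM2G084958 (pcr1), on chromosome 2 from 1463875 to 1465462, had 1649 RPKM in shoots and 6.88 RPKM in tassels, a log2 ratio of -7.90. In the other direction, GRMZM2G154523, on chromosome 4 from 5460337 to 5462342, had 9.66 RPKM in shoots and 929 RPKM in tassels, a log2 ratio of 6.59. GRMZM2G171702 (PIN1d), on chromosome 4 from 186818289 to 186821067, had 6.58 RPKM in shoots and 157 RPKM in tassels, a log2 ratio of 4.58. These are the 2 largest ratios in each direction among the genes that passed.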

GO analysis indicated that more stimulus response- and photosynthesis-related genes were up-regulated in shoots, reflecting the developmental stage of the coleoptile. 

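Photosynthesis genes were collected by their symbols and synonyms, which cover light-harvesting, photosystem and carbon fixation genes, and 27 genes matched. Over the 20 of them with at least 1 RPKM in either tissue, the median of log2((tassel RPKM + 1)/(shoot RPKM + 1)) was -4.10, and 17 genes were higher in shoots. The median lay below those of all 10000 random gene lists of the same size matched on mean expression, whose middle value was -0.07. Its sign stayed negative on each scale tried, and over the 4 members above 5 RPKM in both tissues it was -1.37. Of the 16 members over 5 RPKM in shoots and at least 2 times higher there, 2 passed the rule for differential expression, since the other 14 were not over 5 RPKM in tassels. Stimulus response genes were not analysed here.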

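Inflorescence and floral regulators of maize were collected by symbol and synonym, and 77 genes matched, 14 of them by primary symbol. Over the 60 members with at least 1 RPKM in either tissue, the median log2((tassel RPKM + 1)/(shoot RPKM + 1)) was 2.08, above all 10000 matched random lists, and 11 members were higher in shoots. Over the 14 members matched by primary symbol, an alternative chosen after seeing the data, it was 2.30. On the scale with equal sums it was 2.49, against a median of 0.44 over all genes. Over the 9 members above 5 RPKM in both tissues, the median was 0.039, at percentile 70.1 of the matched lists, but this filter removes by construction the members that are low in shoots and differ most. Of the 77, 2 passed the rule for differential expression. The DNA replication list held 8 genes, 1 of them matched by primary symbol, among them MCM6, MCM7 and PCNA, and all had over 5 RPKM in both tissues. Its median was 0.62, at percentile 97.1, and 1.07 with equal sums, at percentile 96.2, and 1 of the 8 genes passed the rule. Transcription-related genes were not analysed here.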

As predicted, we found that the tassel primordium was characterized by more reproductive-related genes and DNA replication- and transcription-related genes (Additional file 2: Table S5). Interestingly, DNA methylation-related genes were also up-regulated in tassels, echoing the hyper-methylation found in the tassels.

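A list of DNA methylation genes, made of cytosine methyltransferases and components of RNA-directed DNA methylation, matched 9 gene models by symbol or synonym, 2 of them by primary symbol. Their median log2((tassel RPKM + 1)/(shoot RPKM + 1)) was 0.90 (percentile 99.3 among matched random lists), and 8 of the 9 models were higher in tassels. With equal sums the median was 1.36, at percentile 99.2, and all 9 were higher in tassels. Equal sums raise tassel values relative to shoot values, so they could not count against this direction. The median of all genes moved to 0.44, and the list lay 0.92 above it, against 0.90 as deposited. The rule for differential expression was passed by 4 models. GRMZM2G042443 (mop1), on chromosome 2 of AGPv3 from 41131324 to 41136928, had 7.82 RPKM in shoots and 35.0 RPKM in tassels, a log2 ratio of 2.16. GRMZM2G065599 (dmt106) rose from 9.82 to 25.9 RPKM, GRMZM2G054225 (rmr7) from 13.5 to 28.6 RPKM and GRMZM2G333997, 1 of 2 models matched to dmt101 (met1), from 7.21 to 15.0 RPKM. The other model of dmt101, GRMZM2G334041, had 11.9 RPKM in shoots and 23.2 RPKM in tassels, a ratio of 1.94. GRMZM2G005310 (met5) had a log2 ratio of 0.90, GRMZM2G157589 (met4) of 0.95 and GRMZM2G025592 (met2) of 0.36. GRMZM2G009208 (rmr2) had 8.19 RPKM in shoots and 7.61 RPKM in tassels. In the authors' deposited table, the p-values of GRMZM2G333997 and GRMZM2G334041 are 0.0973 and 0.0581, and that of mop1 is 3.23e-05. The paper sets the higher expression of these genes beside the hyper-methylation of tassels.

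**Figure D2:**
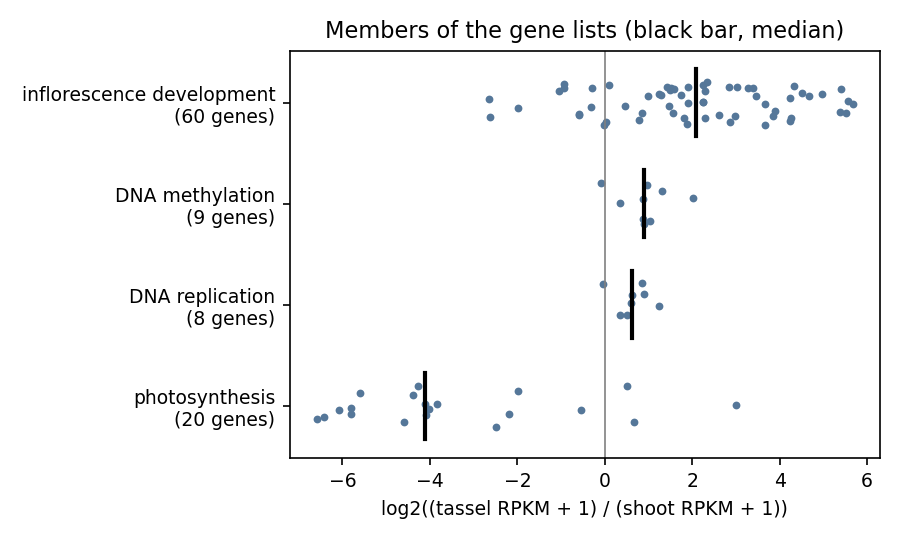
Each point is 1 gene with at least 1 RPKM in either tissue, placed by log2((tassel RPKM + 1)/(shoot RPKM + 1)) on the x axis, with black bars at the list medians. The photosynthesis genes lie mostly left of 0, and the inflorescence, DNA methylation and DNA replication genes mostly right of it. The sides of the medians are the same with equal sums. Equal sums raise tassel values relative to shoot values, so only the side of the photosynthesis genes could have changed.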

Consistent with studies in *Arabidopsis*, rice and maize [3, 6, 32–34], CG and CHG methylation in promoter regions exhibited an inverse correlation with gene expression, whereas genes showing intermediate expression were the most highly methylated at gene bodies (Fig. 4a). Although decreased methylation at both TSS and TES has been observed in plants and animals, we noticed that in maize the reduction for TES was even lower than it was for TSS. Notably, CHH methylation in promoter regions displayed a complex pattern (Fig. 4a, right panel). In the region adjacent to TSSs/TESs, highly expressed genes displayed lower methylation levels, whereas highly expressed genes exhibited higher methylation levels in regions away from TSSs/TESs, suggesting that the correlation between promoter CHH methylation and gene expression may be qualitative rather than quantitative.

**Fig. 4:**
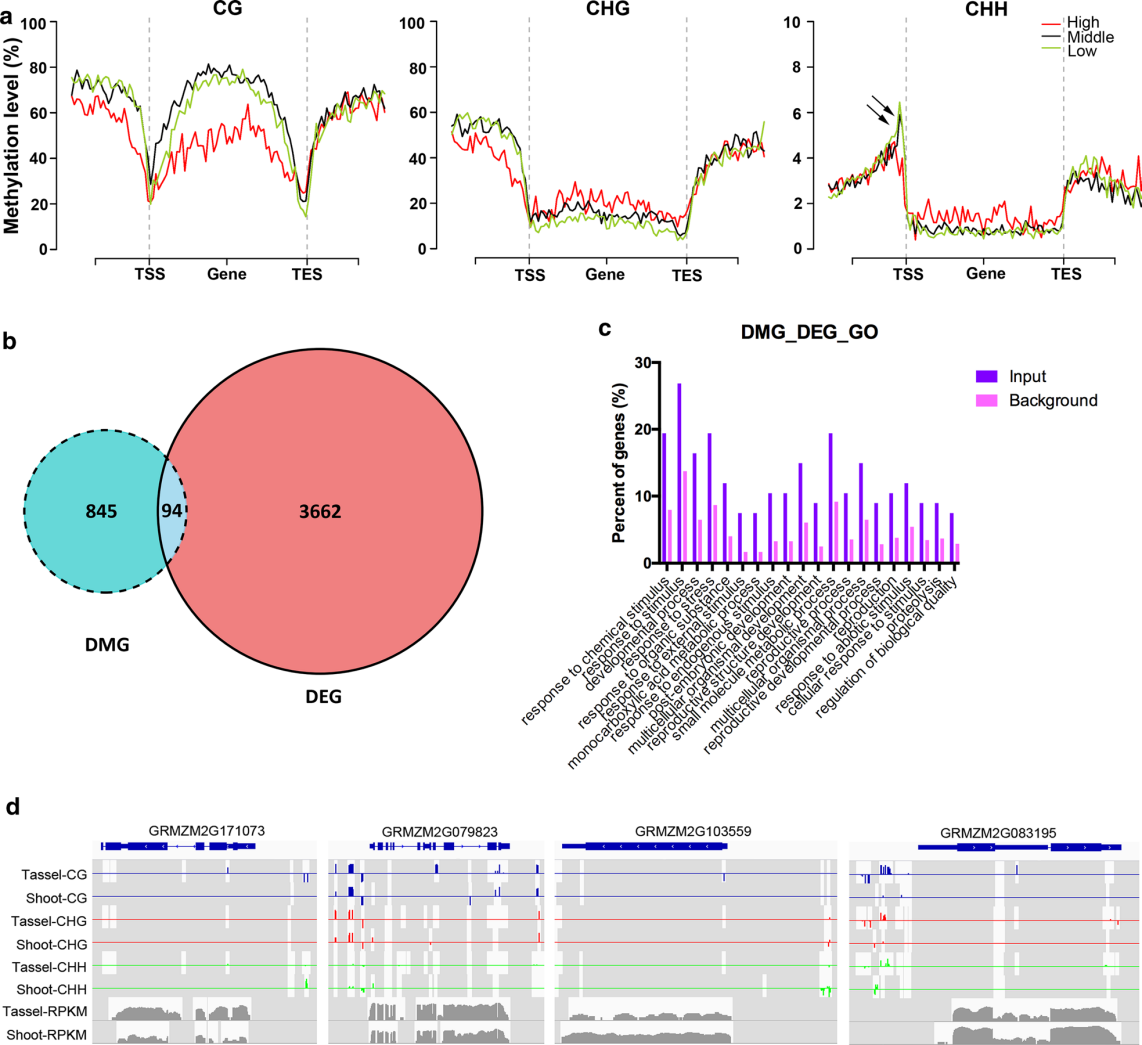
Integrative analysis of DNA methylation and gene expression. **a** Metagene plot of CG (*left*), CHG (*middle*) and CHH (*right*) methylation levels. The *arrows* indicate mCHH islands. *Red* high expression, *black* intermediate expression, *green* low expression. **b** Venn diagram of 94 genes that are differentially methylated and expressed between shoots and tassels, and **c** the functional categories of these genes. **d** IGV snapshots of four genes showing differential methylation and expression with the presence of tissue-specific mCHH islands

To better understand whether differential gene expression may be associated with changes in methylation during maize development, we assessed how many DMGs were differentially expressed between shoots and tassels. 

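The 939 DMGs of Additional file 8 were joined to the RPKM values by gene identifier, and 896 of them had a value. Under the rule of a ratio of at least 2 with over 5 RPKM in both tissues, 94 passed, which is 10.5% of the 896 (95% Wilson interval 8.65% to 12.7%), and they are the same 94 genes that Additional file 8 lists. Of these, 54 were higher in shoots and 40 in tassels. In 95% of 10000 random gene lists of the same size, matched on mean expression in 20 bins, between 89 and 123 genes passed, and the DMG count lay at percentile 8.27. Against unmatched random lists it lay at percentile 84.5, with a median of 85 genes. In the authors' deposited table, 10 of the 94 genes have a p-value of 0.05 or more. Relative to the 94, a ratio of at least 4 moved the count most, to 25 DMGs against 13 to 30 in 95% of matched lists, and in number of genes the lack of a floor did, to 342 DMGs.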

Of the 939 DMGs obtained from *Mse*I-RRBS, 94 (Additional file 8) were differentially expressed (Fig. 4b). This result is consistent with a recent finding that DMRs generally exhibit weak associations with quantitative differences in gene expression [35]. Interestingly, GO analysis of these 94 genes suggested significant enrichment in stimulus responses, developmental processes, and reproduction (Table 3; Fig. 4c). Among these 94 genes, rough sheath2-interacting KH-domain gene (GRMZM2G079823), ZOS (GRMZM2G171073), GAPT1 (GRMZM2G083195) and PID (GRMZM2G103559) regulate floral development (Fig. 4d). 

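All 4 genes passed the rule for differential expression, 2 in each direction, and the directions were the same with equal sums. The methylation levels given here are the paper's, from Additional file 6. GRMZM2G079823, on chromosome 1 of AGPv3 from 26198119 to 26204511, had 18.9 RPKM in shoots and 37.8 RPKM in tassels. Its log2 ratio of 1.00 lies at the limit of the rule, and a pseudocount of 1 brings it to 0.97. GRMZM2G171073, on chromosome 1 from 23562530 to 23566071, had 6.07 RPKM in shoots and 32.0 RPKM in tassels, a log2 ratio of 2.40. GRMZM2G083195, on chromosome 3 from 178232720 to 178236298, had 84.5 RPKM in shoots and 23.1 RPKM in tassels, a log2 ratio of -1.87. The log2 ratio of GRMZM2G103559 was -2.09. All 4 carry a CHH DMR in the promoter that is hyper-methylated in shoots. The paper's CHH levels are 0.448 in shoots and 0.143 in tassels for GRMZM2G079823, 0.708 and 0.042 for GRMZM2G171073, 0.501 and 0.071 for GRMZM2G083195, and 0.352 and 0.05 for GRMZM2G103559. GRMZM2G079823 also carries a CG DMR in the gene body, with the paper's levels of 1 in shoots and 0.321 in tassels.

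**Figure D3:**
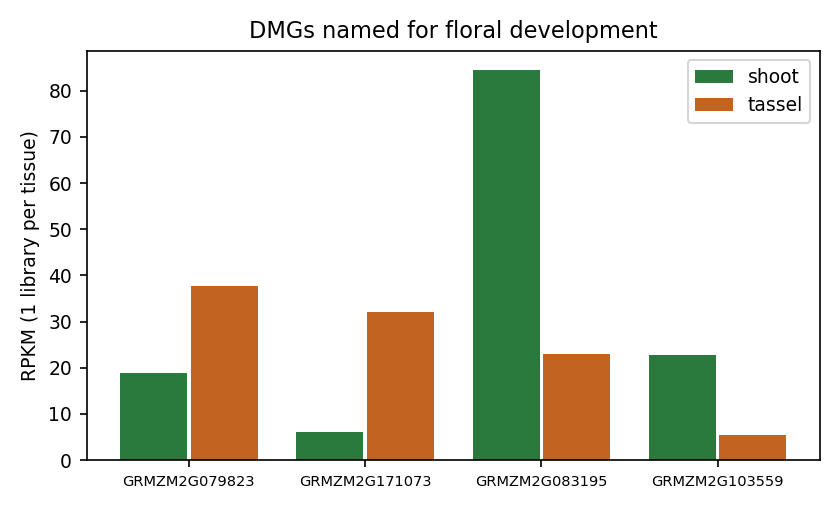
Bars give the RPKM of each gene in the shoot library (green) and the tassel library (orange), 1 library per tissue. GRMZM2G079823 and GRMZM2G171073 are higher in tassels, and GRMZM2G083195 and GRMZM2G103559 are higher in shoots.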

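The DMRs of the MseI sheets of Additional file 6 were assigned to the 94 differentially expressed DMGs by the paper's own gene annotation of each region. A CG DMR was found for 12 genes, a CHG DMR for 18 genes and a CHH DMR for 67 genes, which is 71.3% of the 94 (95% Wilson interval 61.4% to 79.4%). Of the 896 DMGs with an RPKM value, 673 (75.1%) had a CHH DMR, a share within that interval. Of the 67 genes, 57 had the CHH DMR in the promoter and 10 in the gene body. The CHH DMR was hyper-methylated in shoots for 62 genes, of which 33 were higher in shoots and 29 in tassels. It was hyper-methylated in tassels for 5 genes, of which 4 were higher in shoots and 1 in tassels.

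**Figure D4:**
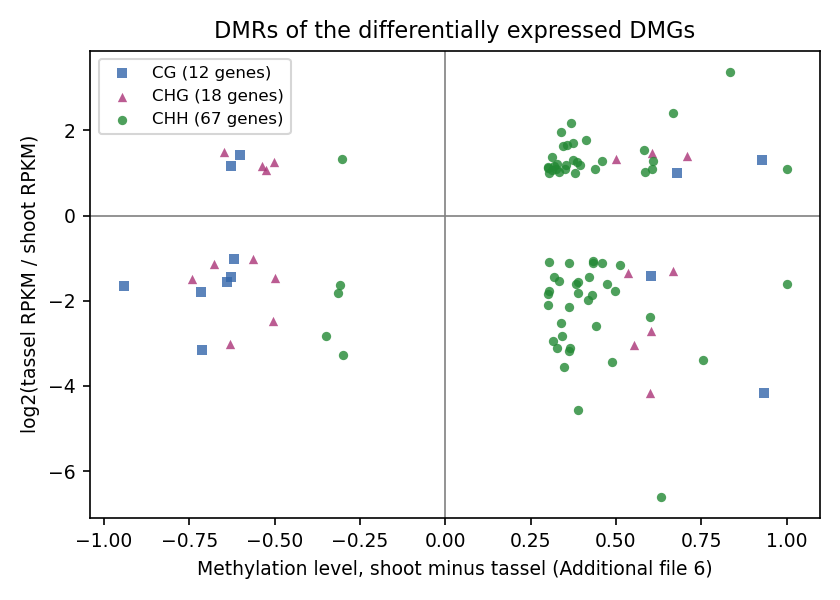
Each point is 1 DMR of a differentially expressed DMG, with the paper's methylation level in shoots minus that in tassels on the x axis and log2(tassel RPKM / shoot RPKM) on the y axis. The 62 genes with CHH hyper-methylation in shoots lie both above and below 0 on the y axis.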

When we further clustered these 94 genes based on the DNA contexts of their differentially methylated sites, we found that 67 genes (71%) exhibited differential methylation at CHH. This result again suggests that mCHH islands may play an important role in development.

**Table 3:** GO enrichment of overlapping genes of DMGs and DEGs

GO accession	GO term	*p* value
0042221	Response to chemical stimulus	0.0022
0050896	Response to stimulus	0.0034
0032502	Developmental process	0.0037
0006950	Response to stress	0.0046
0010033	Response to organic substance	0.0052
0009605	Response to external stimulus	0.0056
0032787	Monocarboxylic acid metabolic process	0.0058
0009719	Response to endogenous stimulus	0.0065
0009791	Post-embryonic development	0.0065
0007275	Multicellular organismal development	0.0069
0048608	Reproductive structure development	0.0069
0044281	Small molecule metabolic process	0.0074
0022414	Reproductive process	0.01
0032501	Multicellular organismal process	0.011
0003006	Reproductive developmental process	0.012
0000003	Reproduction	0.013
0009628	Response to abiotic stimulus	0.028
0051716	Cellular response to stimulus	0.028
0006508	Proteolysis	0.036
0065008	Regulation of biological quality	0.046

### mCHH islands as a link between DNA methylation and gene expression

mCHH islands have been implicated in acting as an enforced boundary between heterochromatin and euchromatin in maize [22]. To explore the changes in CHH methylation at promoters during development, we dissected the 2-kb region upstream of TSSs into 100-bp bins and calculated the ΔCHH methylation level between tassel-*Mse*I and shoot-*Mse*I. A histogram of ΔCHH levels in these bins revealed clear peaks at ~25, 32, 40, and 50%, suggesting enrichment of small patches of promoters with ΔmCHH ≥ 25% (Additional file 3: Figure S8). Using a 25% ΔCHH methylation level as a cutoff, we found that 1348 genes showed differentially elevated mCHH islands in the shoots; 807 genes showed differentially elevated mCHH islands in the tassels and 57 genes have mCHH islands in both tissues. The mCHH islands in the tassels (median 13 bp) were shorter than those in the shoots (median 31 bp) ( Additional file 3: Figure S9). The distance from the mCHH islands to TSSs was similar in the two tissues: 702 bp in tassels and 682 bp in shoots (Fig. 5a).

**Fig. 5:**
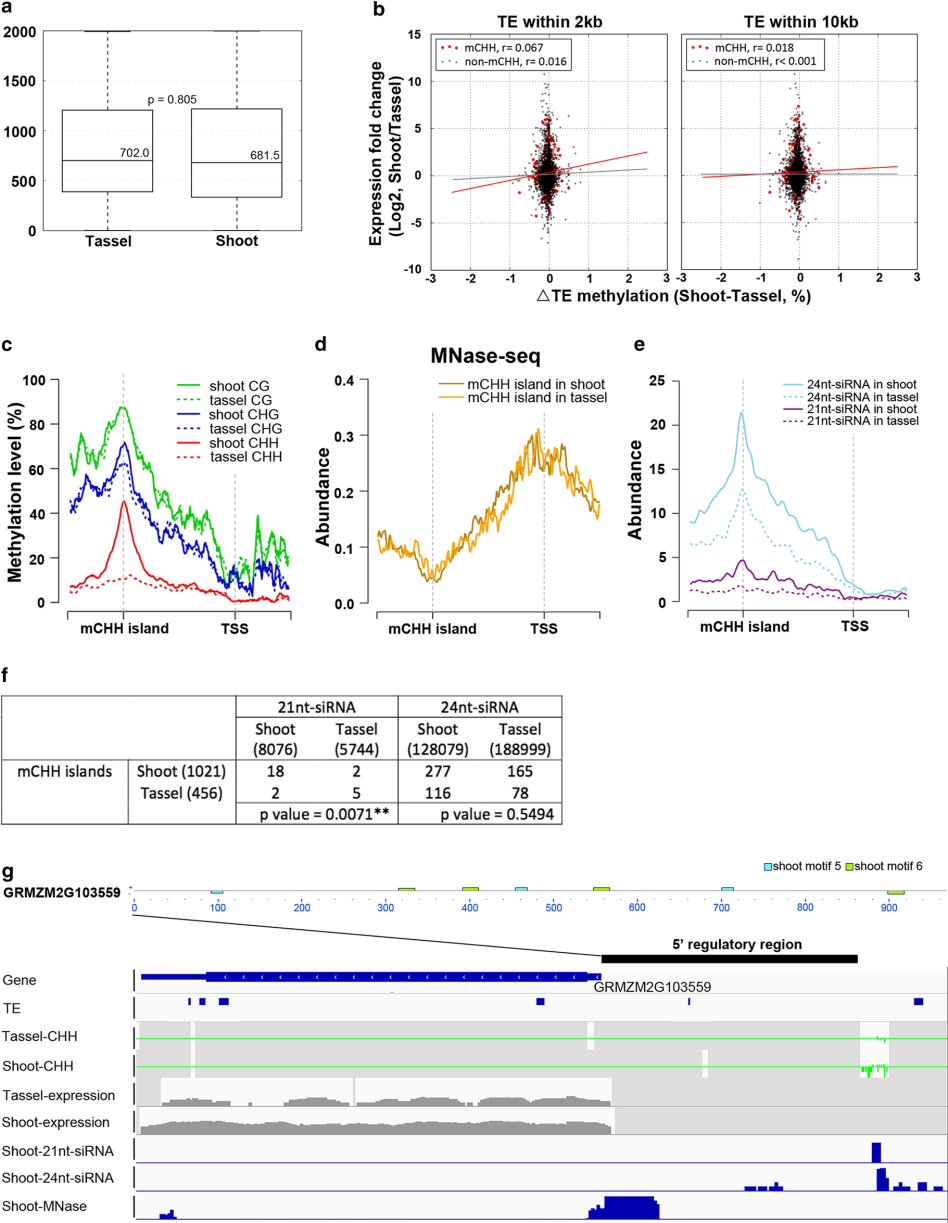
Analysis of tissue-specific mCHH islands. **a** Boxplots of the distances from shoot-specific and tassel-specific mCHH islands to TSS. **b** The correlation between gene expression and nearby TE methylation with or without the presence of mCHH islands. **c** Profiles of DNA methylation levels in shoot and tassel around mCHH islands that are hyper-methylated in shoots. **d** Abundance of MNase-seq reads around mCHH islands and TSS. **e** Abundance of 21nt- and 24nt-siRNAs around mCHH islands in shoots. **f** Correlation analysis of 21nt- and 24nt-siRNA peaks with the distribution of tissue-specific mCHH islands. **g** GRMZM2G103559, harboring an mCHH island in shoots, is more highly expressed in shoots. The mCHH island is located between two nucleosome-occupied regions and both 21nt- and 24nt-siRNAs complementary to mCHH islands are expressed in the shoots

We found that genes with mCHH islands in shoots are more expressed in the shoots, and this is also observed in tassel (Additional file 2: Table S6), suggesting a positive correlation between mCHH islands and gene expression, as shown in previous study [21, 22]. For example, GRMZM2G123308 (Additional file 3: Figure S10), which encodes a MYB-type Golden2-like transcription factor, exhibited a mCHH island at 1200 bp upstream of the promoter in tassels and was up-regulated transcriptionally in tassels. This result suggests that mCHH islands are linked to gene expression in a tissue-specific manner and that CHH islands are associated with gene regulation during plant development.

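GRMZM2G123308 lies on chromosome 10 of AGPv3 from 77348006 to 77352823. It had 1.06 RPKM in shoots and 14.4 RPKM in tassels, a ratio of 13.6 and a log2 ratio of 3.77. With a pseudocount of 1 added to both values, the log2 ratio was 2.90. Its shoot value is under 5 RPKM, so it is not among the 1618 genes counted as higher in tassels. In the authors' deposited table its p-value is 6.85e-04, which compares the 2 libraries and not the tissues. Methylation at its mCHH island was not analysed here.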

It was suggested that mCHH islands play a role in protecting neighboring TEs for transcription [22]. We further asked whether TE methylation may be influenced by gene expression level when mCHH islands are present. The ratio of expression level in different tissues is analyzed with delta methylation of neighboring TEs. We observed a weak and positive correlation between TE methylation and gene expression. Interestingly, the correlation is stronger when mCHH islands are present (Fig. 5b), but is weaker when the distance to TEs increases (*p* value = 0.001 of TEs within 2 kb, *p* value = 0.016 of TEs within 10 kb). This result suggested that mCHH islands and the neighboring TEs may form a unique regulatory complex that influences gene expression epigenetically.

To further look into tissue-specific mCHH islands, we profiled CG, CHG, and CHH methylation around mCHH islands and TSS. mCHH islands exhibit differential methylation for shoots and tassels, whereas CG and CHG methylation accumulates similarly in both tissues (Fig. 5c and Additional file 3: Figure S11a). These findings suggest that mCHH islands might be open to methylation-related enzymes. Recently, open chromatin (MNase hypersensitive regions) was shown to localize around active genes and recombination hotspots and to be correlated with DNA hypo-methylation [36]. We therefore asked whether mCHH islands are also associated with open chromatin, and shoot MNase-seq data from cultivar B73 was downloaded and profiled. We found that the nucleosome occupancy was reduced at mCHH islands (Fig. 5d; Additional file 3: Figure S11) from both shoot and tassel tissue, indicating that mCHH islands are generally located in open chromatin.

Small interfering RNAs (siRNAs) of 21nt and 24nt are both involved in RdDM pathways [16], and 24nt-siRNAs have been shown to accumulate on mCHH islands [21]. We profiled siRNA-seq data from shoot (B73) and tassel (A619 background). Indeed, we found that both 24nt- and 21nt-siRNAs are enriched at mCHH islands. Notably, more siRNAs accumulate in these mCHH islands in shoots (Fig. 5e; Additional file 3: Figure S11b). Interestingly, around shoot-specific CHH islands, 24nt-siRNA accumulates similarly in both tissues, whereas 21nt-siRNA only accumulates in shoot, implying that 21nt-siRNA may be co-regulated with CHH islands. Furthermore, when we calculated the number of siRNA peaks located on shoot-specific and tassel-specific mCHH islands, respectively (Fig. 5f). We found that the distribution of 21nt-siRNAs was significantly correlated with tissue-specific mCHH islands, whereas that of 24nt-siRNAs was not. This finding suggests that 21nt-siRNA, but not 24nt-siRNA, plays important roles in directing CHH methylation on tissue-specific mCHH islands in maize.

It has been suggested that mCHH islands in the 5′ regions of genes act as a boundary between euchromatin and heterochromatin [22]. Here, we further showed that tissue-specific mCHH islands are often associated with up-regulated genes during plant development. Many studies have established the importance of transcription factors during floral formation [25, 37]. Therefore, we hypothesized that mCHH islands regulate gene expression in a developmental stage-specific manner by ensuring accessibility to transcription factors in promoter regions. We extracted sequences spanning from mCHH islands to TSSs to represent 5′ mCHH regulatory regions and examined whether they contained specific sequences as well as corresponding transcription factor binding sites (TFBSs) [38]. Additional file 9 presents the predicted motifs of four tassel and six shoot 5′ mCHH regulatory regions. We found that tassel 5′ mCHH regulatory motif 2 was similar to MA1056.1, the binding site of SPL11 in *Arabidopsis* that regulates the timing of the transition from the vegetative to the reproductive phase. Tassel 5′ mCHH regulatory motif 4 was similar to MA0578.1, which is bound by SPL8 to regulate anther development. 

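The SQUAMOSA promoter-binding protein-like (SPL) genes are a family of plant transcription factors. GRMZM2G160917 (ub2), on chromosome 1 of AGPv3 from 188215376 to 188219483, had 3.57 RPKM in shoots and 21.5 RPKM in tassels, a log2 ratio of 2.59. GRMZM2G460544 (ub3), on chromosome 4 from 199456664 to 199460958, had 2.26 RPKM in shoots and 22.4 RPKM in tassels, a log2 ratio of 3.31. GRMZM2G307588 (sbp6), on chromosome 7 from 133202776 to 133206423, had 5.78 RPKM in shoots and 15.6 RPKM in tassels, a log2 ratio of 1.44. Of the 3, GRMZM2G307588 is among the genes counted as differentially expressed, and ub2 and ub3 are left out because they are under 5 RPKM in shoots. Over the 23 of 25 family members with at least 1 RPKM in either tissue, the median log2((tassel RPKM + 1)/(shoot RPKM + 1)) was 1.35, above all 10000 matched random lists. Of the 23, 22 were higher in tassels both as deposited and with equal sums. Equal sums raise tassel values relative to shoot values, so they could not count against this. The exception, GRMZM2G085924, with 1144 RPKM in shoots and 1.45 RPKM in tassels, was singled out after its values were seen. It was matched through a symbol it shares with another kind of gene, and matching by primary symbol alone, an alternative chosen after seeing the data, gave a median of 1.54 over 19 genes, none of them higher in shoots.

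**Figure D5:**
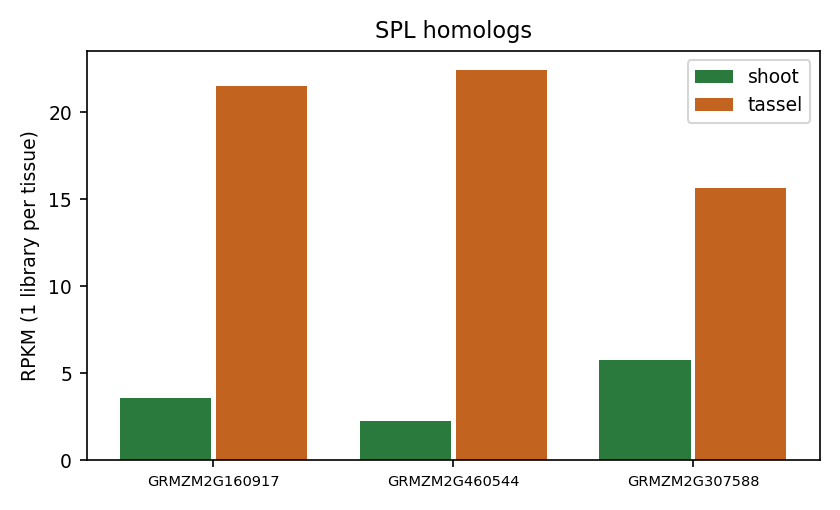
Bars give the RPKM of each SPL homolog in the shoot library (green) and the tassel library (orange), 1 library per tissue. All 3 are higher in tassels, and equal sums, which raise tassel values relative to shoot values, could not change this.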

In accordance with this finding, several maize SPL homologs (such as GRMZM2G160917, GRMZM2G460544, and GRMZM2G307588) indeed are up-regulated in tassels. On the other hand, shoot 5′ mCHH regulatory motif 3 was similar to MA0589.1, the binding motif of ZAP1 that regulates the flower transition. NAC TF NTL9 and AT hook factor AHL20, which regulate stress and defense, are prone to binding shoot 5′ mCHH regulatory motif 6, which is consistent with our differential expression analysis showing that numerous stimulus response genes were differentially regulated. For example, GRMZM2G103559 (PID) exhibited an elevated mCHH island in shoots and was more highly expressed in shoots (Fig. 5g). 

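GRMZM2G103559 lies on chromosome 1 of AGPv3 from 251222923 to 251224627. It had 22.9 RPKM in shoots and 5.37 RPKM in tassels, a ratio of 4.26. Its tassel value is close to the floor of 5 RPKM, and at a floor of 10 RPKM it no longer counts as differentially expressed. In the authors' deposited table its p-value is 9.88e-04. Nucleosome and siRNA data were not analysed here.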

Our MAST (Motif and Alignment Search Tool [39]) prediction results indicated that the 5′ mCHH regulatory region of GRMZM2G103559 presented three and four matches to shoot 5′ regulatory motifs five and six, respectively. Also in GRMZM2G103559, we found a mCHH island located between two nucleosome-occupied regions, together with high 21nt- and 24nt-siRNA enrichment. These results suggest that mCHH islands are located at open chromatin transition sites, which may ensure accessibility of transcription factors to regulatory sequences downstream of mCHH islands.

## Discussion

Maize is the most highly produced cereal and one of most important crops worldwide. The maize genome is large, abundant in transposons, and highly methylated. The maize WGBS methylome was first generated in 2013 [21, 29]. However, there have been few studies of genome-wide methylation in maize, possibly due to the high sequencing cost given its large genome. Wang et al. [40] performed MeDIP-seq analysis in embryos and endosperm for tissue comparisons and found that most DMRs were located at the shores of CpG islands and they did not affect transcription of the corresponding genes. Li et al. [41] performed low-coverage WGBS together with high-coverage sequence-capture bisulfite sequencing in methylation-related mutants to establish DNA methylation pathways in maize and found that severe perturbations of the maize methylome may have stronger deleterious phenotypic effects than in *Arabidopsis*. These findings indicate that DNA methylation is very likely a strong epigenetic factor in maize and underscore the need for genome-wide, high-resolution, low-cost methods to study the maize methylome.

Other experimental approaches have been adapted to probe methylation differences in crops with large genome. Chwialkowska et al. [42] developed methylation-sensitive amplification polymorphism sequencing (MSAP-seq) to identify differentially methylated cytosines between roots and leaves in barley. MSAP-seq uses methylation-sensitive restriction enzyme *Hpa*II to recognize CCGG sites and digest genomes. After sequencing, differentially methylated cytosines are predicted by comparing normalized read counts. MSAP-seq is a cost-effective method to measure cytosine methylation, but it has a limitation that it majorly probes CG sites and CHG sites in minor due to the enzyme specificity. Furthermore, it is not single-base resolution and cannot distinguish the methylation level between CG, CHG, and CHH contexts. It estimates the relative methylation level with relative read counts rather than the digital measurement.

In the present study, we developed our own enzyme selection pipeline for maize RRBS (Fig. 1). Based on in silico digestion and enrichment analysis, we selected *Mse*I and *Cvi*QI to generate promoter- and gene body-enriched reduced representation genomes, respectively (Fig. 2b). We constructed RRBS libraries from the shoot and tassel primordia of the maize B73 inbred line. First, we confirmed that the results of our shoot-*Mse*I-RRBS procedure were similar to previously published WGBS data. Our RRBS libraries covered 82–115 M cytosines (Additional file 2: Table S3), which is a much higher number than for other targeted methylation arrays, such as Roche NimbleGen arrays that cover 270 k, 1.4 M, or 2.1 M custom probes [30]. Then, we demonstrated that *Mse*I-RRBS showed promoter enrichment (Fig. 2c). Taken together, these results demonstrate that our maize RRBS is both effective and feasible. Comparing to other approaches, maize RRBS costs less than WGBS while preserving the property of high resolution and wide coverage that MeDIP-seq, MSAP-seq, and NimbleGen array could not accomplish.

Overall, tassels exhibited greater methylation than shoots (Fig. 3a), suggesting accumulation of methylation over the course of maize development and that high methylation might be a protective mechanism for reproductive tissue. Previous studies have demonstrated that mCHH islands are relatively stable across different tissues [22]. In the present study, 3564 DMRs were found between shoots and tassels. The shoots had more hypo-methylated CG and CHG DMRs, but more hyper-methylated CHH DMRs (Fig. 3c), suggesting a possible tissue-specific regulatory mechanism that is potentially directed by CHH methylation. Metagene plots further indicated greater methylation of CHH in promoter regions in shoots than in tassels (Fig. 3b). In addition, ~90% of DMRs were located in a non-CG context (Fig. 3d). Interestingly, CHH DMRs exhibited significant enrichment in promoter regions, whereas CHG DMRs did not, indicating possible branching regulatory systems in non-CG methylation. In total, we identified 939 DMGs, most of which were related to developmental and reproductive processes based on GO analysis, suggesting that changes in DNA methylation are correlated with developmental stages.

To assess the relationship between DNA methylation and transcription, we also generated shoot and tassel RNA-seq data. In total, we identified 3756 DEGs. Specifically, 2138 of the DEGs were up-regulated in shoots, and 1618 were up-regulated in tassels. Only 94 genes overlapped between the DMGs and DEGs (Fig. 4b), suggesting a limited correlation between DNA methylation and transcription when the methylation of all CG, CHG, and CHH sites was considered. However, these 94 genes exhibited enrichment in the categories of reproduction and stimulus response cellular processes in our GO analysis, suggesting that the major players in vegetative and reproductive growth may be regulated by DNA methylation (Fig. 4c).

mCHH islands were first reported in a recently published maize WGBS study [22]. These highly methylated CHH regions are likely enriched at TE edges close to highly expressed genes. Based on comparative analysis of tassel and shoot RRBS, we have further characterized tissue-specific mCHH islands as being associated with up-regulated genes with statistical significance. Furthermore, we also observed that gene expression is more correlated with nearby TE methylation in the presence of mCHH islands (Fig. 5b). We incorporated MNase-seq data and found that mCHH islands are located at open chromatin transition zones (Fig. 5d). This finding suggested that chromosome accessibility may relate functionally to the high CHH methylation level at mCHH islands. Furthermore, we found that both 21nt- and 24nt-siRNAs are enriched in mCHH islands (Fig. 5e, f). This enrichment is more significant at the shoot stage than at the tassel stage, indicating that small RNA epigenetic regulation may be more active at the vegetative stage to induce the development of highly divergent cell types. Lastly, we found that only 21nt-siRNAs exhibit tissue-specific regulation on mCHH islands (Fig. 5f).

To verify the extent to which mCHH islands may regulate gene expression, we used 5′ mCHH regulatory regions as an input to predict sequence motifs. Our results indicated that these 5′ regulatory motifs show sequence similarity to known motifs that regulate the vegetative-to-reproductive phase transition, the flowering process and stimulus responses (Additional file 9). Thus, in addition to acting as a boundary between heterochromatin and euchromatin, mCHH islands may also indicate specific genes that need to be modulated, strengthening the indirect link between DNA methylation and gene expression.

In parallel with *Mse*I-RRBS, we performed gene body-enriched RRBS using *Cvi*QI. Based on our data, enrichment for gene bodies in *Cvi*QI-RRBS was observed. We found that only ~1.9% of cytosine sites were shared between *Mse*I-RRBS and *Cvi*QI-RRBS, suggesting divergence and complementation of the two reduced representation genomes (Additional file 2: Table S3). No single-cell methylome has yet been reported for maize, which could reveal heterogeneity in results obtained from pooling cells. Nevertheless, compared with normal WGBS, in low-input single-cell WGBS, some information will necessarily be lost during library construction. Single-cell RRBS therefore is an alternative approach for preserving genome information, given that it only involves sequencing of targeted regions, and therefore, it is a better method for revealing cell heterogeneity.

## Conclusions

Our maize RRBS approach is the first application of ROI-directed RRBS in a plant or crop species. Using maize RRBS to reduce sequencing costs makes sample comparisons more feasible. Here, we compared tassel primordium and shoots to reveal the role of DNA methylation during the vegetative-to-reproductive transition. We successfully identified genes related to reproduction and defense that are differentially methylated and expressed. Additionally, we found that expression of genes with tissue-specific mCHH islands tends to be positively correlated with methylation levels. Based on integrative analysis using MNase-seq and siRNA-seq data, we reveal that mCHH islands accumulate 21nt-siRNAs in a tissue-specific manner and that mCHH islands mark the transition zone to open chromatin in each tissue type for the exposure of potential TFs.

## Materials and methods

### Plant material

Maize inbred line B73 was used in this study. For shoot samples, seeds were germinated on wet paper towels in an incubator at 25 °C. After 5 days, shoots at the coleoptilar stage were excised and stored at −80 °C. For tassel primordium, tassel primordia of approx. 5 mm length were collected from B73 plants at V5–V6 stages and stored at −80 °C.

### Nucleus isolation and nuclear DNA extraction

Nuclear DNA was prepared from nuclei as described in Peterson et al. [43]. In brief, frozen tissues around 1 g were ground with mortar and pestle in liquid nitrogen and homogenized in the extraction buffer with 0.5% Triton X-100. After filtering and washing, crude extracts were pelleted at 1200 g for 20 min and suspended in the nuclear buffer. Finally, nuclei were isolated by centrifuging through 30% Percoll at 650 g for 60 min and suspended in the nuclear buffer. To extract nuclear DNA, SDS was added to make a final concentration of 2% and heated at 60 °C for 10 min, and then, DNA was purified and precipitated after RNase A treatment.

### Maize RRBS library construction and sequencing

One microgram genomic DNA was digested with *Mse*I overnight at 37 °C and cleaned with AMPure XP beads. The DNA ends were repaired and A’ tailed with Klenow exo (Thermo Fisher Scientific), followed by ligation with pre-methylated Illumina adaptors. The ligation products were size-selected with Ampure XP beads and purified for subsequent bisulfite conversion (Qiagen EpiTect Fast). Bisulfite-converted DNA was amplified with Pfu Turbo Cx (Agilent Technologies, Santa Clara, CA). The final DNA library concentration was quantified using a BioAnalyzer (Agilent Technologies, Santa Clara, CA) and qPCR, then diluted to 10 nM and loaded onto a flow cell for cluster generation. The libraries were sequenced on an Illumina HiSeq 2000 platform using paired-end 100 cycle mode.

### Measuring the methylation level per cytosine and bulk methylation levels

The bisulfite-converted reads were aligned to the maize reference genome AGPv3 using the bisulfite aligner BS Seeker 2 [27]. To generate genome-wide DNA methylation profiles, we calculated the methylation level for each cytosine covered in the genome. Given that bisulfite treatment converts unmethylated cytosines (Cs) to thymines (Ts), we estimated the methylation level at each cytosine as #C/(#C + #T), where #C is the number of methylated reads, and #T is the number of unmethylated reads [44]. The methylation level per cytosine serves as an estimate of the percentage of cells that are methylated at this cytosine. We only included cytosines that were covered by at least four reads. The bulk methylation level per methylome is the average methylation level of all cytosines.

### Identifying differentially methylated regions (DMR)

Regions of the genome showing significantly different methylation levels were identified and defined as DMRs. Genes adjacent to these DMRs were considered differentially methylated genes. To quantify the difference between the groups at a given site, a Student’s *t* test was performed at each CG site. The larger the generated *t* scores, the greater the difference in methylation levels for that pairwise comparison. To obtain an accurate measurement of these differences after the sites were combined into fragments, the *t* scores of all sites within that fragment were averaged to produce a *z* score. To qualify as a DMR, the fragment had to: (1) exhibit a difference of ≥10% in the mean methylation level between the two groups being compared; (2) exhibit at least three cytosines for which methylation levels were observed in all relevant samples; and (3) present a *z* score below a threshold relevant to that comparison. The selection of the *z* score threshold was based on the false discovery rate, which was estimated by comparing the real data to simulated methylomes as the control for false discovery rate (FDR) computation.

### False discovery rate (FDR) estimation

Simulated methylomes showing the same read coverage per site as real samples were constructed to assess the false discovery rate (FDR) of the DMRs. For each CG site in each simulated sample, reads were simulated based on the average methylation level (Pm) from all real samples at that CG site. This simulation of reads was repeated for all samples throughout the genome. The number of methylated reads (Cs) at a site of coverage, n, represented a random sample from the binomial distribution, B (n, Pm). Given that the reads were simulated from a binomial distribution showing the same average methylation levels as the real samples, the differences in methylation patterns across genes, repeats, and promoters were preserved. The simulated data exhibited the same coverage as the real samples so statistical power was not affected. The simulated methylomes should present no difference in methylation levels between the two groups being compared (i.e., no DMRs), given that they were all selected using the same methylation frequency. Any DMRs (or DMR-associated genes) identified from these simulated samples were therefore considered false positives. For each comparison, the entire process was repeated to detect DMRs in simulated samples. We first performed *t* tests on individual sites and then summarized the *t* scores per fragment with a *z* score. For each *z* score threshold, we computed the number of DMRs identified in the simulated data compared with that found in the real data. We used the ratio between these two values to compute the FDR. We chose a *z* score threshold that resulted in a false discovery rate of less than 10% in all comparisons.

### RNA-seq and data processing

RNA-seq was performed following standard Illumina protocols. Total RNAs were treated with DNaseI (Roche Applied Science), cleaned with phenol–chloroform, and precipitated with ethanol. Libraries were generated with TruSeq RNA Library Prep Kit and sequenced on HiSeq 2000 following the manufacturer’s instructions (Illumina, La Jolla, CA). The resulting libraries were then subjected to PCR amplification, prior to sequencing on Illumina HiSeq 2000 sequencers at the National Center for Genome Medicine at Academia Sinica. To quantify gene expression levels, we mapped the reads onto the maize genome AGPv3 using the alignment tool TopHat2 [45]. Reads per kilobase per million mapped reads (RPKM) values were computed using cuffdiff [46]. For each gene, a statistical comparison of RPKM values between tassel and shoot samples was made via the *Z* test of Kal et al. [47]. Statistical significance was determined as p < 0.05, and there was at least a twofold change in the expression of tassels relative to shoots.

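The authors deposited a Z score and a p-value for each gene. Both were recomputed from the RPKM values with the formula of Kal et al., taking the RPKM value as a count out of 1000000 in each library, and the recomputed Z scores of 27872 genes differed from those in the authors' deposited table by at most 5.0e-09. The p-values are two-sided and not adjusted for the number of genes, and they compare the 2 libraries, not the tissues. An RPKM value is not a number of reads, so they do not measure the counting error between the libraries either. They are given here only as the authors' values. In the authors' deposited table, 6137 genes have a p-value under 0.05 and a ratio of at least 2, 3980 of them higher in shoots and 2157 in tassels. Adding the floor of 5 RPKM in both tissues leaves 3319 genes of the authors' deposited table. The 3756 genes reached without any p-value include 437 whose p-value in the authors' deposited table is 0.05 or more. With each library's own sum of RPKM in place of 1000000, 6105 genes passed without the floor and 3115 with it.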

### MNase-seq data processing

Shoot MNase-seq data was downloaded from NCBI short read archive (SRP064243) [36]. After trimming of adaptor sequences using Cutadapt [48], paired-end reads were mapped to the maize B73 AGPv3 reference genome, using Bowtie2 [49] with options “no-mixed,” “no-discordant,” “no-unal,” and “dovetail” for each replicate digest and for the genomic DNA. Metaplot matrix was generated with deepTools [50] and plot with R.

### Small RNA sequencing data processing

B73 Shoot siRNA data was downloaded from Gene Expression Omnibus (GEO) with accession number GSE39232 . Tassel siRNA data was downloaded with accession number GSE52879 (wild type in A619 background). Adaptors were trimmed with Cutadapt. Reads with length 21nt and 24nt were selected and mapped to maize B73 AGPv3 reference genome with Bowtie2, respectively. Metaplot matrix was generated with deepTools and plot with R.

## Additional files

**Additional file 1.** 85 restriction enzymes tested in this study.

**Additional file 2: Table S1.** Determination of size selection boundaries after MseI in silico digestion. **Table S2**. Expected cost of maize RRBS. **Table S3**. Numbers of covered cytosines in maize RRBS libraries (% of total cytosines of the genome). **Table S4**. Top 10 enriched GO accessions of DMGs (MseI-RRBS). **Table S5**. GO enrichment of DEGs. Table S6. Correlation of gene expression and mCHH island.

**Additional file 3: Figure S1.** Photos of maize tissues in this study. (**a**) Shoot, scale bar is 1cm. (**b**) Tassel primordium, scale bar is 1mm. **Figure S2**. Base composition of maize RRBS reads. **Figure S3**. Box plot of common sites methylation level in RRBS and WGBS. **Figure S4**. Average methylation level of maize RRBS. **Figure S5**. Fraction of CG/CHG/CHH methylation level in Tassel-MseI and Shoot-MseI. **Figure S6**. Metagene plots of CG, CHG CHH methylation on TE in Shoot- and Tassel-MseI RRBS.** Figure S7**. GO analysis of DMGs between shoot- and tassel-MseI.** Figure S8**. Histogram of CHH methylation level of 100bp bins 2kb upstream of TSS between tassel-MseI and shoot-MseI. **Figure S9**. Size of mCHH islands in tassel and shoot. **Figure S10**. An example of a gene GRMZM2G123308 with mCHH island in tassel is up-regulated in tassel. **Figure S11**. Metaplots of 5’ regulatory regions between tassel mCHH islands and TSSs with CHH methylation and siRNA data. (**a**) Profiles of DNA methylation levels in shoot and tassel around tassel mCHH islands that are hypermethylated in tassel. (**b**) Abundance of 21nt- and s4nt-siRNA around mCHH islands that are hypermethylated in tassel.

**Additional file 4.** Results of *Cvi*QI-RRBS.

**Additional file 5.** Results of TE methylation profiling.

**Additional file 6.** DMR information.

**Additional file 7.** RNA-seq information.

**Additional file 8.** List of overlapping DMGs and DEGs.

**Additional file 9.** Motifs and predicted TF binding of 5′ mCHH regulatory regions.

## Abbreviations

DEG: differentially expressed gene
DMG: differentially methylated gene
DMR: differentially methylated region
FDR: false discovery rate
GO: gene ontology
RPKM: reads per kilobase per million mapped reads
RdDM: RNA-dependent DNA methylation
ROI: region of interest
RRBS: reduced representation bisulfite sequencing
TE: transposable element
TES: transcription end site
TF: transcription factor
TFBS: transcription factor binding site
TSS: transcription start site
WGBS: whole-genome bisulfite sequencing

# Supplementary material for: Optimized reduced representation bisulfite sequencing reveals tissue-specific mCHH islands in maize
**Source:** Epigenetics Chromatin. 2017 Aug 30;10:42. doi: 10.1186/s13072-017-0148-y
**Supplement:** Supplementary file 1 — Additional file 1. 85 restriction enzymes tested in this study.

**Additional file 1.** 85 restriction enzymes tested in this study

**Reference**

New England BioLabs. 2016. https://www.neb.com/

# Supplementary material for: Optimized reduced representation bisulfite sequencing reveals tissue-specific mCHH islands in maize
**Source:** Epigenetics Chromatin. 2017 Aug 30;10:42. doi: 10.1186/s13072-017-0148-y
**Supplement:** Supplementary file 2 — Additional file 2: Table S1. Determination of size selection boundaries after MseI in silico digestion. Table S2. Expected cost of maize RRBS. Table S3. Numbers of covered cytosines in maize RRBS libraries (% of total cytosines of the genome). Table S4. Top 10 enriched GO accessions of DMGs (MseI-RRBS). Table S5. GO enrichment of DEGs. Table S6. Correlation of gene expression and mCHH island.

**Additional file 2**

Containing Table S1-S6

**Table S1** Determination of size selection boundaries after *Mse*I *in silico* digestion

| Boundary | Fragment size | Covered genome (%) | Covered promoter (%) | Promoter enrichment (Log2) |
| --- | --- | --- | --- | --- |
| Lower | 40-50 | 0.9 | 1.4 | 0.64 |
|  | 50-60 | 0.9 | 1.8 | 1.00 |
|  | 60-70 | 1.1 | 2.0 | 0.86 |
|  | 70-80 | 1.0 | 2.3 | 1.20 |
|  | 80-90 | 1.1 | 2.5 | 1.18 |
|  | 90-100 | 1.0 | 2.6 | 1.38 |
| Upper | 250-260 | 0.9 | 1.3 | 0.53 |
|  | 260-270 | 0.9 | 1.2 | 0.41 |
|  | 270-280 | 0.9 | 1.0 | 0.15 |
|  | 280-290 | 0.9 | 0.9 | 0.00 |
|  | 290-300 | 0.8 | 0.9 | 0.18 |
|  | 300-310 | 0.8 | 0.6 | -0.42 |

**Table S2** Expected cost of maize RRBS

|  | Genome size | Number of PE reads to cover 10X |
| --- | --- | --- |
| WGBS | 2,060,653,601 | 103,032,680 |
| *Mse*I-RRBS | 565,511,128 | 28,275,556 |
| *Cvi*QI-RRBS | 269,964,479 | 13,498,223 |

**Table S3** Numbers of covered cytosines in maize RRBS libraries (% of total cytosines of the genome)

| Dataset | CG | CHG | CHH | Total | Overlapped sites |
| --- | --- | --- | --- | --- | --- |
| Tassel-*Mse*I | 16,306,072 (9.08%) | 16,351,838 (10.36%) | 75,611,491 (12.15%) | 108,269,410 (11.28%) | 15,019,277 (1.56%) |
| Tassel-*Cvi*QI | 16,258,671 (9.05%) | 15,010,333 (9.51%) | 51,138,778 (8.21%) | 82,407,782 (8.58%) |  |
| Shoot-*Mse*I | 13,942,762 (7.76%) | 14,053,187 (8.90%) | 64,968,297 (10.44%) | 92,964,246 (9.68%) | 18,070,389 (1.88%) |
| Shoot-*Cvi*QI | 21,651,331 (12.06%) | 20,048,628 (12.70%) | 73,652,887 (11.83%) | 115,352,846 (12.02%) |  |

**Table S4** Top 10 enriched GO accessions of DMGs (*Mse*I-RRBS)

| GO accession | GO term | *p* value |
| --- | --- | --- |
| 0042221 | Response to chemical stimulus | <0.001 |
| 0009753 | Response to jasmonic acid stimulus | <0.001 |
| 0009719 | Response to endogenous stimulus | <0.001 |
| 0050896 | Response to stimulus | <0.001 |
| 0010154 | Fruit development | 0.001 |
| 0000003 | Reproduction | 0.002 |
| 0022414 | Reproductive process | 0.002 |
| 0006950 | Response to stress | 0.002 |
| 0009733 | Response to auxin stimulus | 0.002 |

**Table S5** GO enrichment of DEGs

| Group | GO accession | GO term | *p* value |
| --- | --- | --- | --- |
| Shoot up-regulated | 0050896 | Response to stimulus | 1.60E-31 |
|  | 0009628 | Response to abiotic stimulus | 1.00E-29 |
|  | 0042221 | Response to chemical stimulus | 2.60E-26 |
|  | 0006950 | Response to stress | 2.00E-23 |
|  | 0015979 | Photosynthesis | 5.10E-05 |
| Tassel up-regulated | 0006281 | DNA repair | 3.40E-11 |
|  | 0007049 | Cell cycle | 9.20E-10 |
|  | 0006350 | Transcription | 1.60E-09 |
|  | 0006260 | DNA replication | 1.90E-09 |
|  | 0006306 | DNA methylation | 4.10E-07 |
|  | 0000003 | Reproduction | 5.40E-06 |

**Table S6** Correlation of gene expression and mCHH island

|  |  | Gene expression | |
| --- | --- | --- | --- |
|  |  | Shoot > Tassel | Tassel > Shoot |
| mCHH island | Shoot | 159 | 174 |
|  | Tassel | 131 | 109 |

*p-*value = 0.0012

# Supplementary material for: Optimized reduced representation bisulfite sequencing reveals tissue-specific mCHH islands in maize
**Source:** Epigenetics Chromatin. 2017 Aug 30;10:42. doi: 10.1186/s13072-017-0148-y
**Supplement:** Supplementary file 3 — Additional file 3: Figure S1. Photos of maize tissues in this study. (a) Shoot, scale bar is 1cm. (b) Tassel primordium, scale bar is 1mm. Figure S2. Base composition of maize RRBS reads. Figure S3. Box plot of common sites methylation level in RRBS and WGBS. Figure S4. Average methylation level of maize RRBS. Figure S5. Fraction of CG/CHG/CHH methylation level in Tassel-MseI and Shoot-MseI. Figure S6. Metagene plots of CG, CHG CHH methylation on TE in Shoot- and Tassel-MseI RRBS. Figure S7. GO analysis of DMGs between shoot- and tassel-MseI. Figure S8. Histogram of CHH methylation level of 100bp bins 2kb upstream of TSS between tassel-MseI and shoot-MseI. Figure S9. Size of mCHH islands in tassel and shoot. Figure S10. An example of a gene GRMZM2G123308 with mCHH island in tassel is up-regulated in tassel. Figure S11. Metaplots of 5’ regulatory regions between tassel mCHH islands and TSSs with CHH methylation and siRNA data. (a) Profiles of DNA methylation levels in shoot and tassel around tassel mCHH islands that are hypermethylated in tassel. (b) Abundance of 21nt- and s4nt-siRNA around mCHH islands that are hypermethylated in tassel.

**Additional file 3**

Containing Figure S1-S11

**Figure S1**

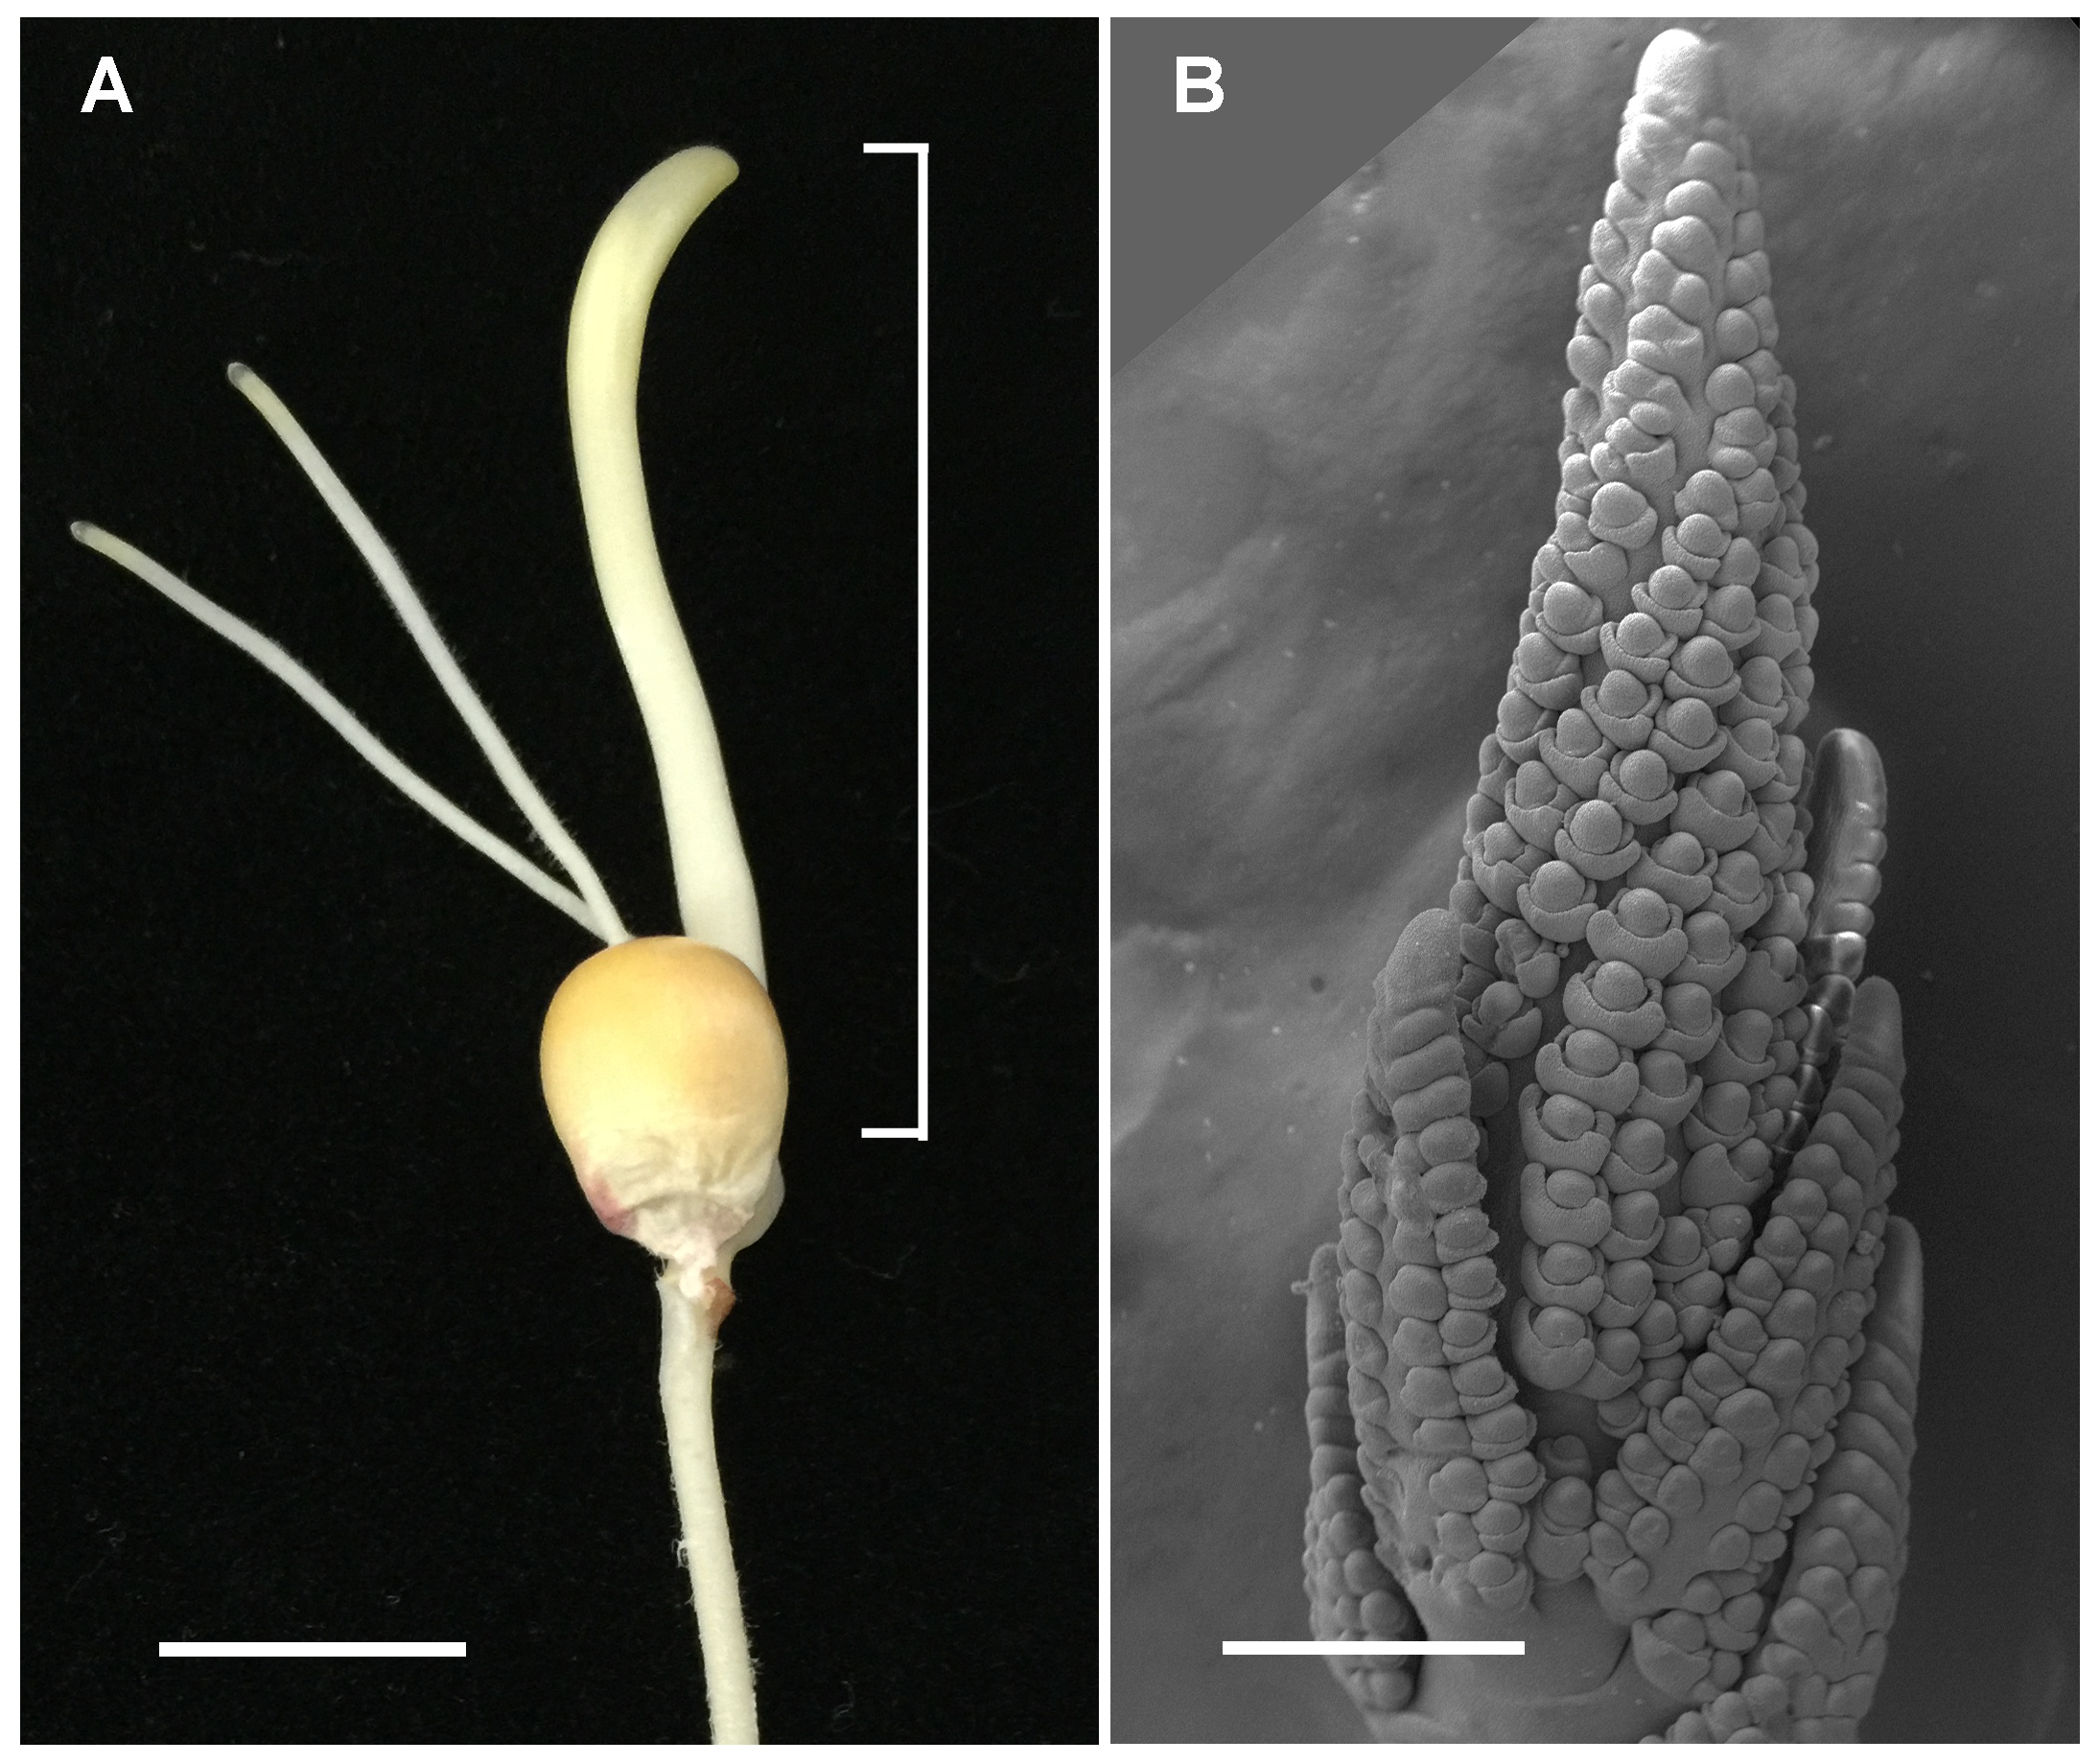

**Figure S1.** Photos of maize tissues in this study. (**a**) Shoot, scale bar is 1cm. (**b**) Tassel primordium, scale bar is 1mm.

**Figure S2**

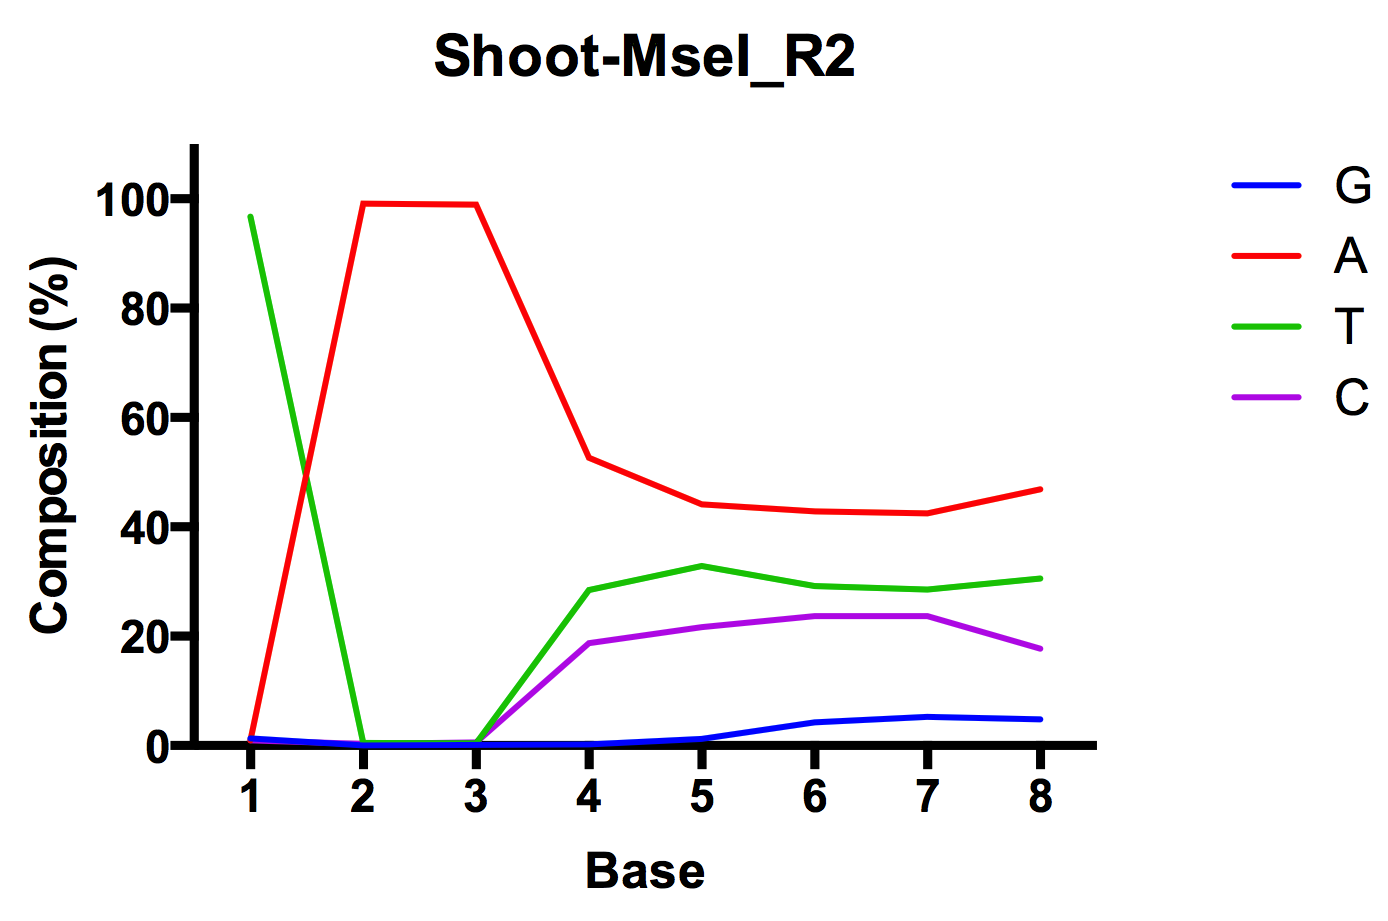

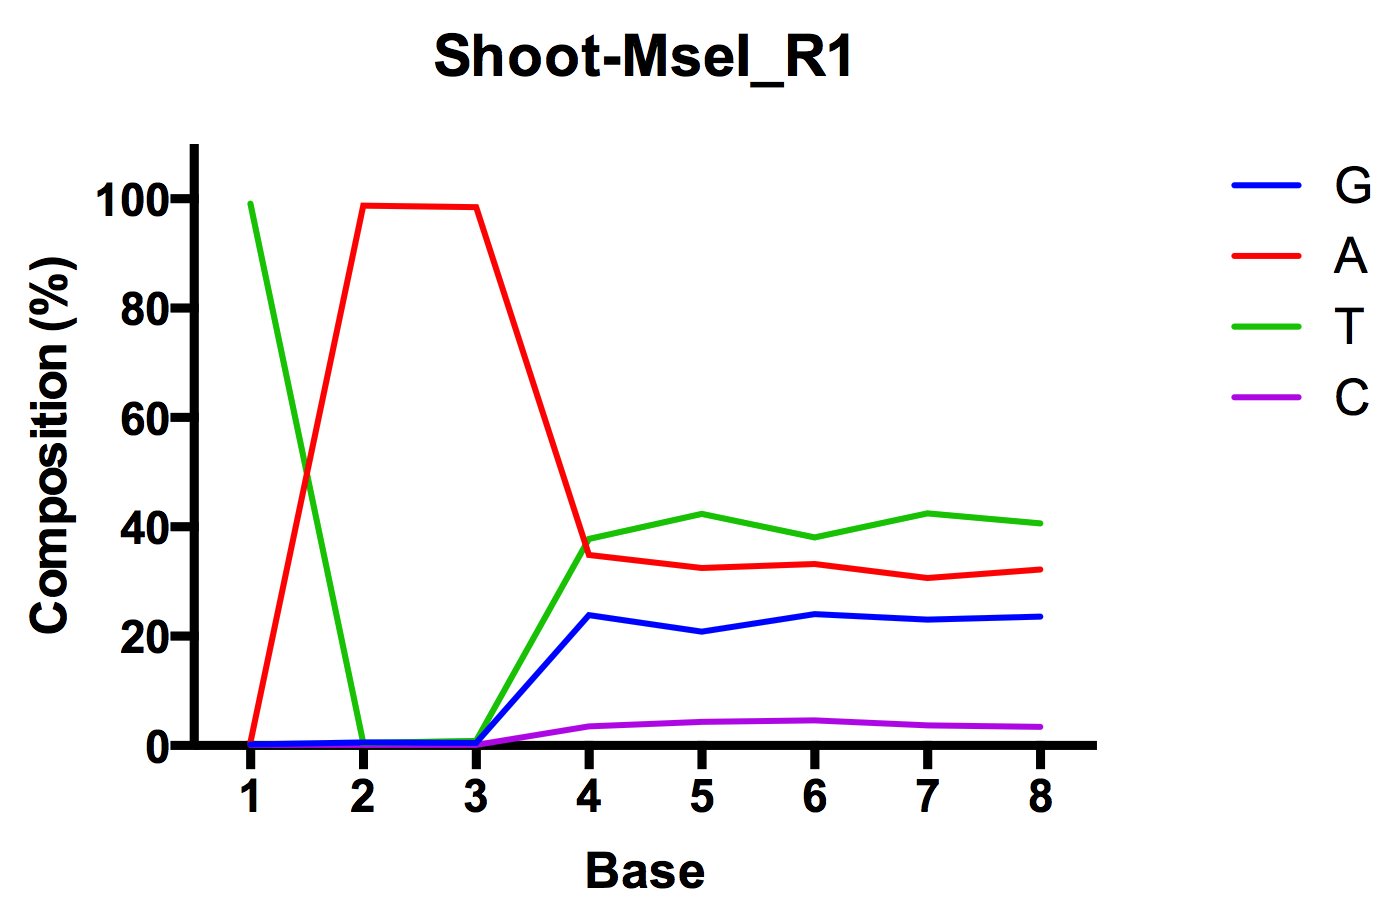

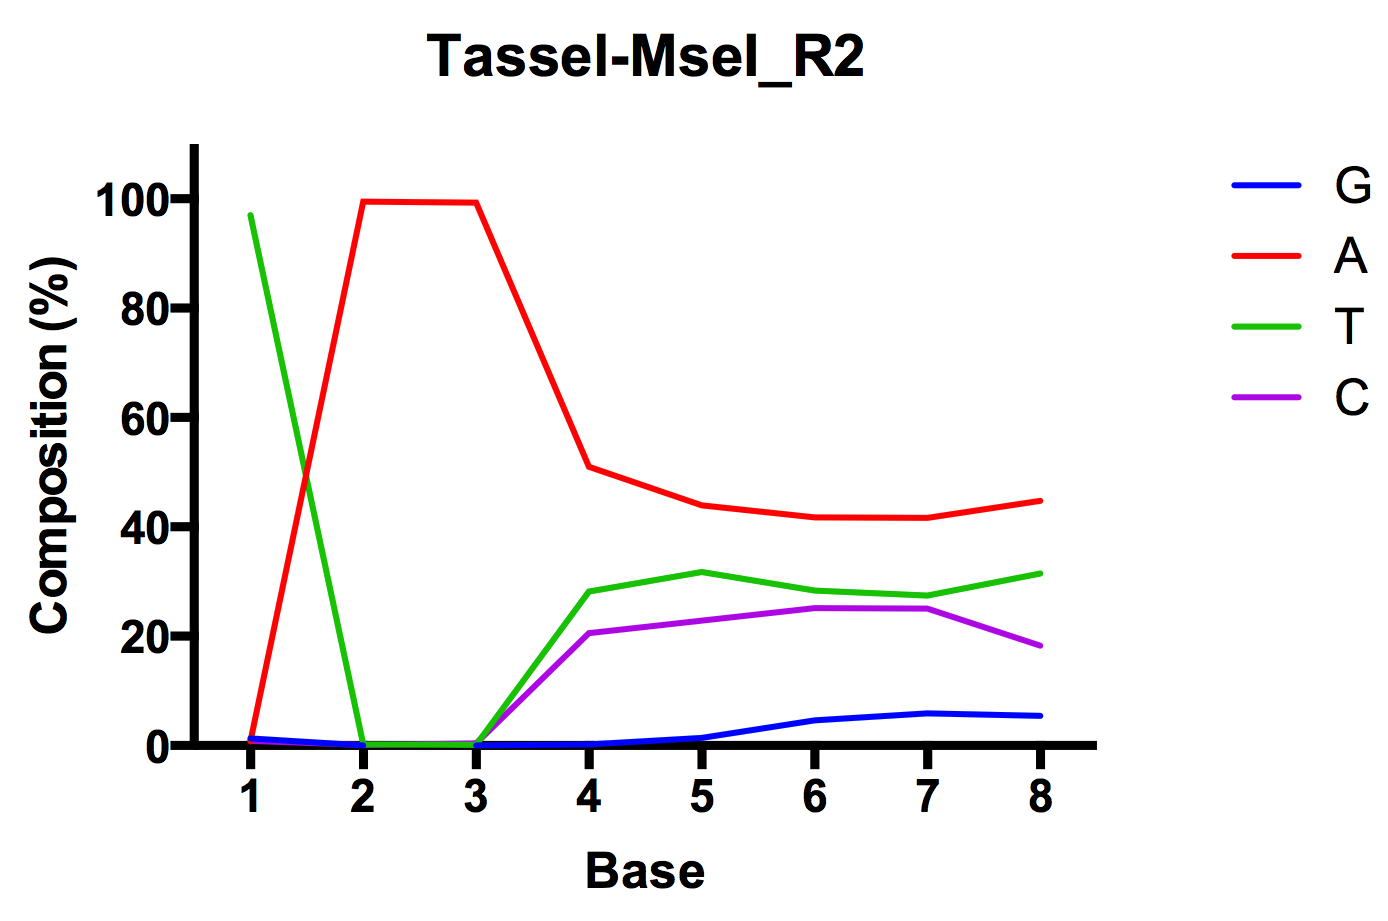

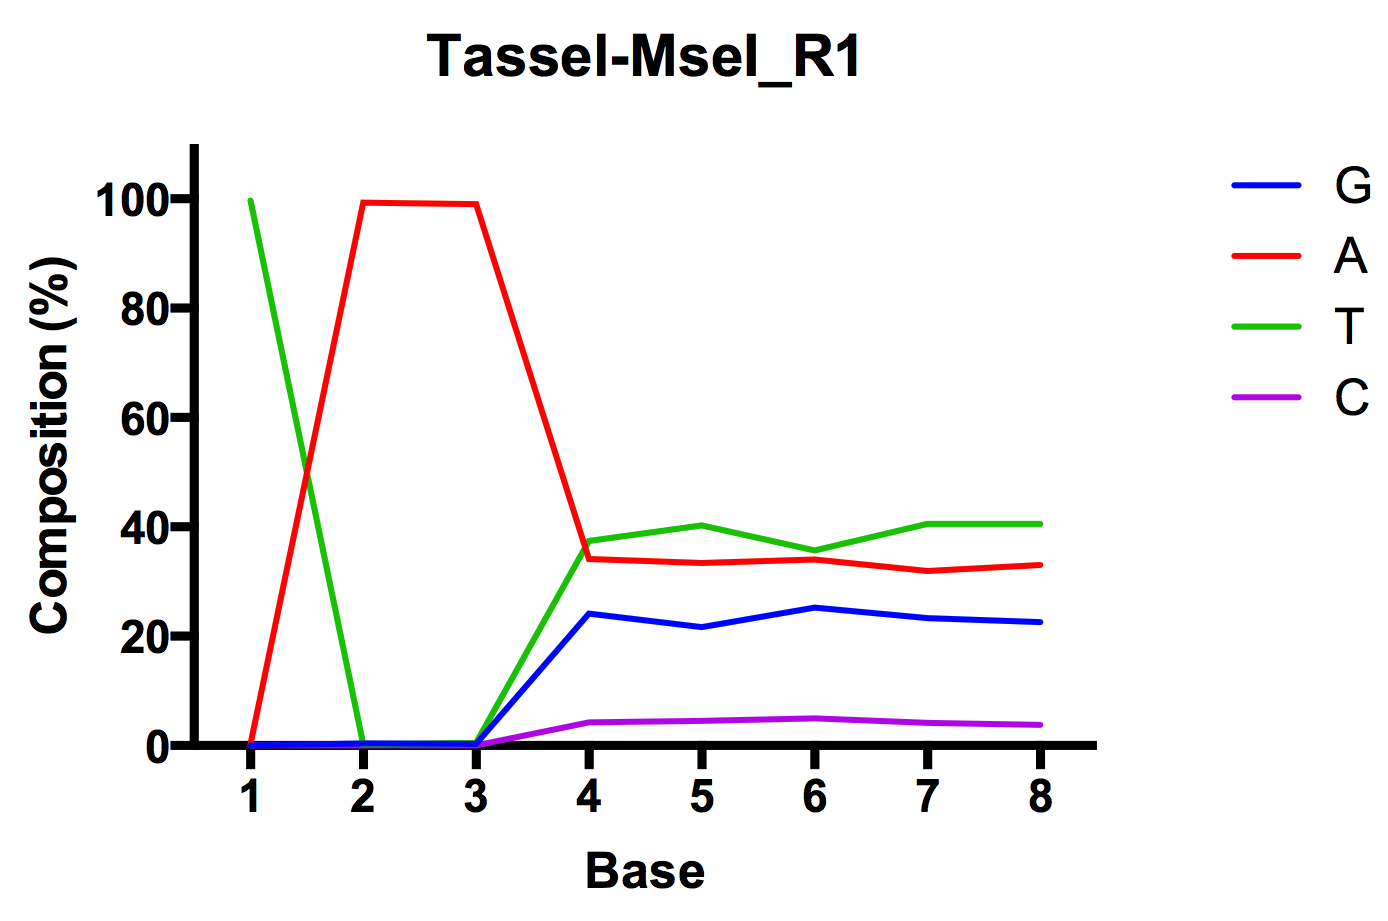

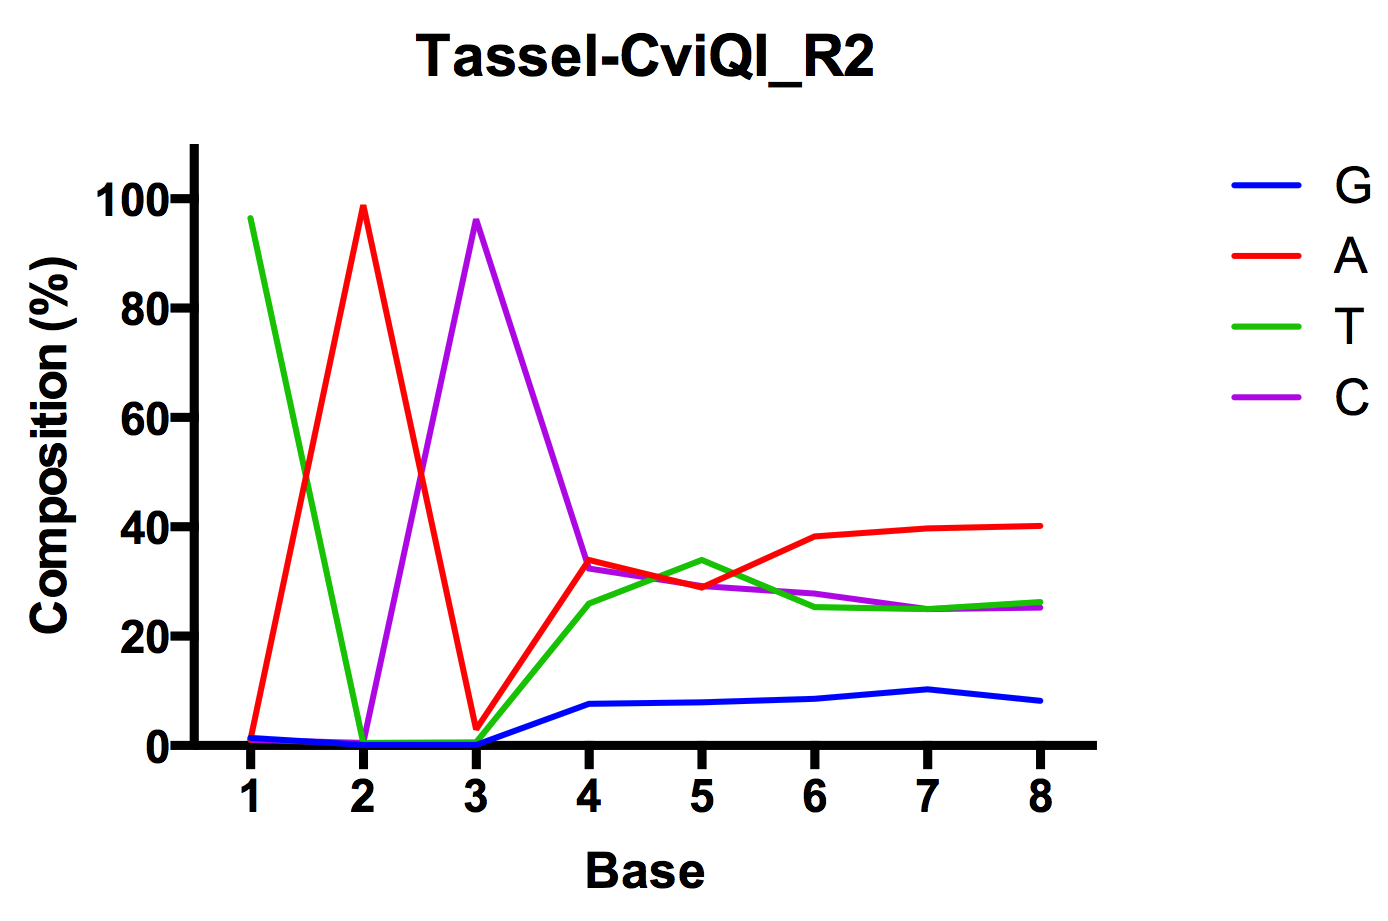

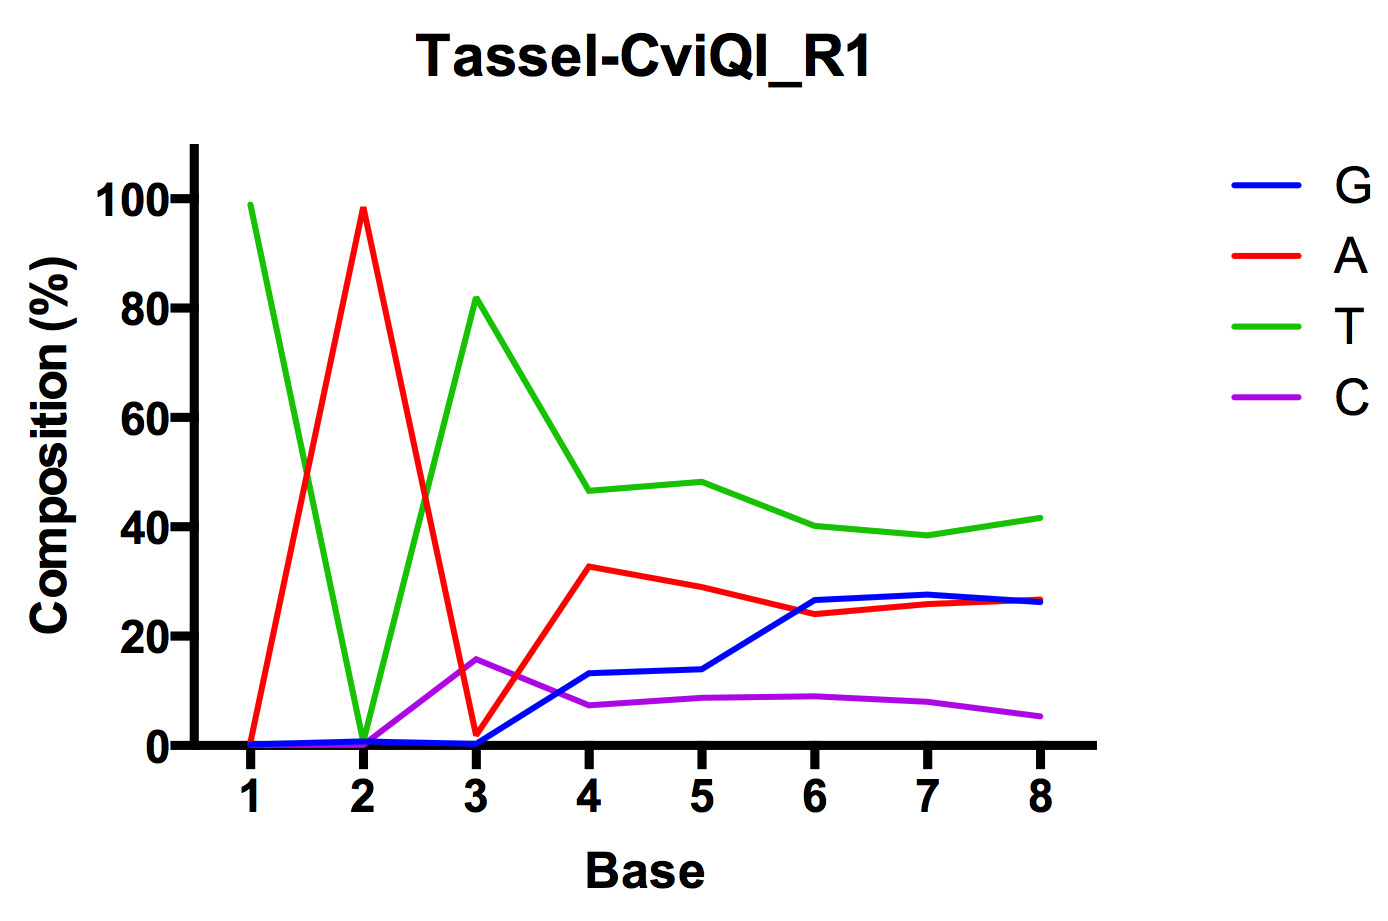

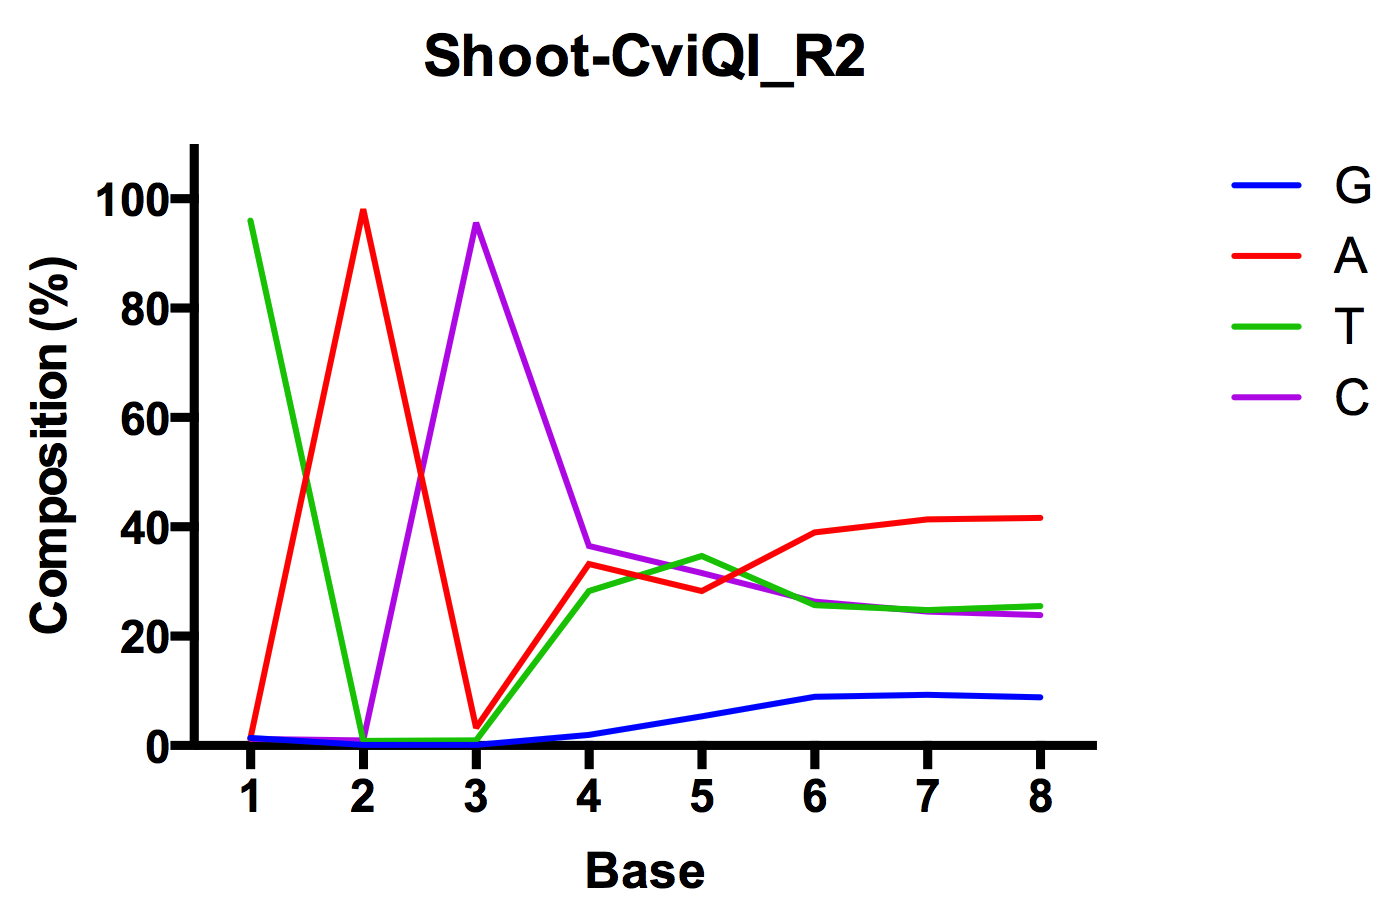

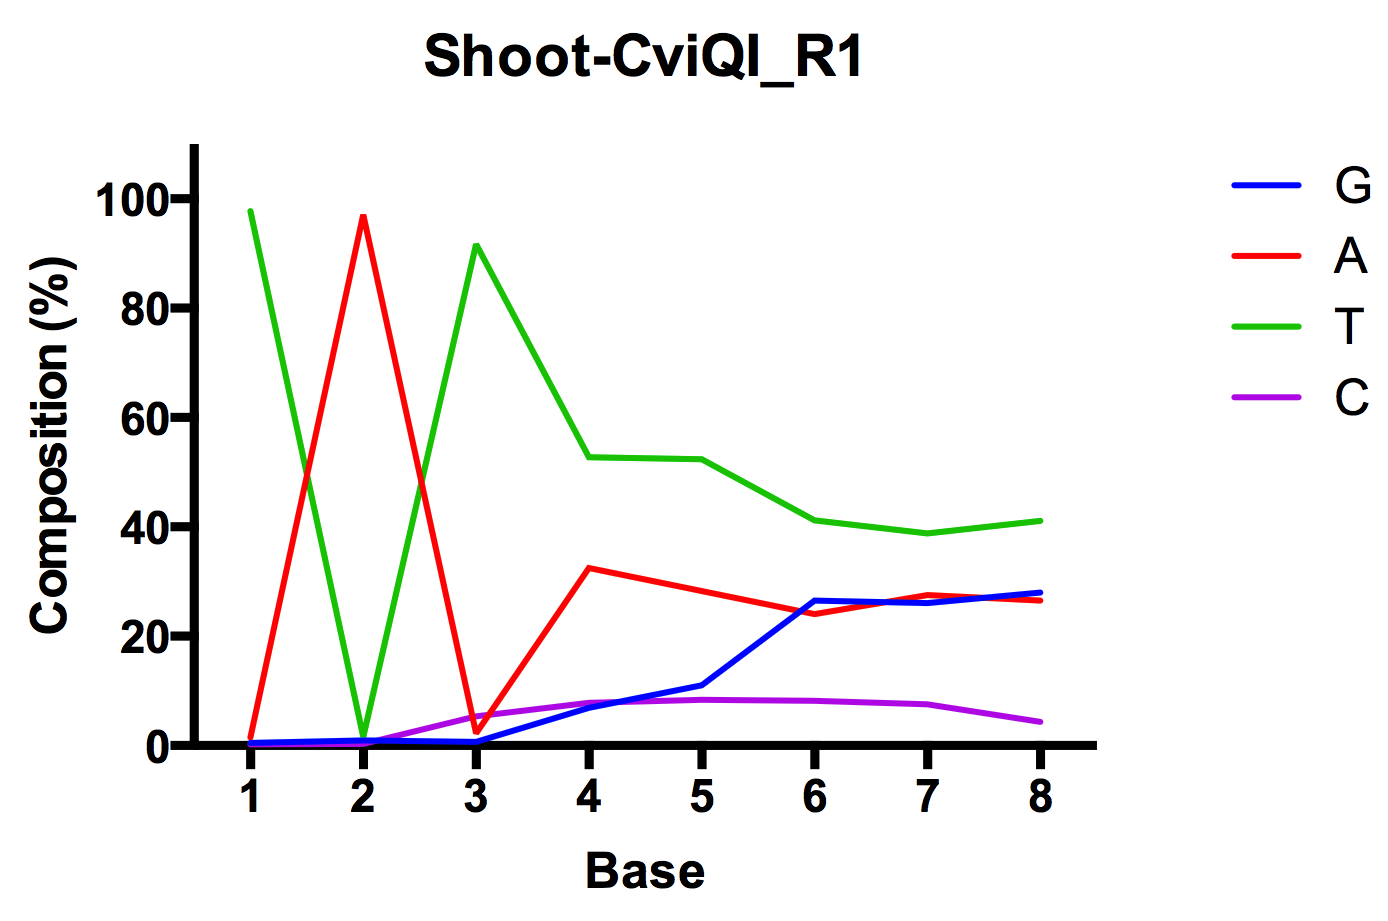

**Figure S2.** Base composition of maize RRBS reads.

**Figure S3**

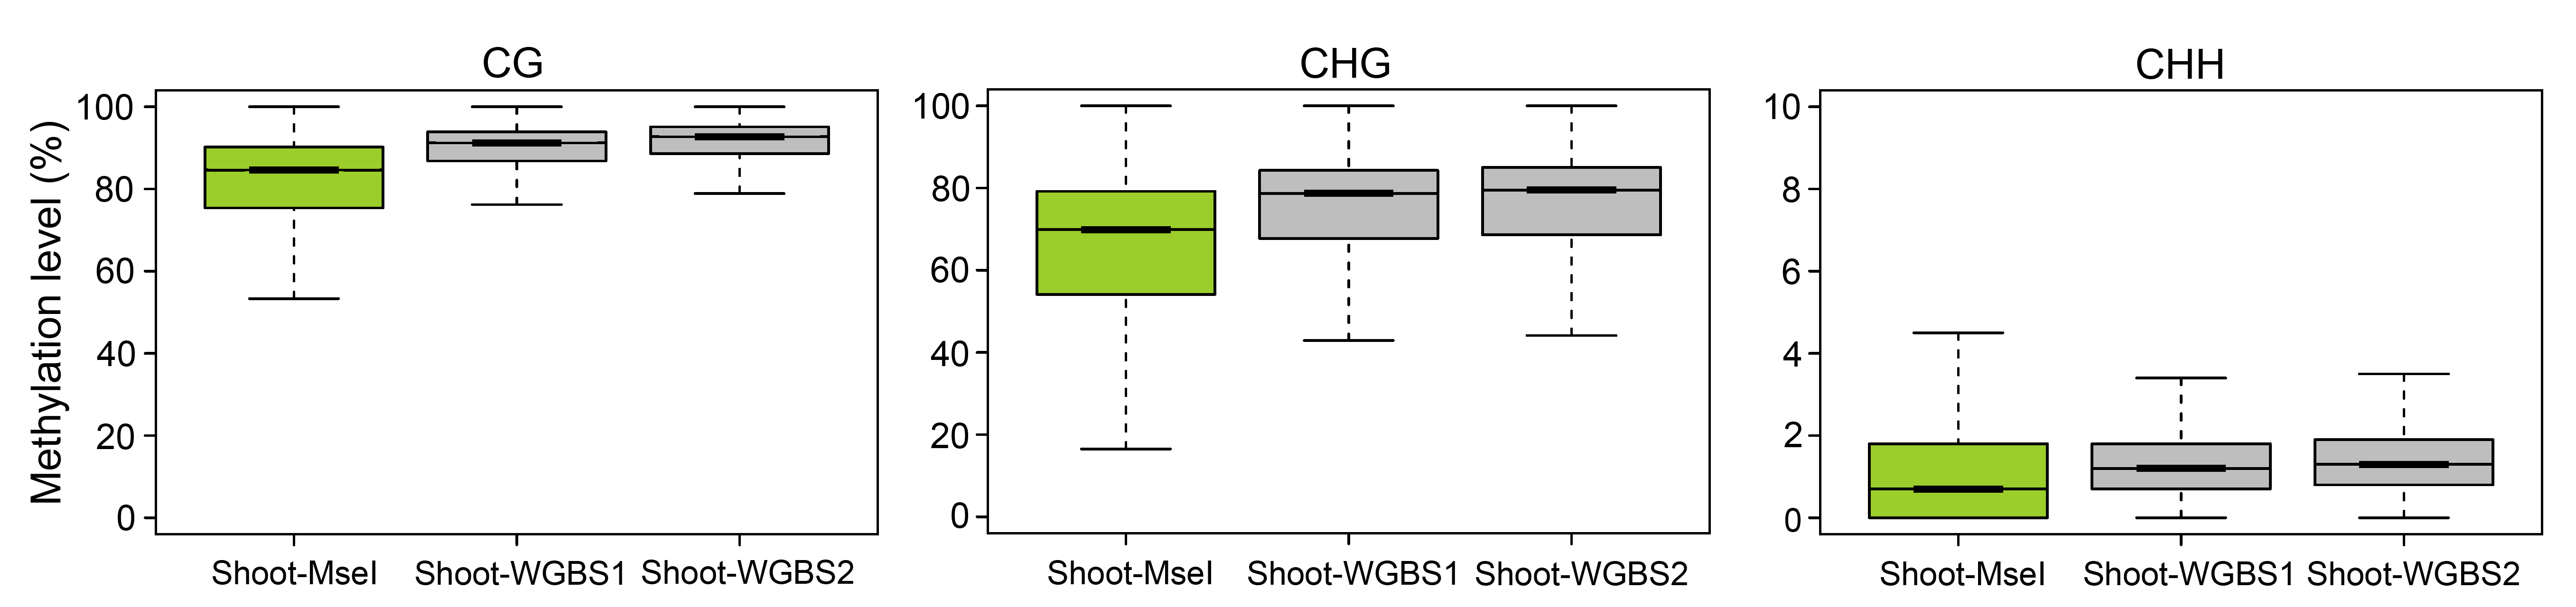

**Figure S3.** Box plot of common sites methylation level in RRBS and WGBS.

**Figure S4**

**Figure S4.** Average methylation level of maize RRBS.

**Figure S5**

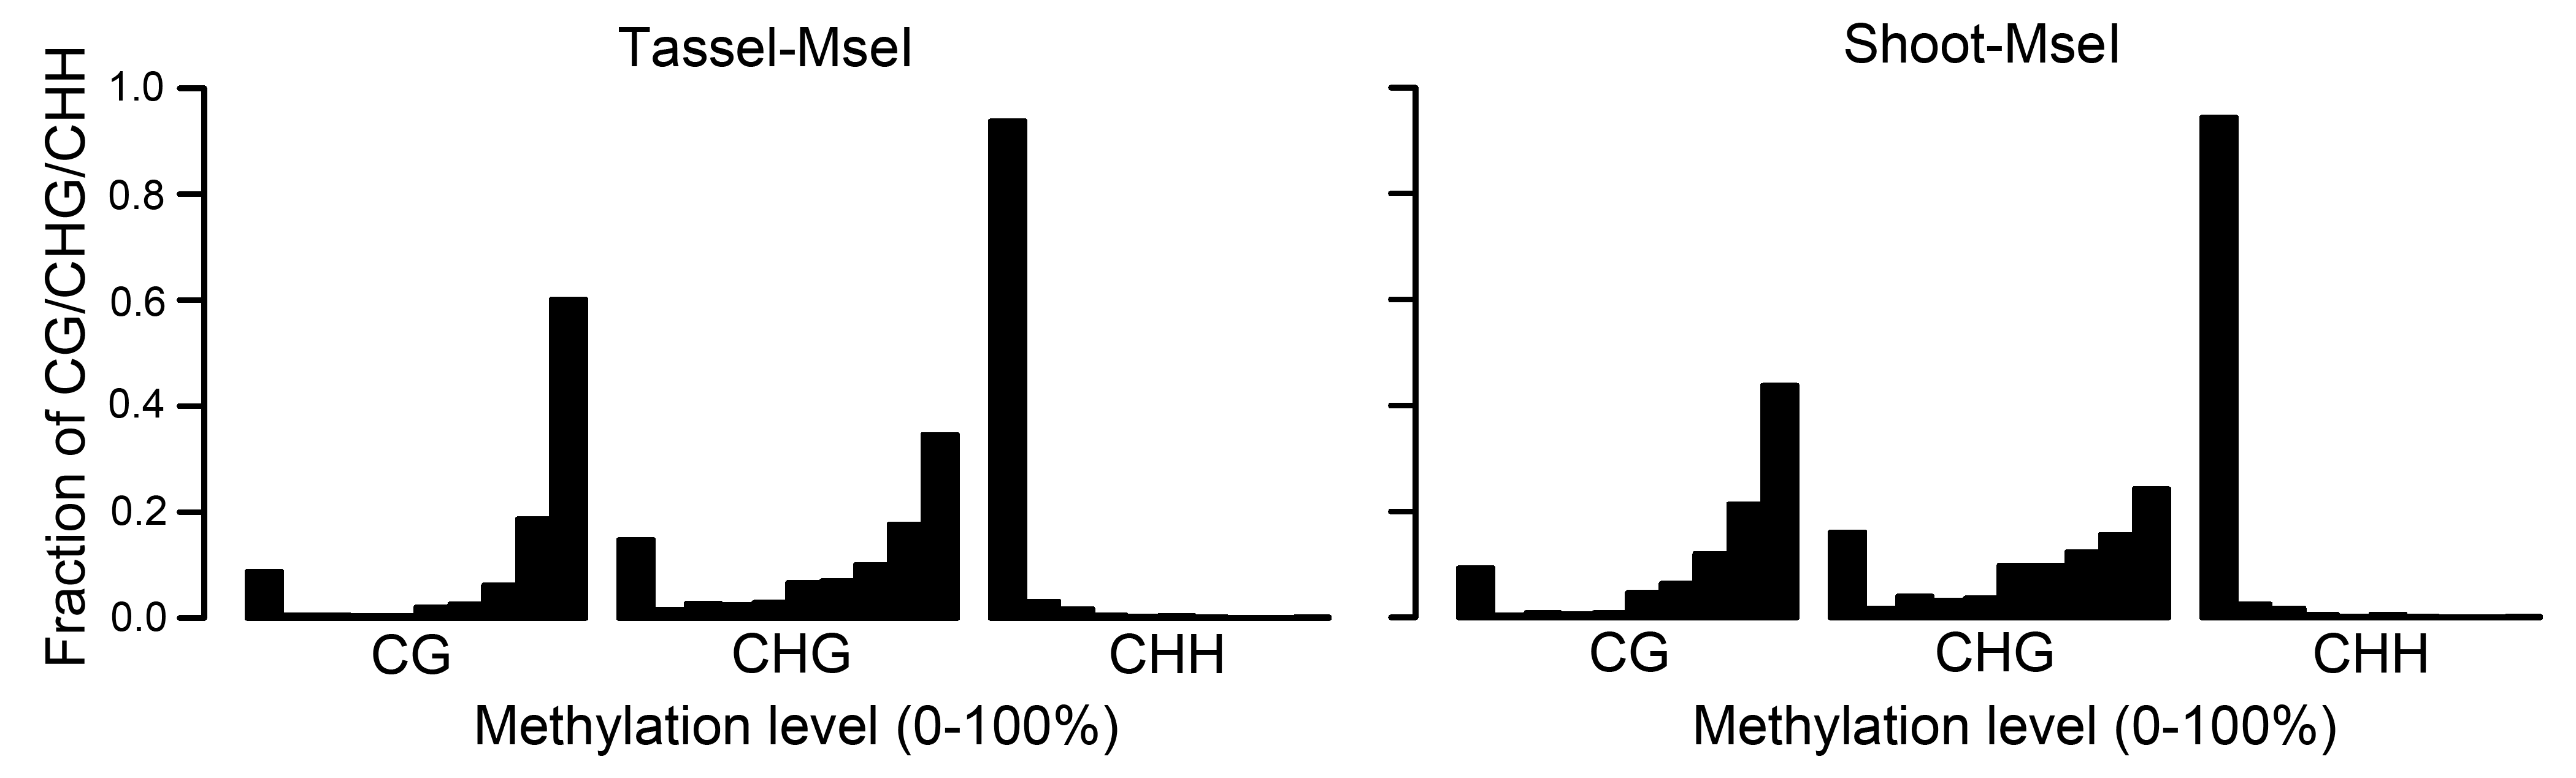

**Figure S5.** Fraction of CG/CHG/CHH methylation level in Tassel-*Mse*I and Shoot-*Mse*I.

Figure S6

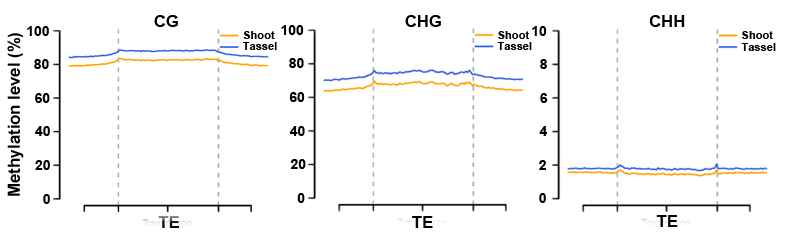

**Figure S6.** Metagene plots of CG, CHG CHH methylation on TE in Shoot- and Tassel-*Mse*I RRBS.

**Figure S7**

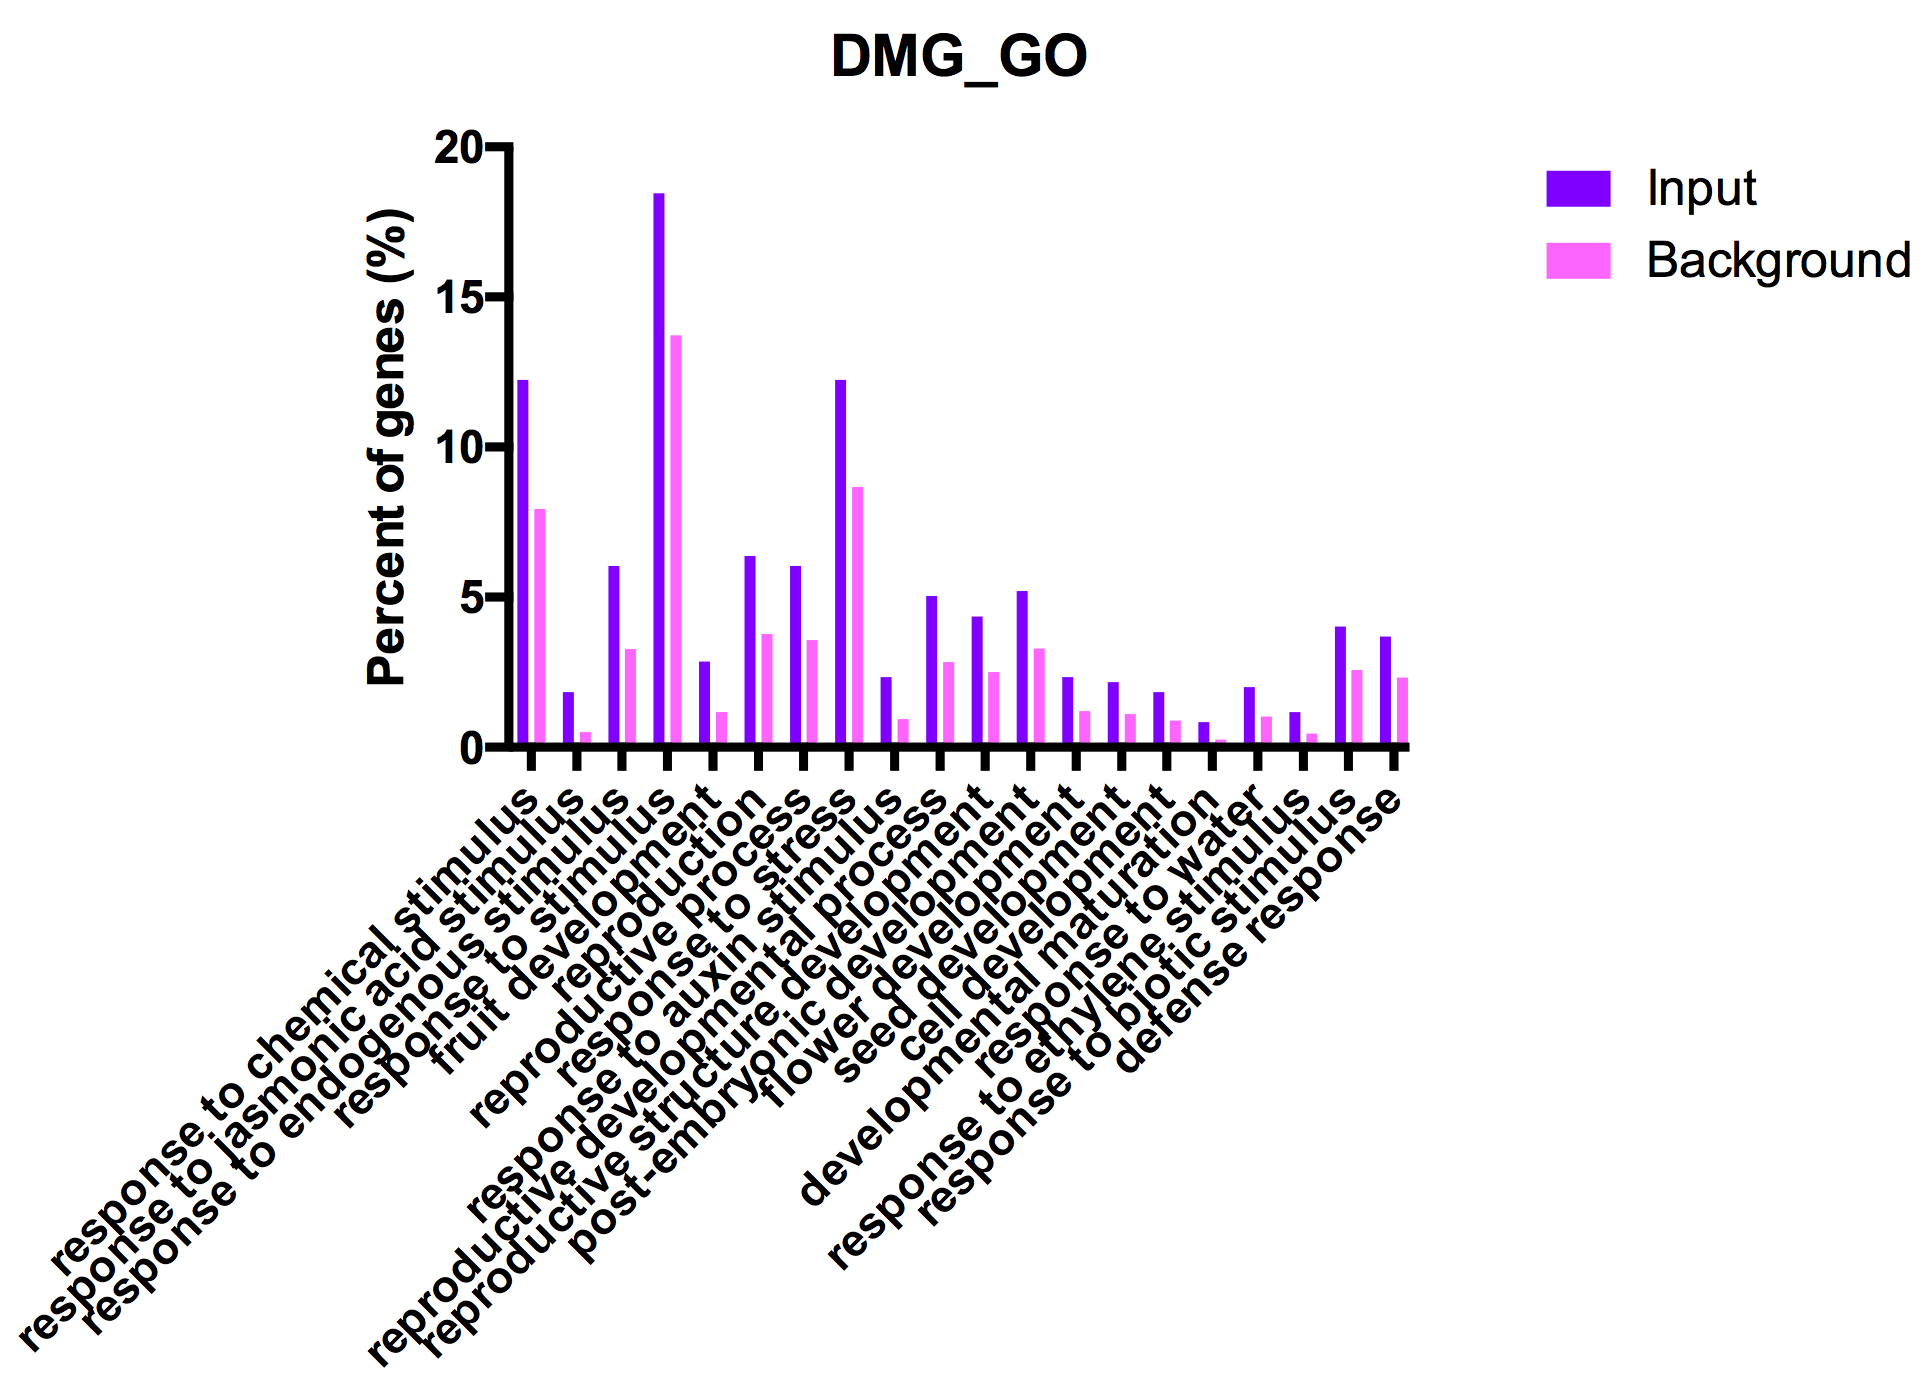

**Figure S7.** GO analysis of DMGs between shoot- and tassel-*Mse*I.

**Figure S8**

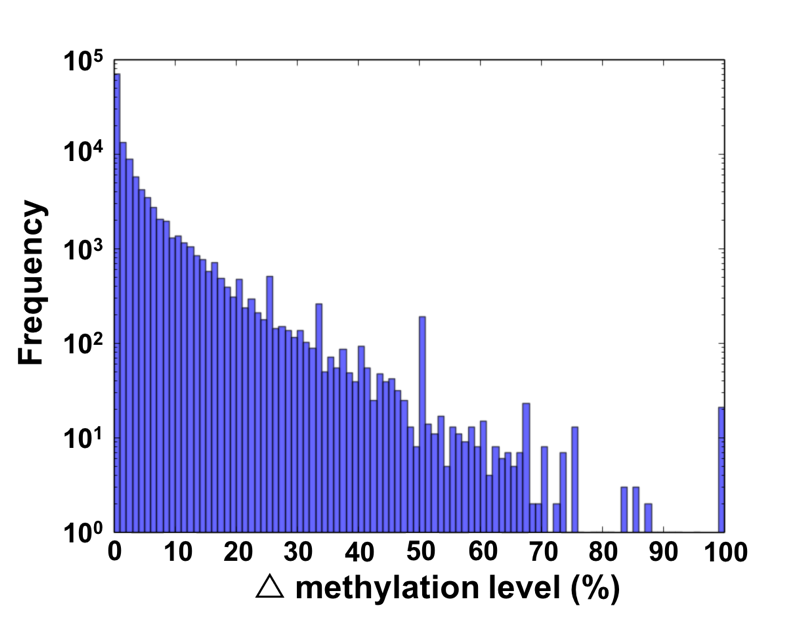

**Figure S8.** Histogram of Δ CHH methylation level of 100bp bins 2kb upstream of TSS between tassel-*Mse*I and shoot-*Mse*I.

**Figure S9**

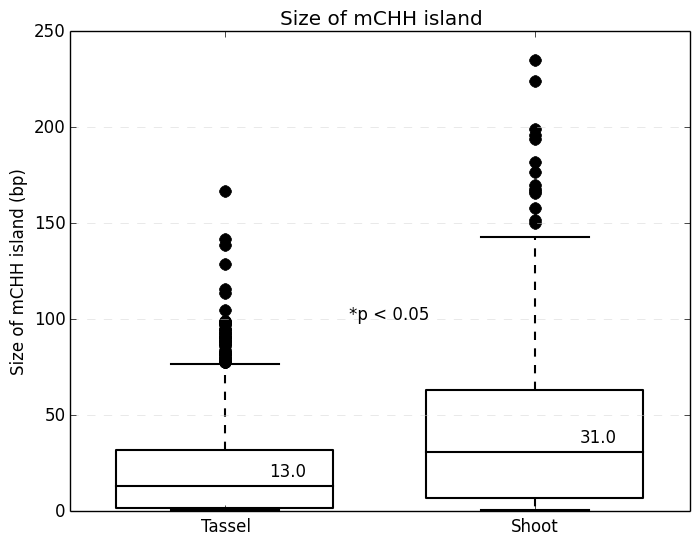

**Figure S9.** Size of mCHH islands in tassel and shoot.

**Figure S10**

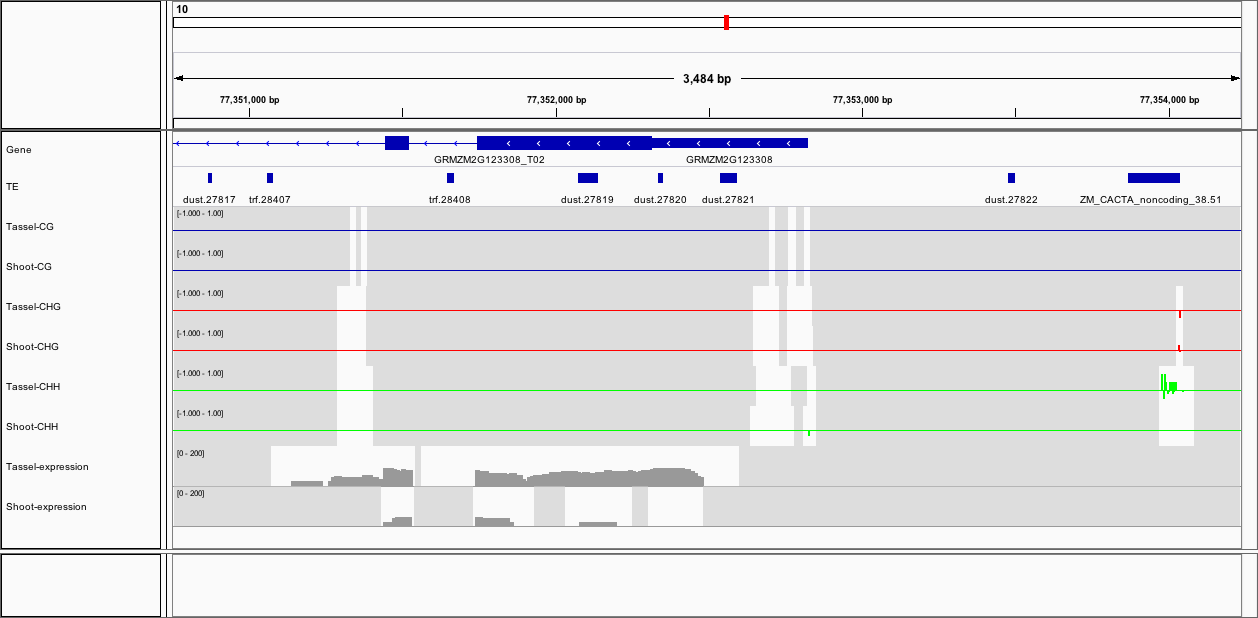

**Figure S10.** An example of a gene GRMZM2G123308 with mCHH island in tassel is up-regulated in tassel.

**Figure S11**

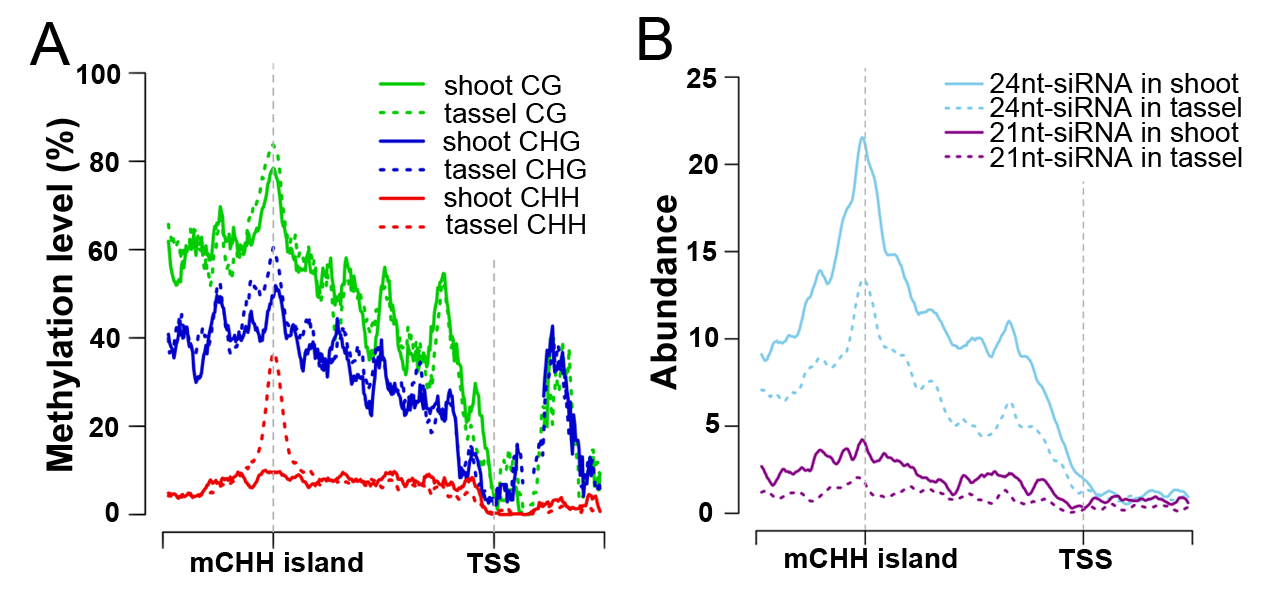

**Figure S11.** Metaplots of 5’ regulatory regions between tassel mCHH islands and TSSs with CHH methylation and siRNA data. (a) Profiles of DNA methylation levels in shoot and tassel around tassel mCHH islands that are hypermethylated in tassel. (b) Abundance of 21nt- and s4nt-siRNA around mCHH islands that are hypermethylated in tassel.

# Supplementary material for: Optimized reduced representation bisulfite sequencing reveals tissue-specific mCHH islands in maize
**Source:** Epigenetics Chromatin. 2017 Aug 30;10:42. doi: 10.1186/s13072-017-0148-y
**Supplement:** Supplementary file 4 — Additional file 4. Results of CviQI-RRBS.

**Addition file 4**

***Cvi*QI-RRBS**

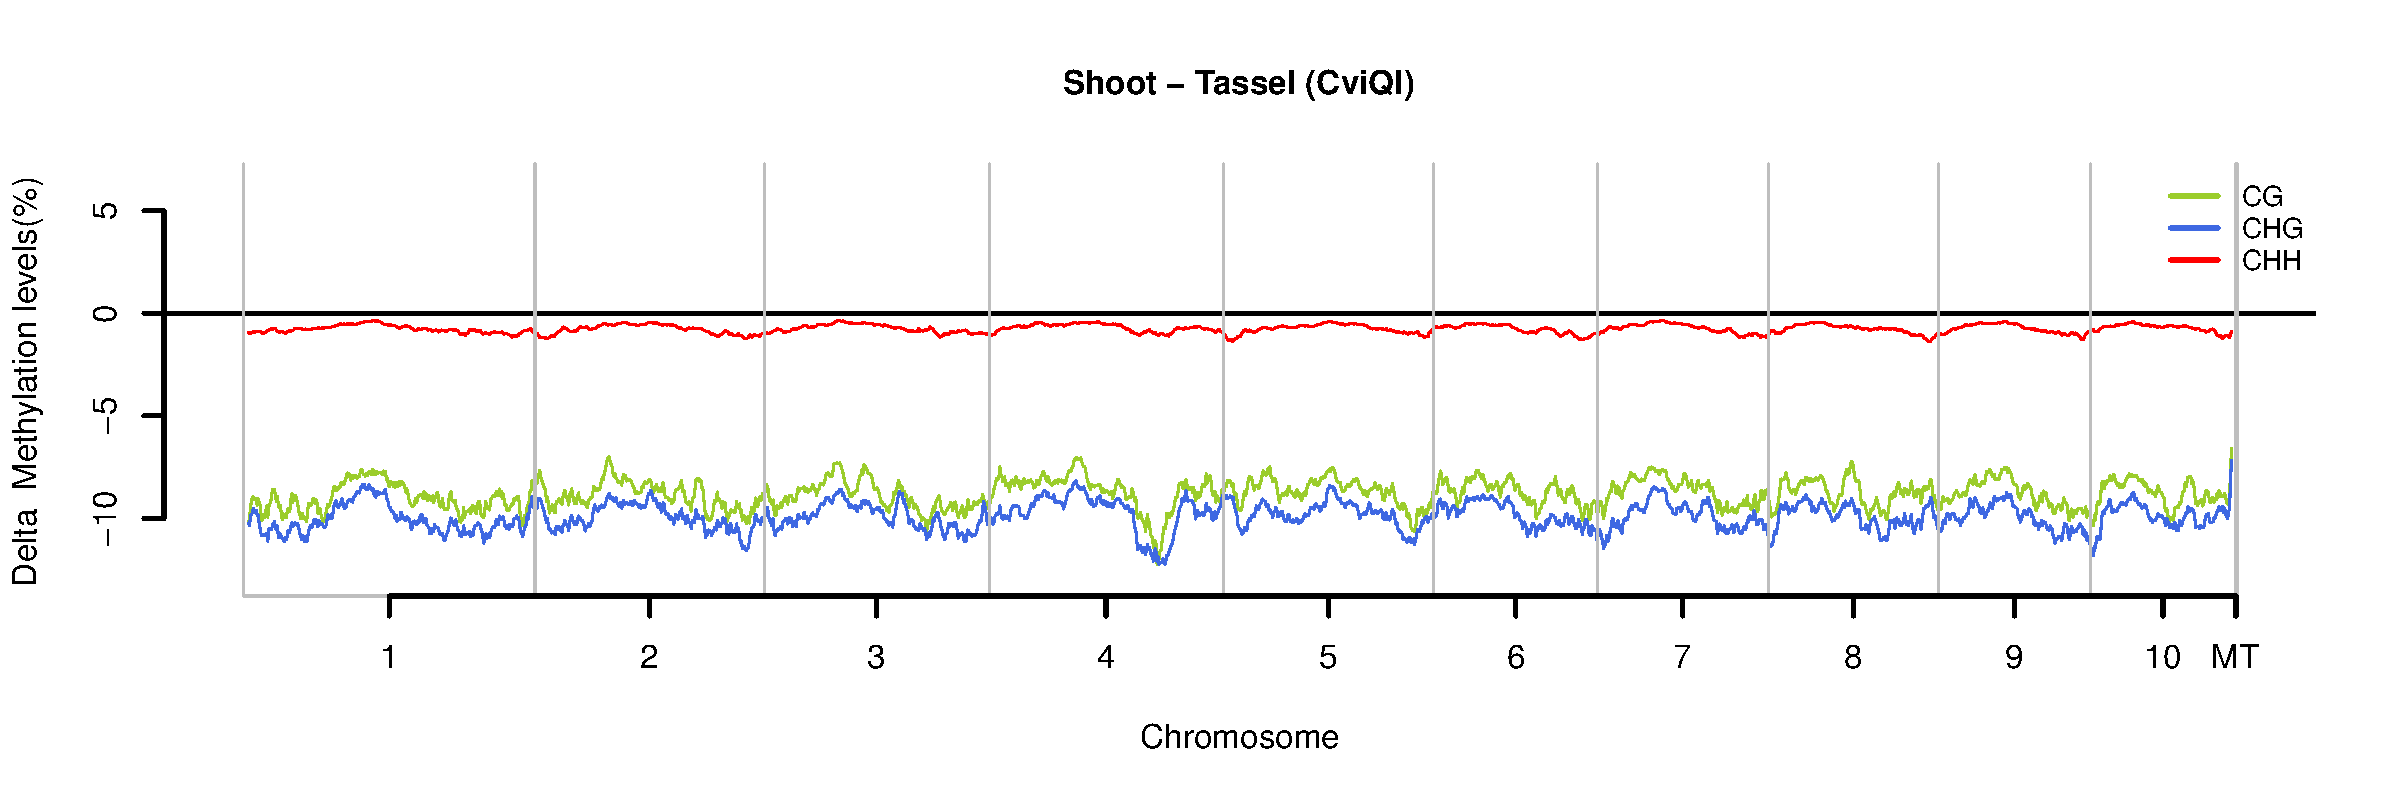

**Figure legend**

Δ methylation level of tassel and shoot *Cvi*QI-RRBS

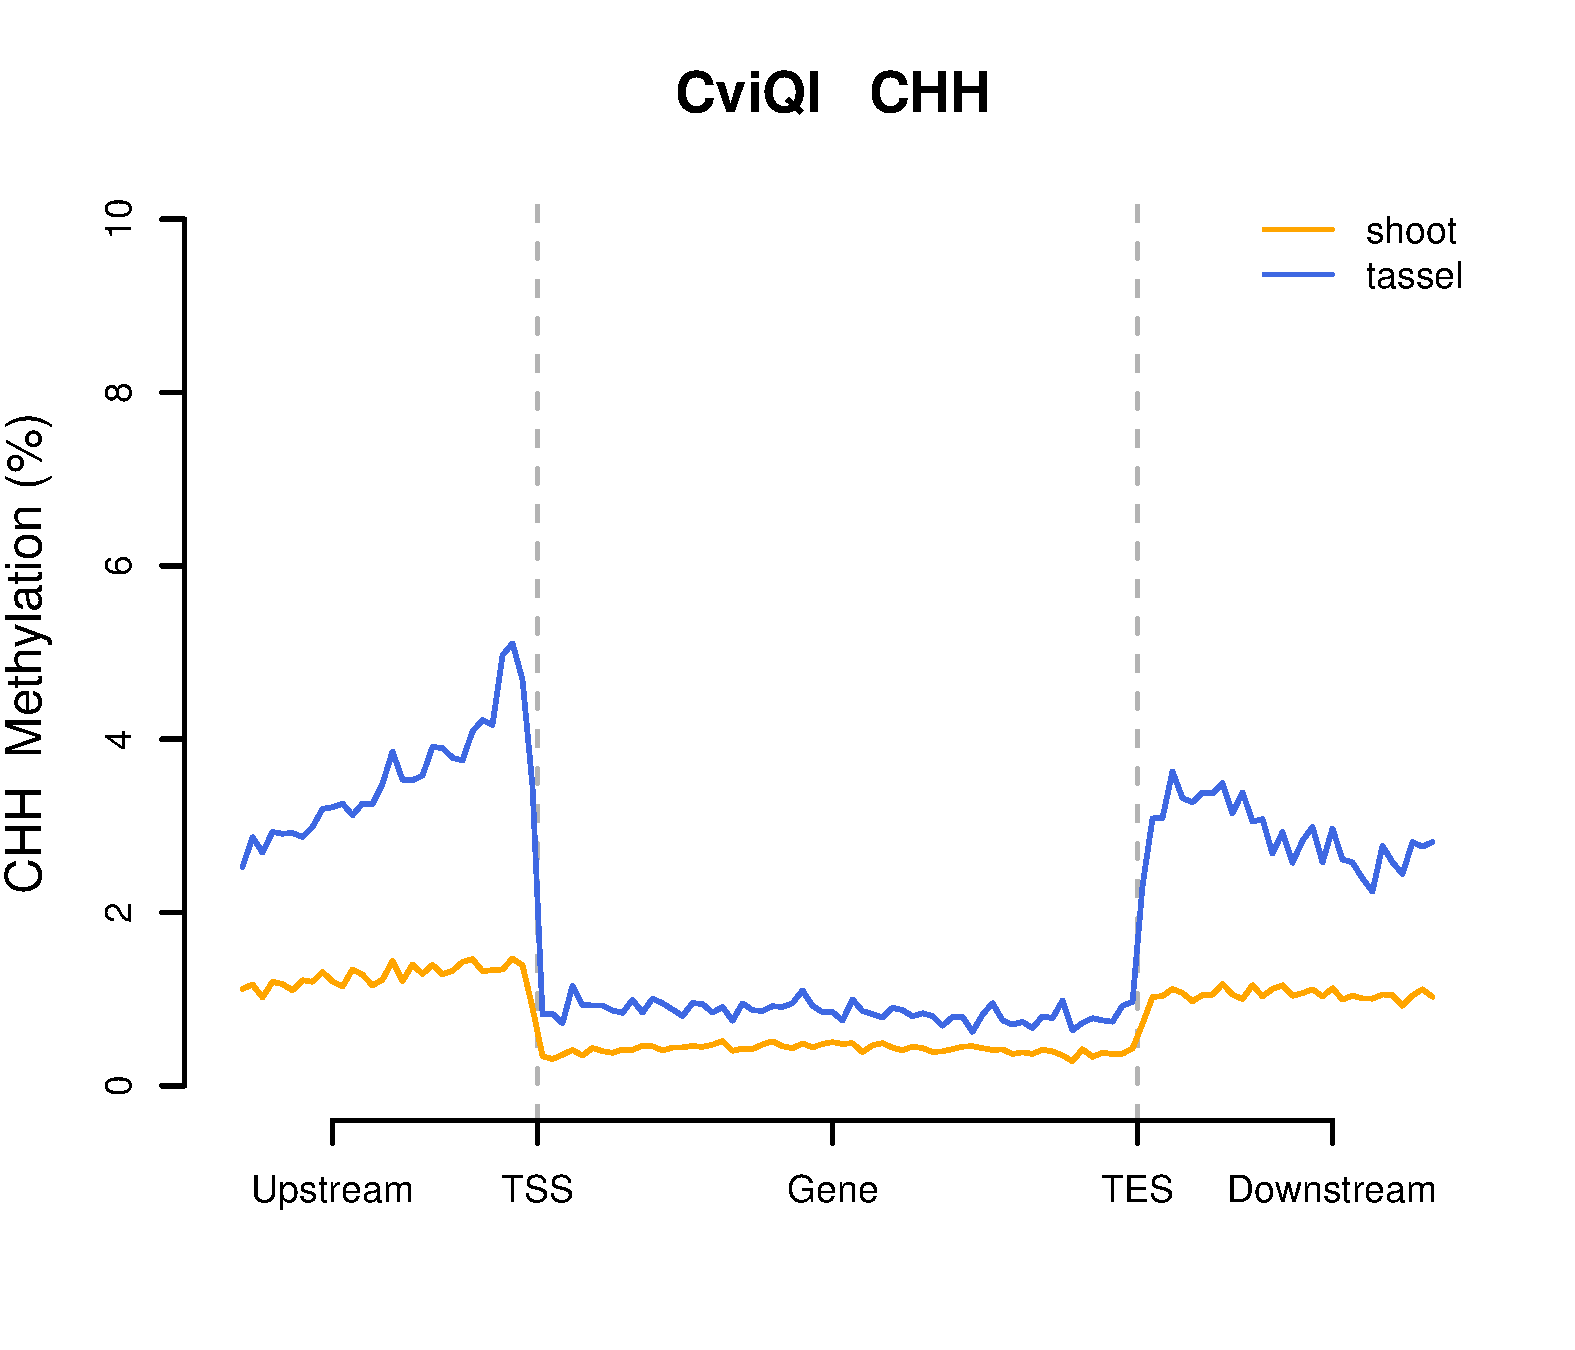

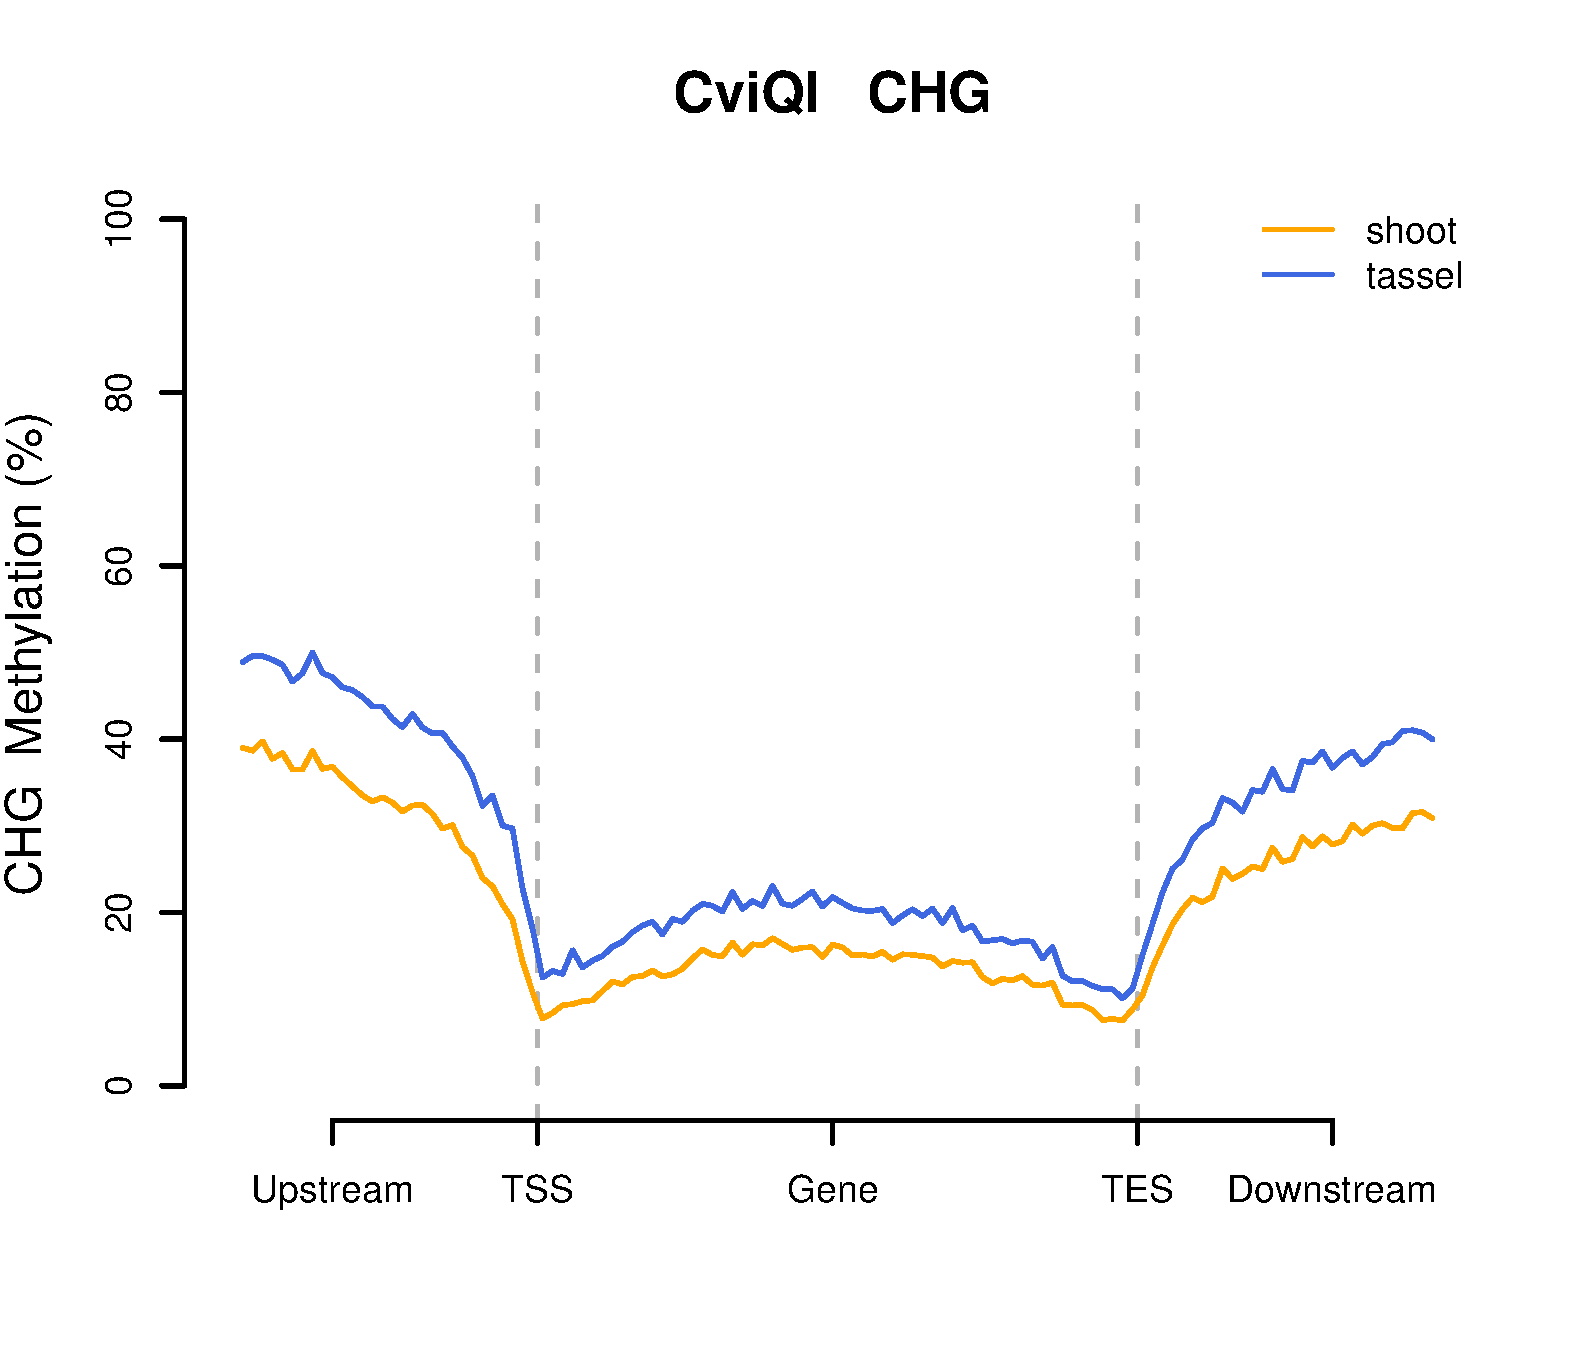

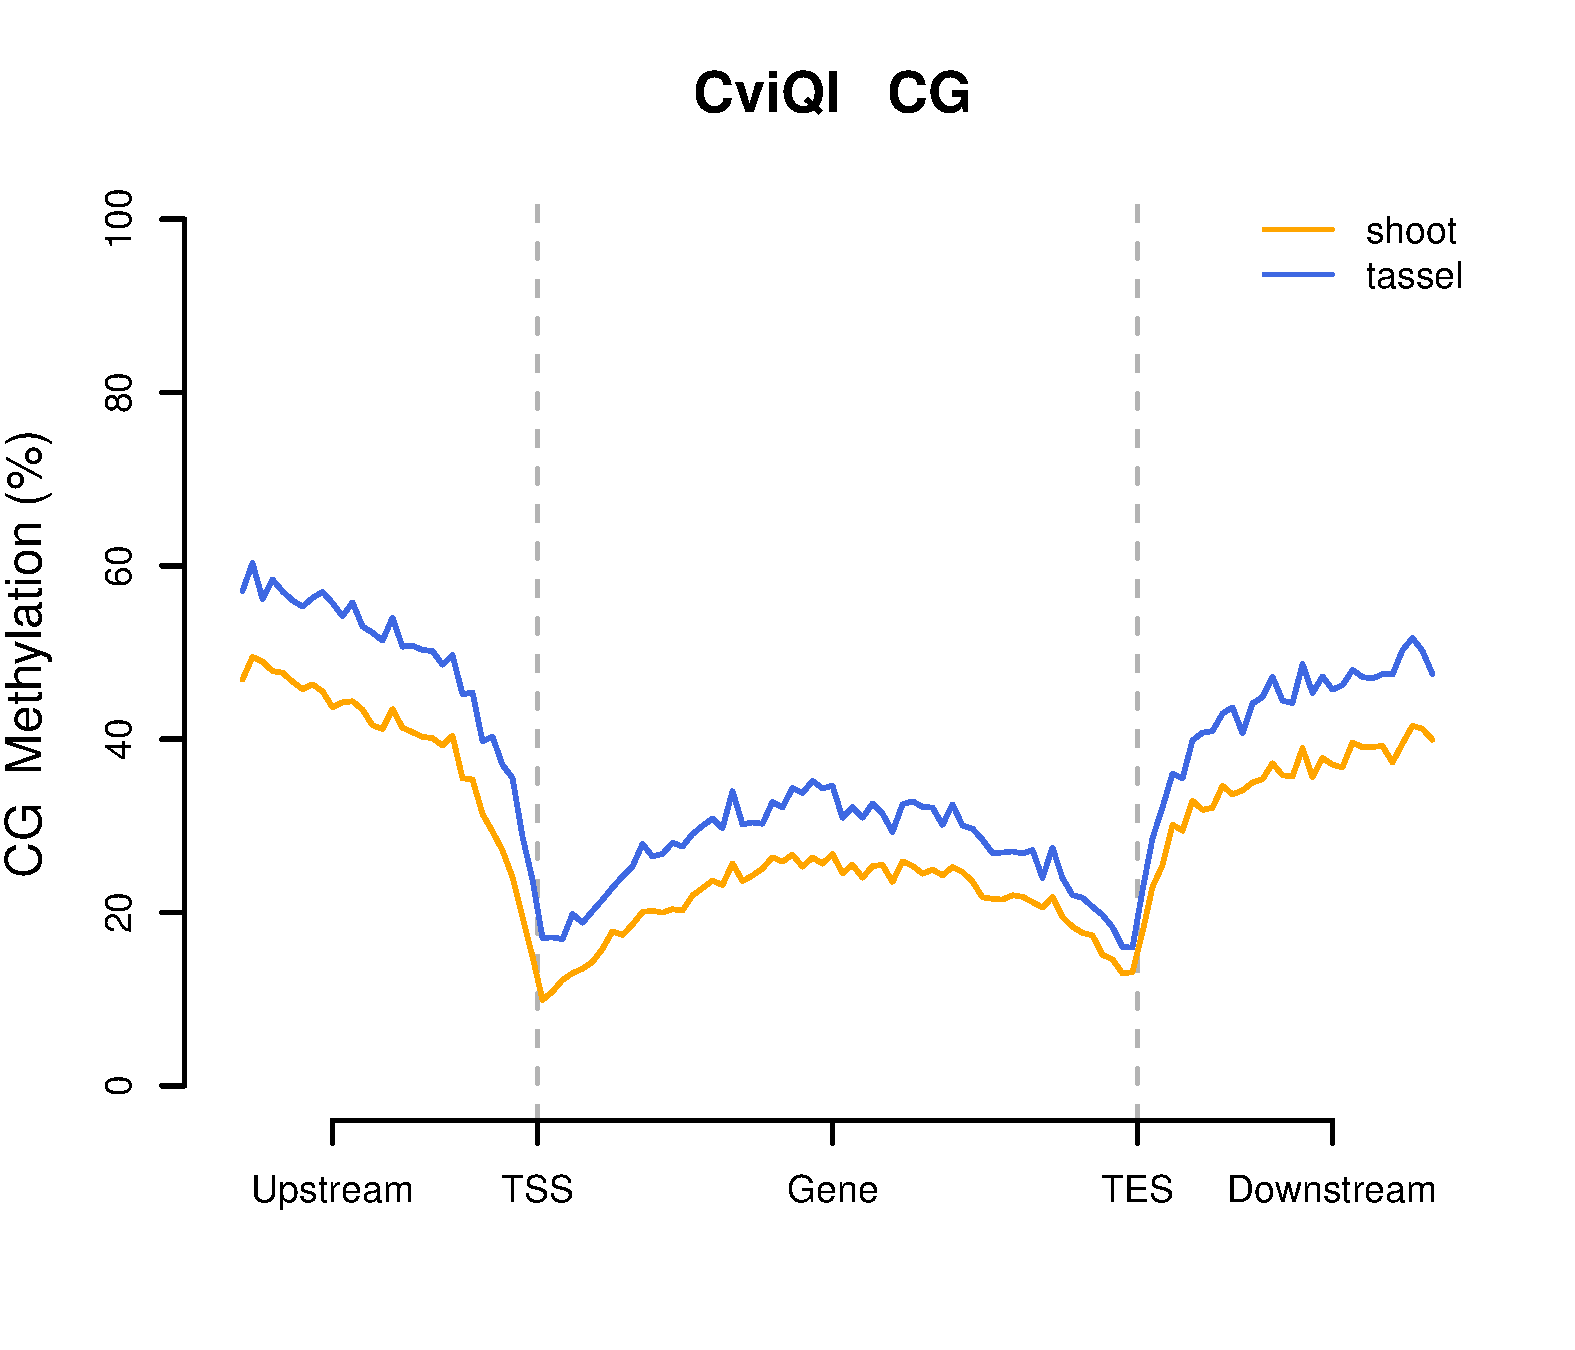

**Figure legend**

Metagene plots of CG, CHG CHH methylation on gene in Shoot- and Tassel-*Cvi*QI RRBS.

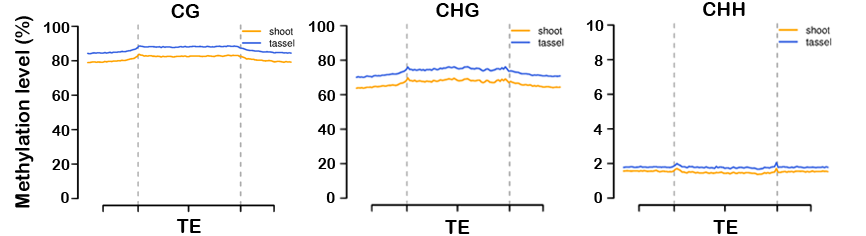

**Figure legend**

Metagene plots of CG, CHG CHH methylation on TE in Shoot- and Tassel-*Cvi*QI RRBS.

We found 7,505 DMRs between shoot- and tassel-*Cvi*QI, and ~82% DMRs are in non-CG contexts.

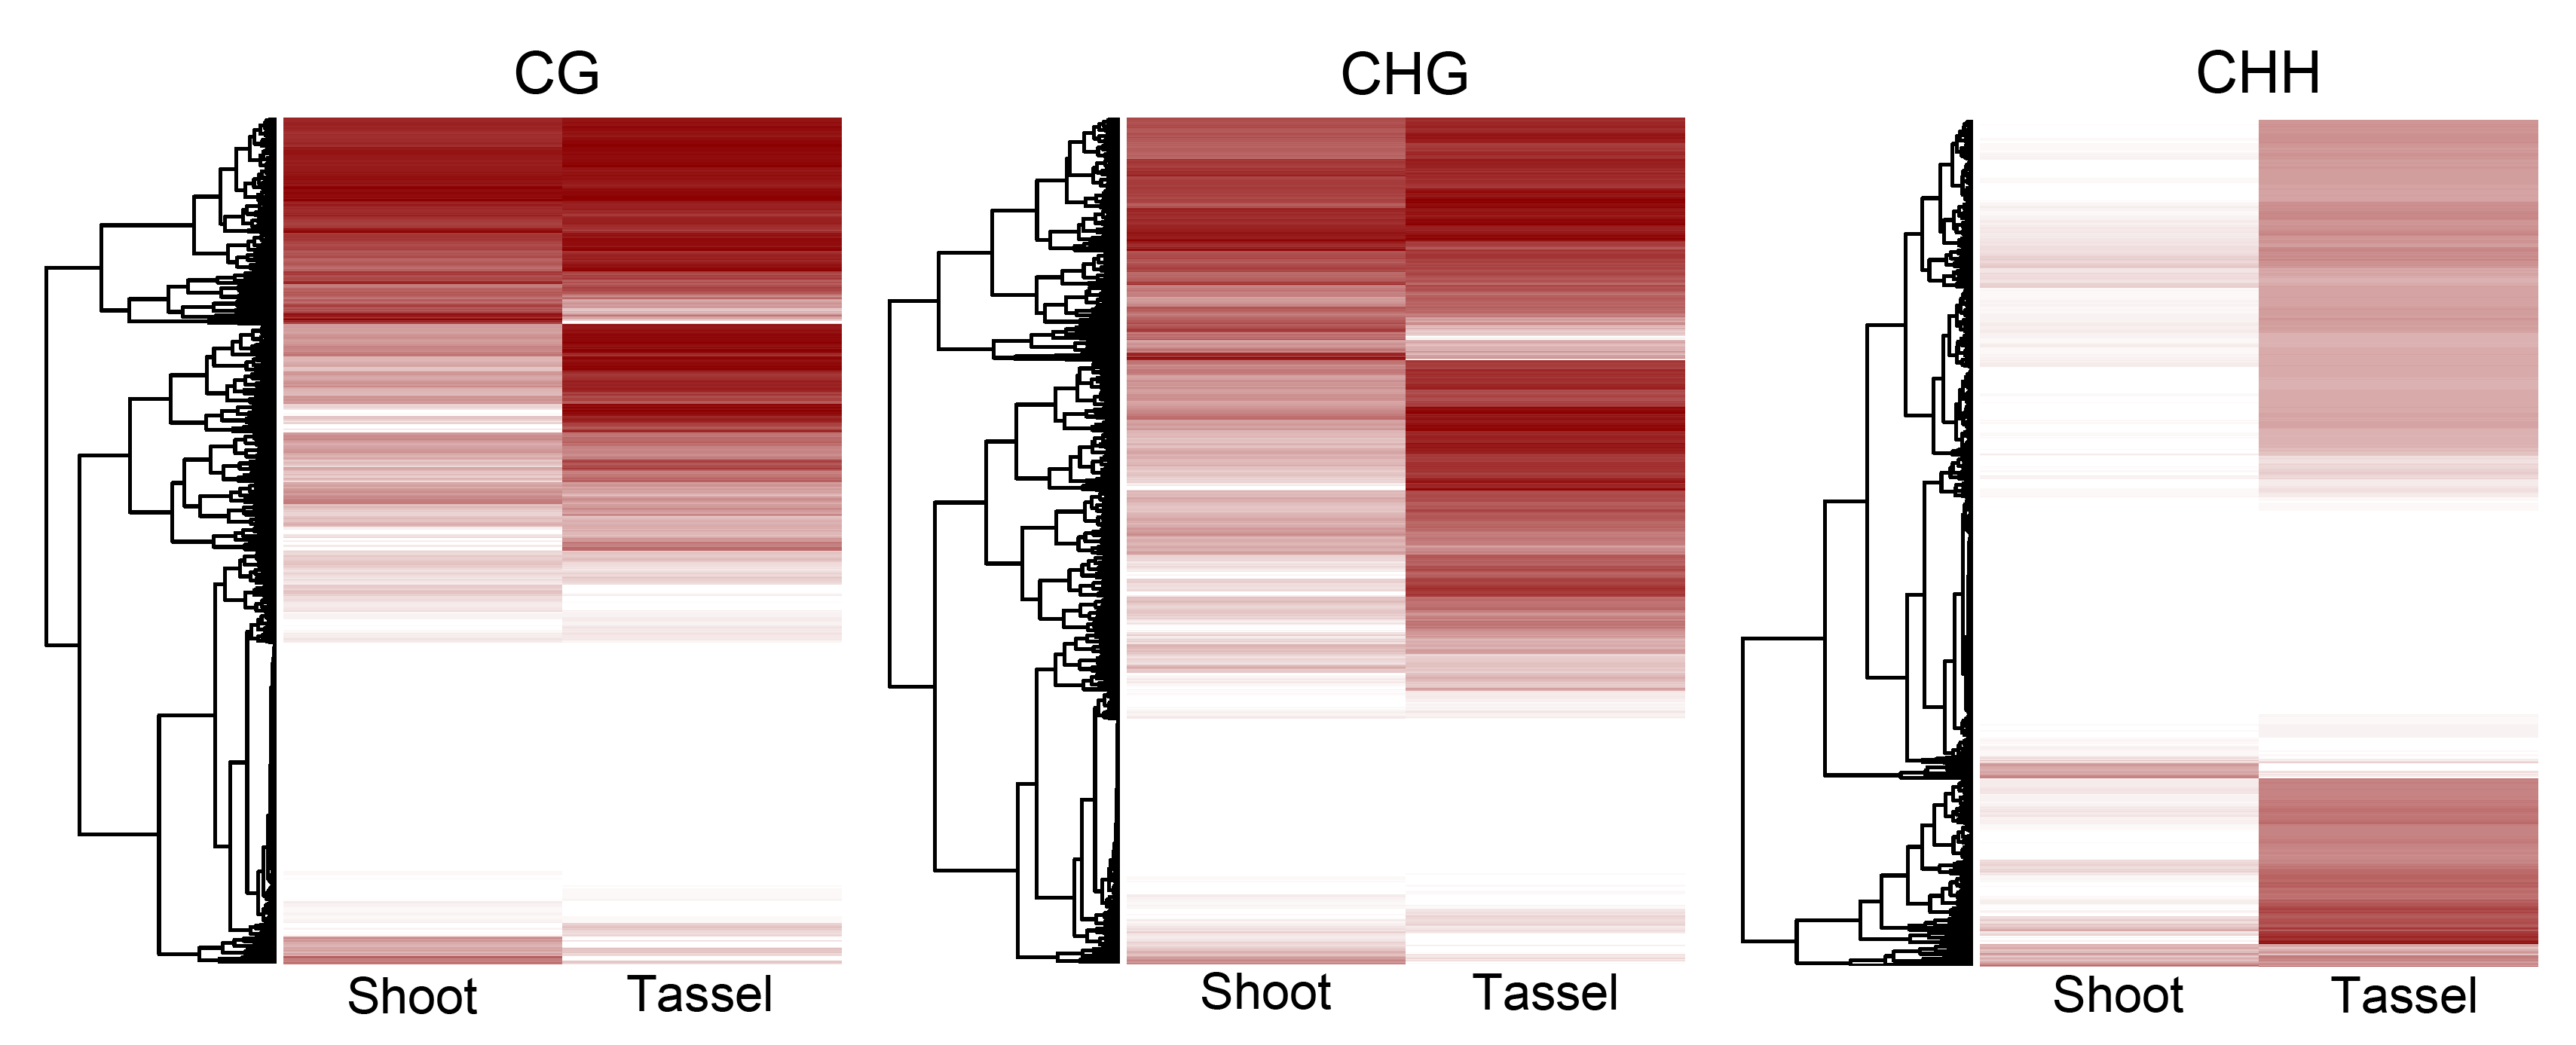

**Figure legend**

Heatmaps of *Cvi*QI-RRBS.

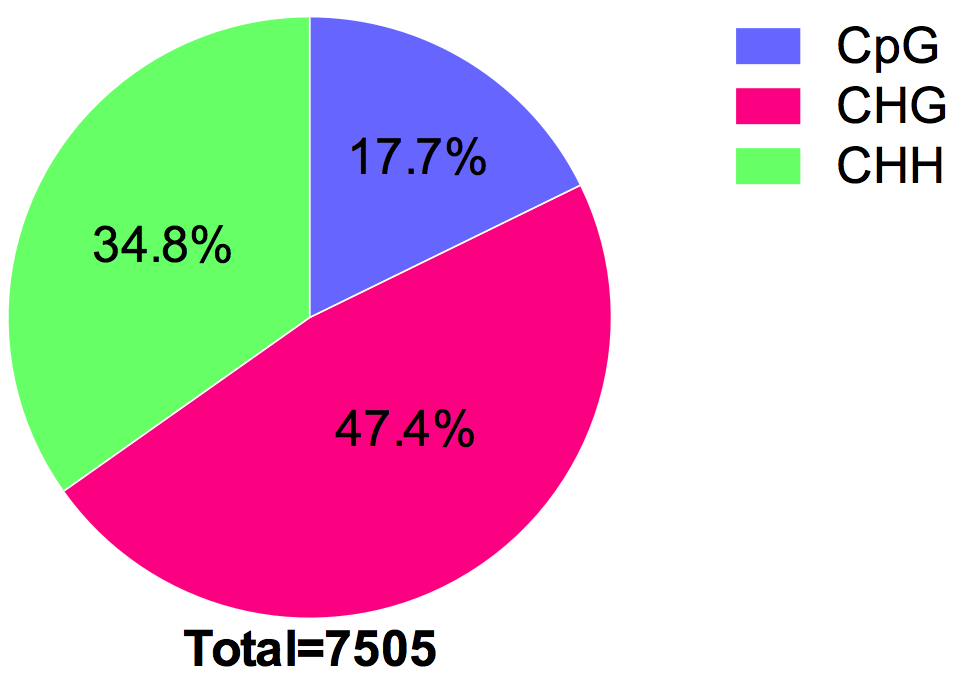

**Figure legend**

Fraction of DMR in *Cvi*QI-RRBS.

We found that CHH DMRs show a strong enrichment in promoters and UTR regions even though the *Cvi*QI-RRBS concentrates gene body region. This result indicates again that the methylation alterations primarily occur in promoter regions.

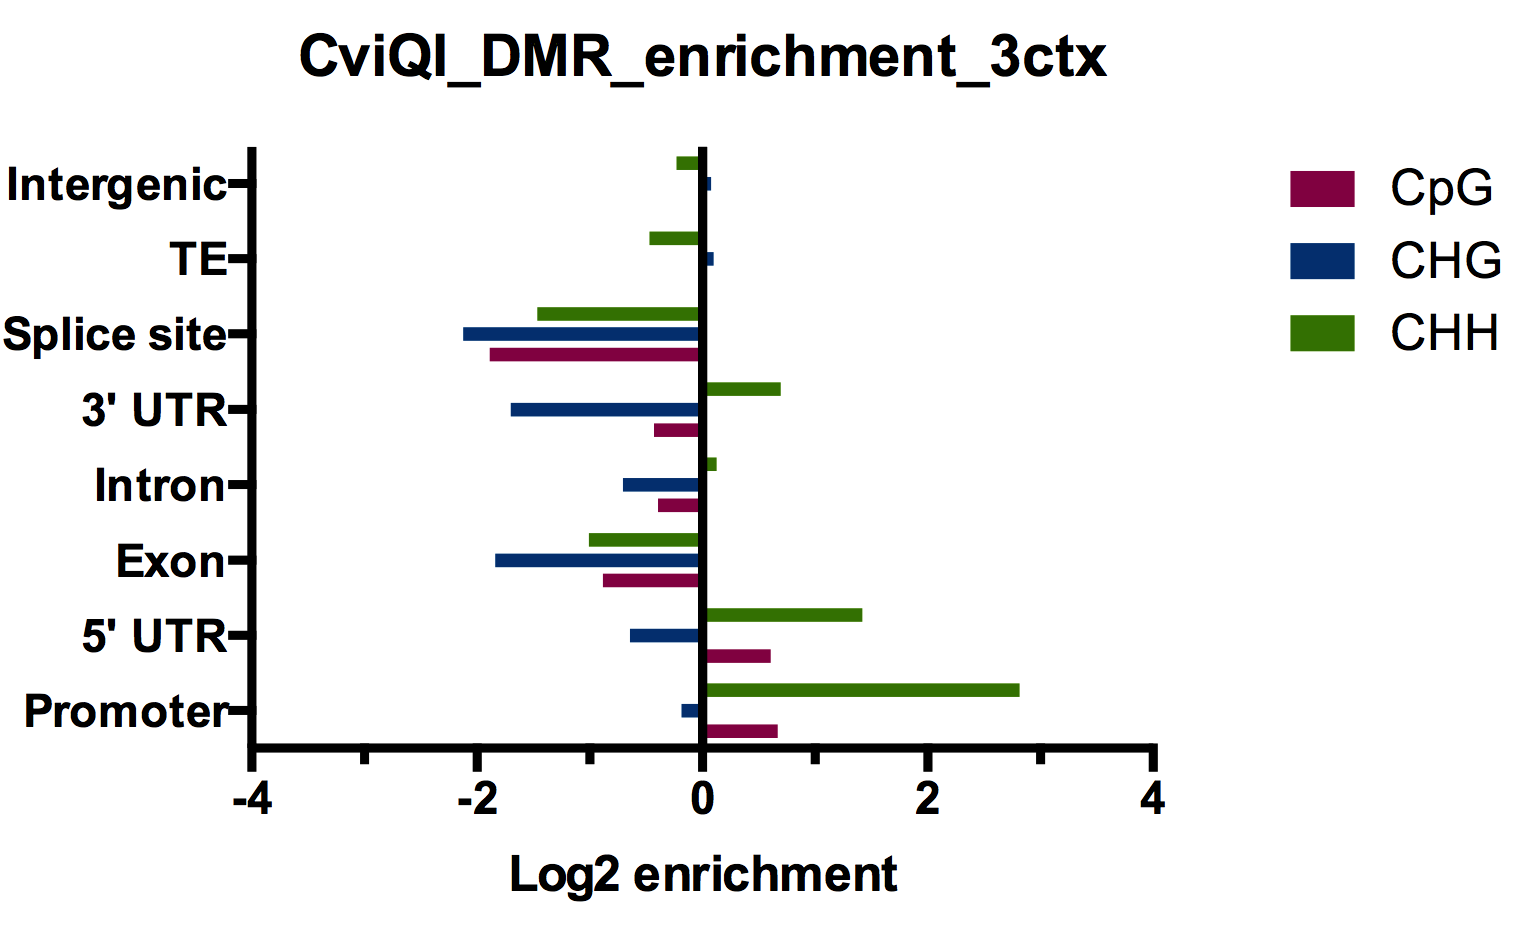

**Figure legend**

DMR enrichment analysis in *Cvi*QI-RRBS.

The DMRs in *Cvi*QI-RRBS locate in the promoter or genebody of total 1,405 DMGs (Additional file 2). Of which, 933 DMGs show differential methylation in promoter and 489 in genebody. To understand possible functions of these DMGs identified in comparison of shoot and tassel, we performed functional annotation for gene ontology (GO) analysis using AgriGO for the DMGs of *Mse*I-RRBS and *Cvi*QI-RRBS. We found most DMGs are related to development and reproduction, suggesting that components in these biological processes are differentially regulated by DNA methylation in shoot and tassel.

GO enrichment of DMGs from *Mse*I-RRBS and *Cvi*QI

| GO accession | GO term | *p* value |
| --- | --- | --- |
| 0048856 | Anatomical structure development | 9.5e-06 |
| 0048608 | Reproductive structure development | 2.3e-05 |
| 0003006 | Reproductive developmental process | 1.6e-05 |
| 0010154 | Fruit development | 2.1e-05 |
| 0032501 | Multicellular organismal process | 2.4e-05 |
| 0009791 | Post-embryonic development | 4.7e-06 |
| 0007275 | Multicellular organismal development | 2.9e-05 |
| 0022414 | Reproductive process | 4e-05 |
| 0032502 | Developmental process | 4.8e-05 |
| 0000003 | Reproduction | 5.4e-05 |

# Supplementary material for: Optimized reduced representation bisulfite sequencing reveals tissue-specific mCHH islands in maize
**Source:** Epigenetics Chromatin. 2017 Aug 30;10:42. doi: 10.1186/s13072-017-0148-y
**Supplement:** Supplementary file 5 — Additional file 5. Results of TE methylation profiling.

**Additional file 5**

**TE methylation in shoot and tassel**

In maize, more than 80% of the genome consists of transposable elements, including 75% of class I retrotranspons (RTE) and ~8.6% class II DNA transposons (DTE) [1]. We plotted the methylation level of major TE families including RTEs grouped into LINEs, LTRs and SINEs, and also DTEs. The result showed that tassel is more methylated than shoot in these four TE families.

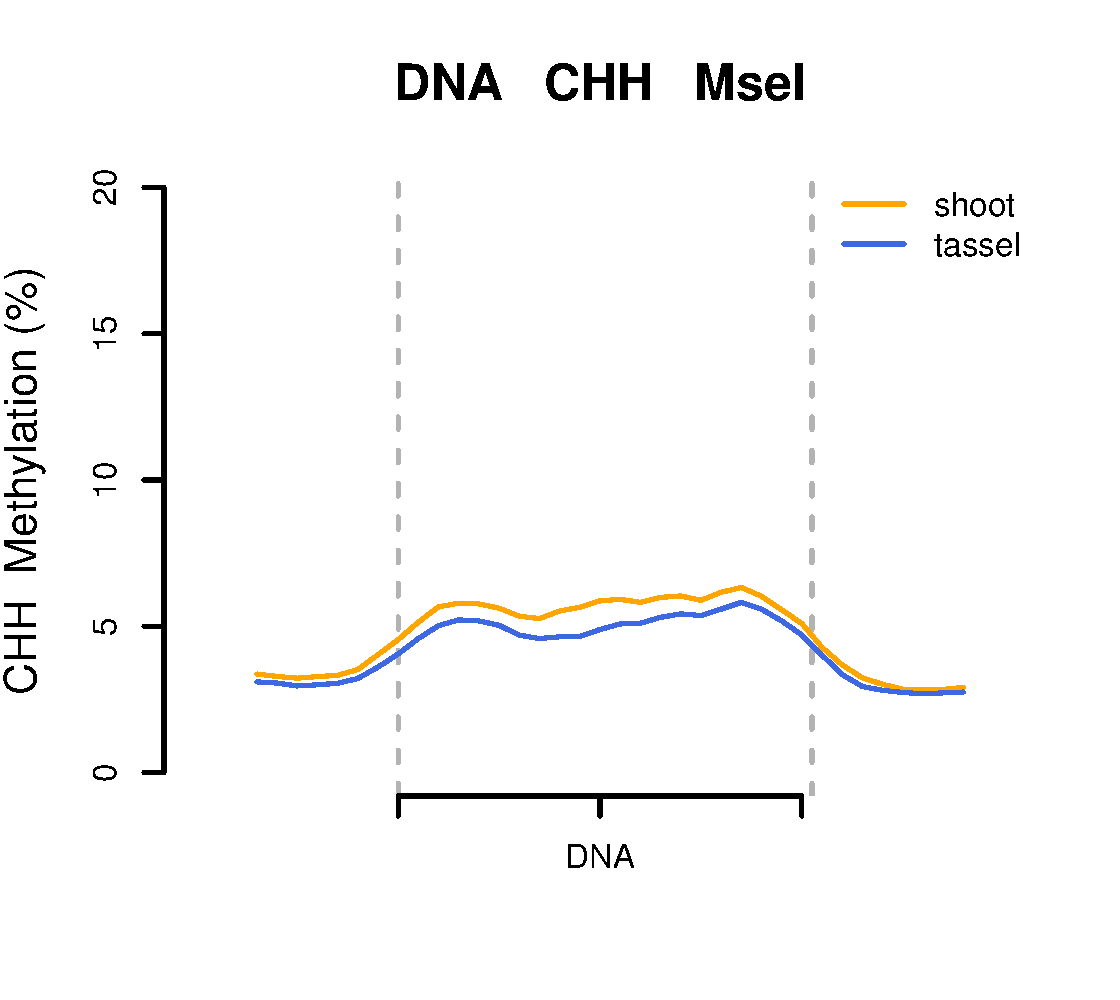

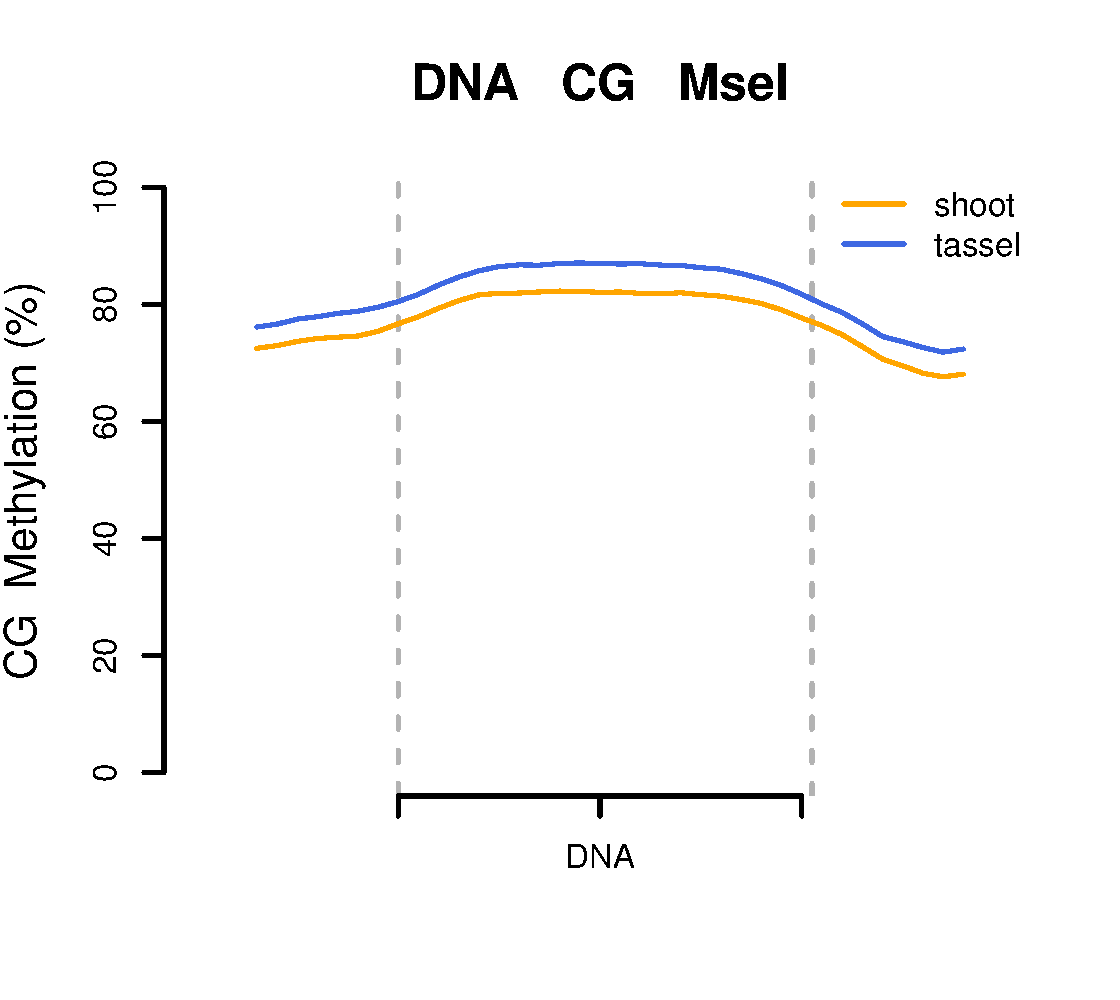

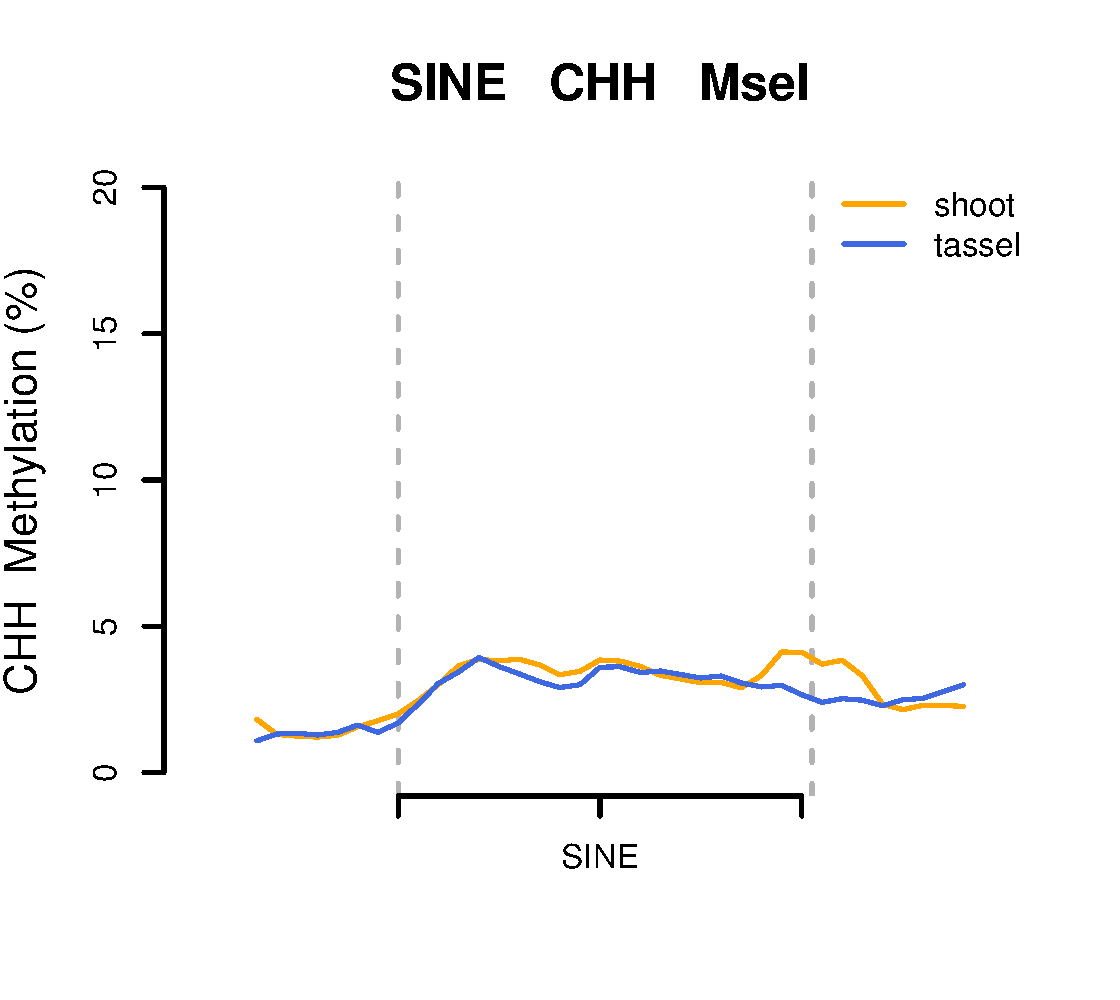

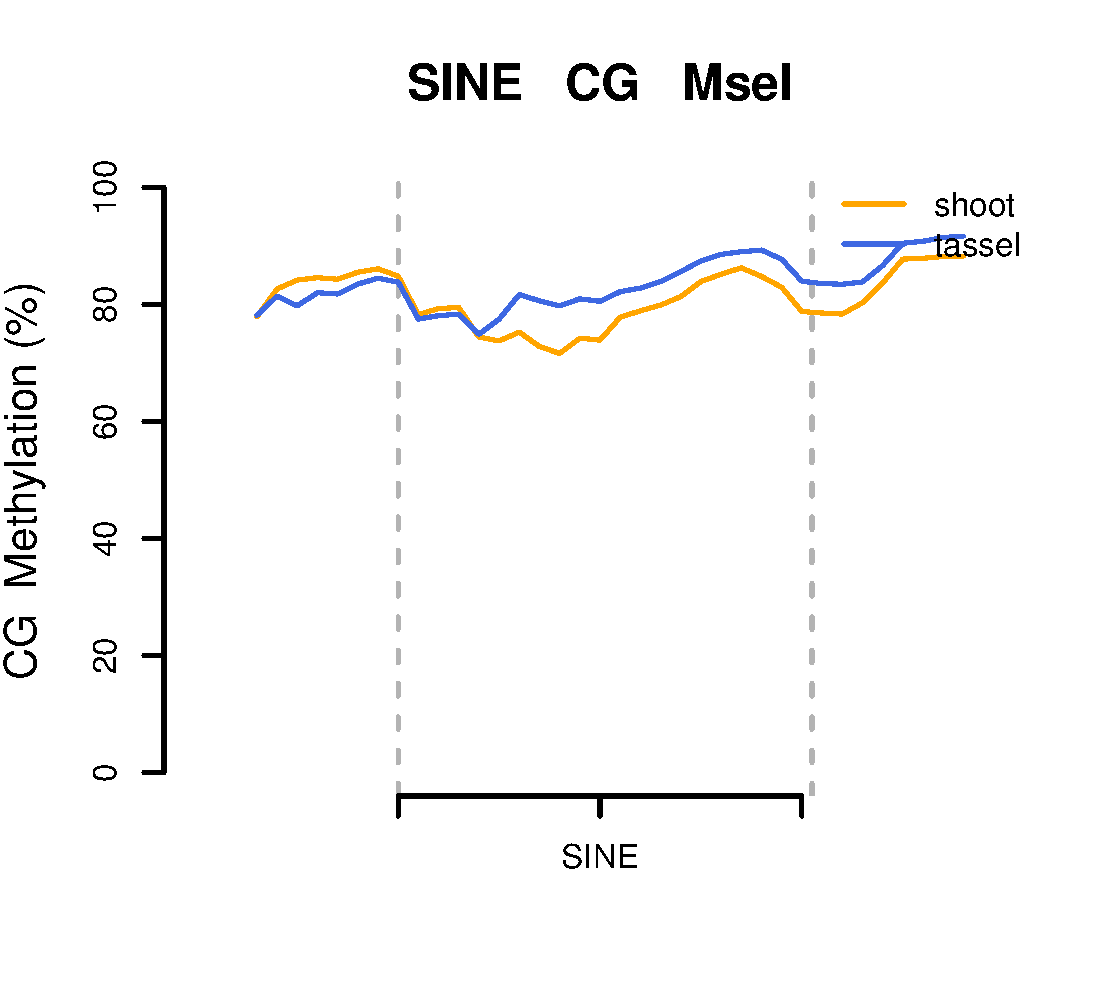

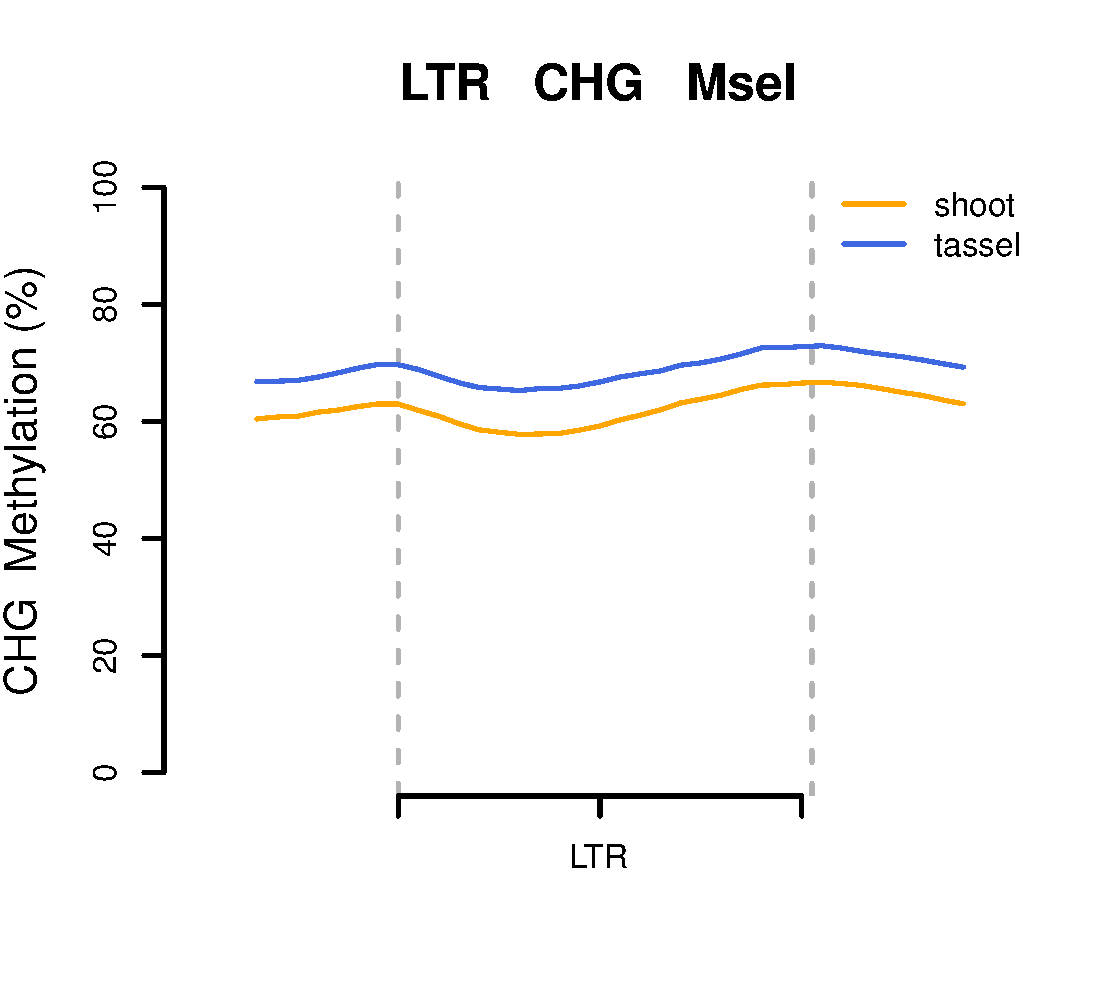

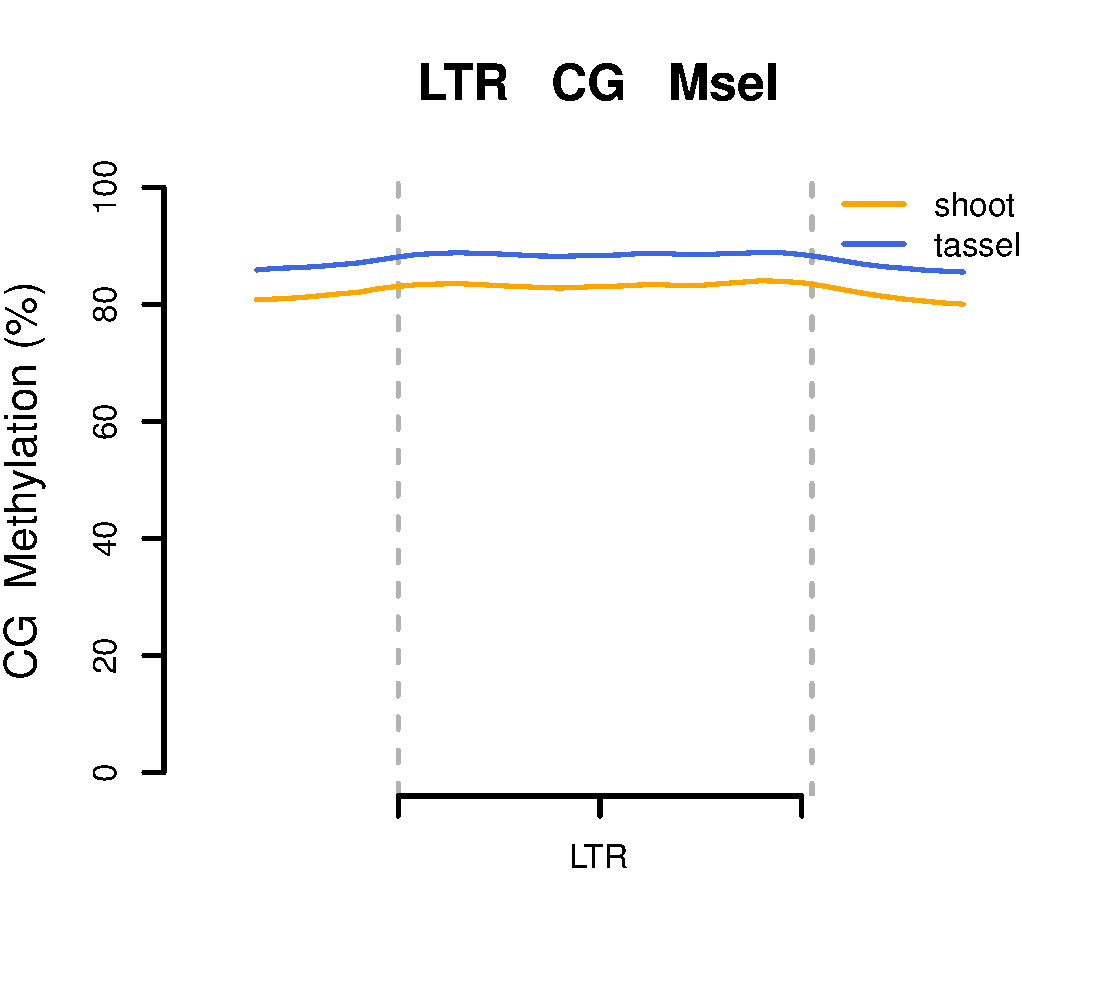

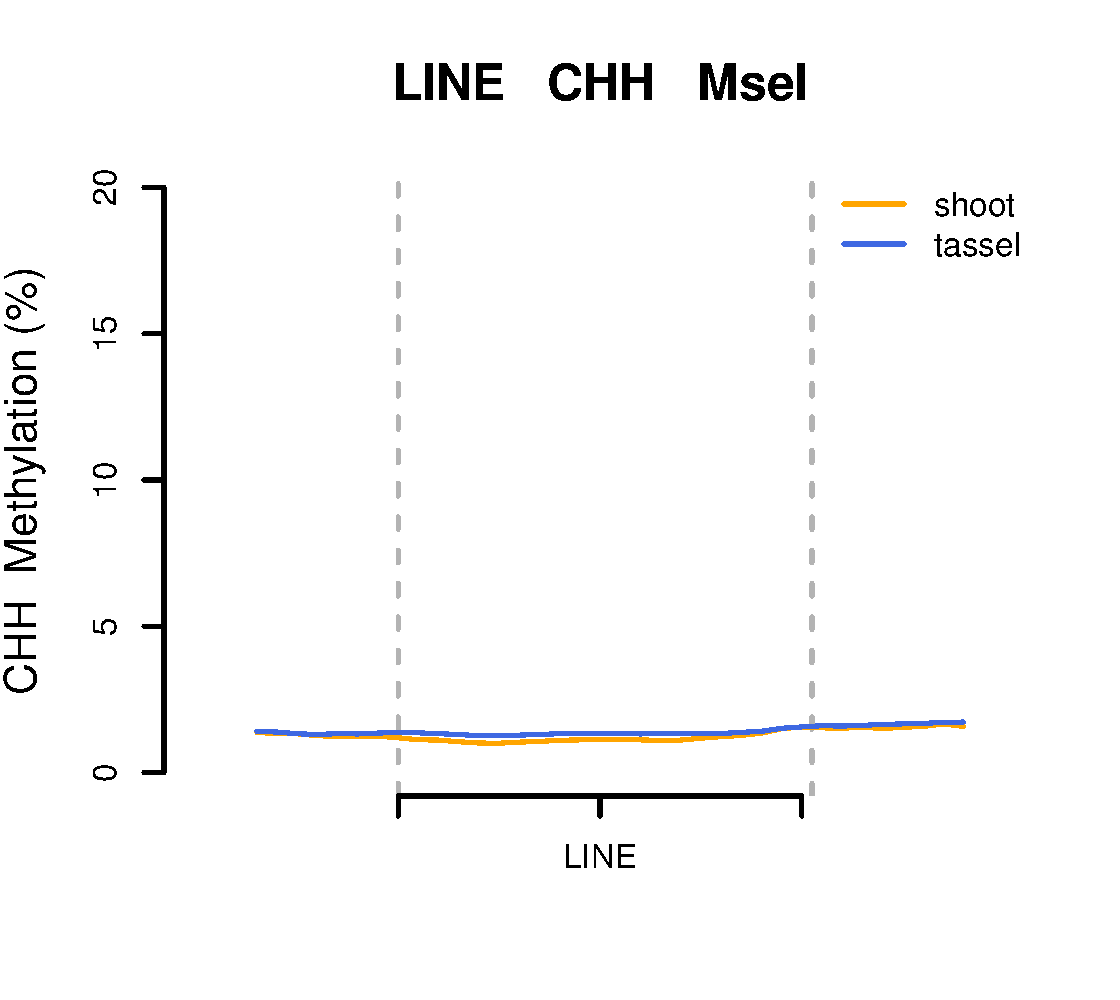

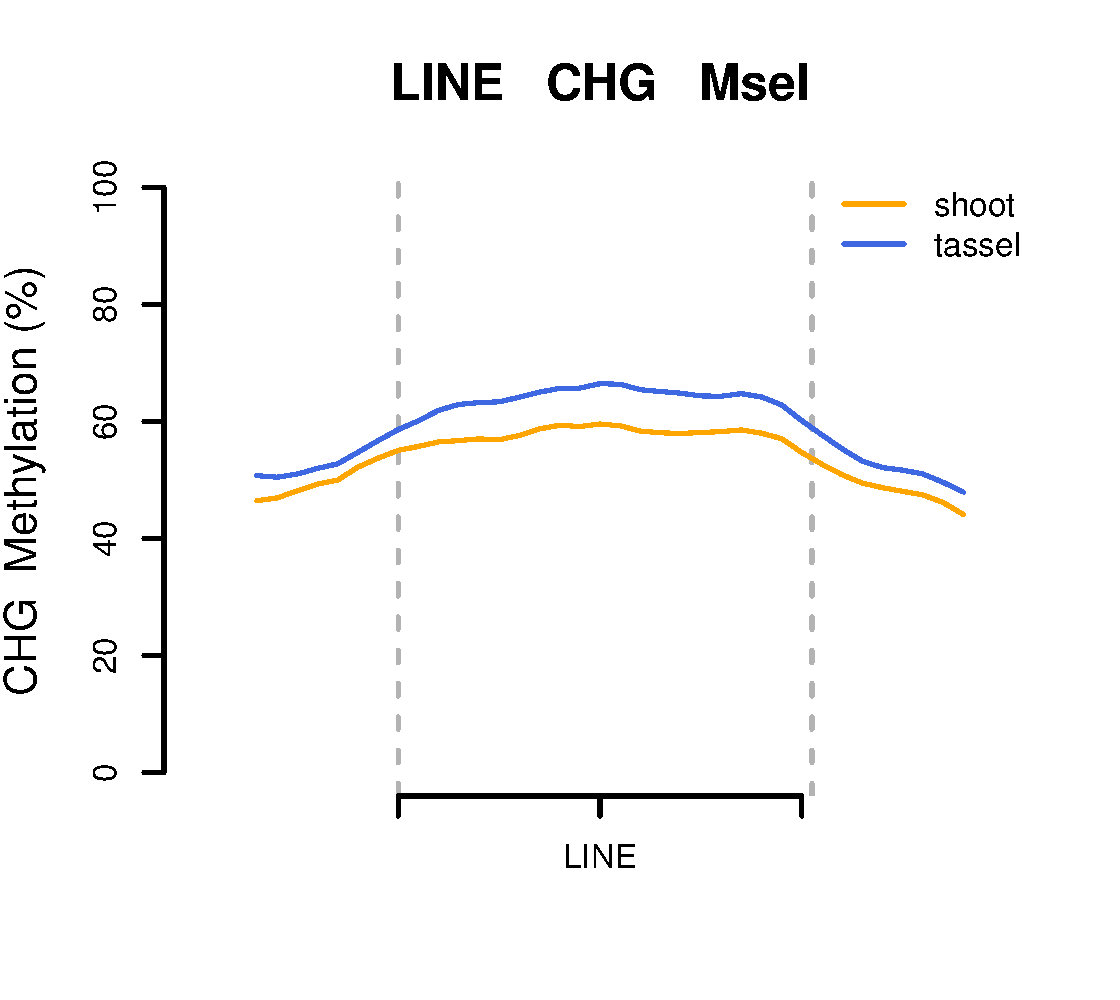

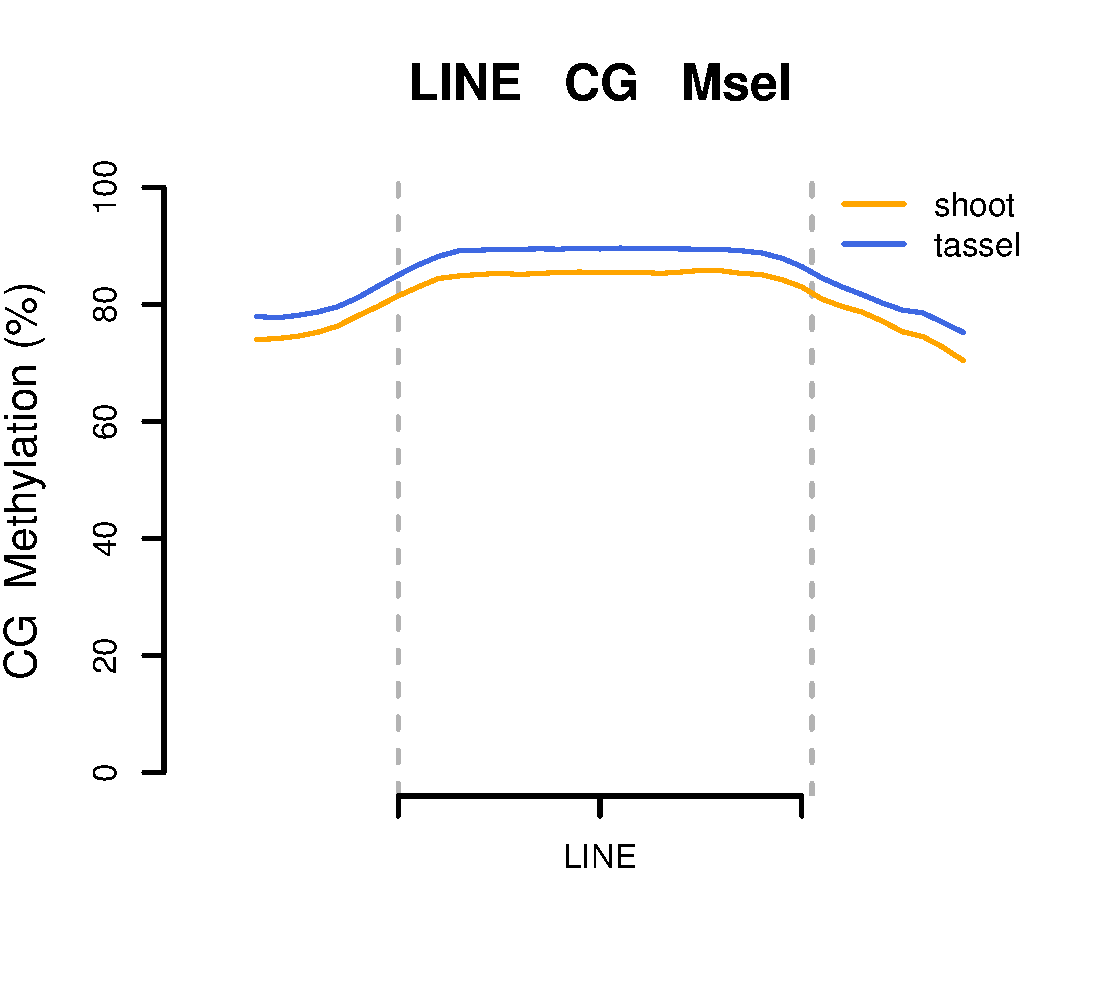

A

B

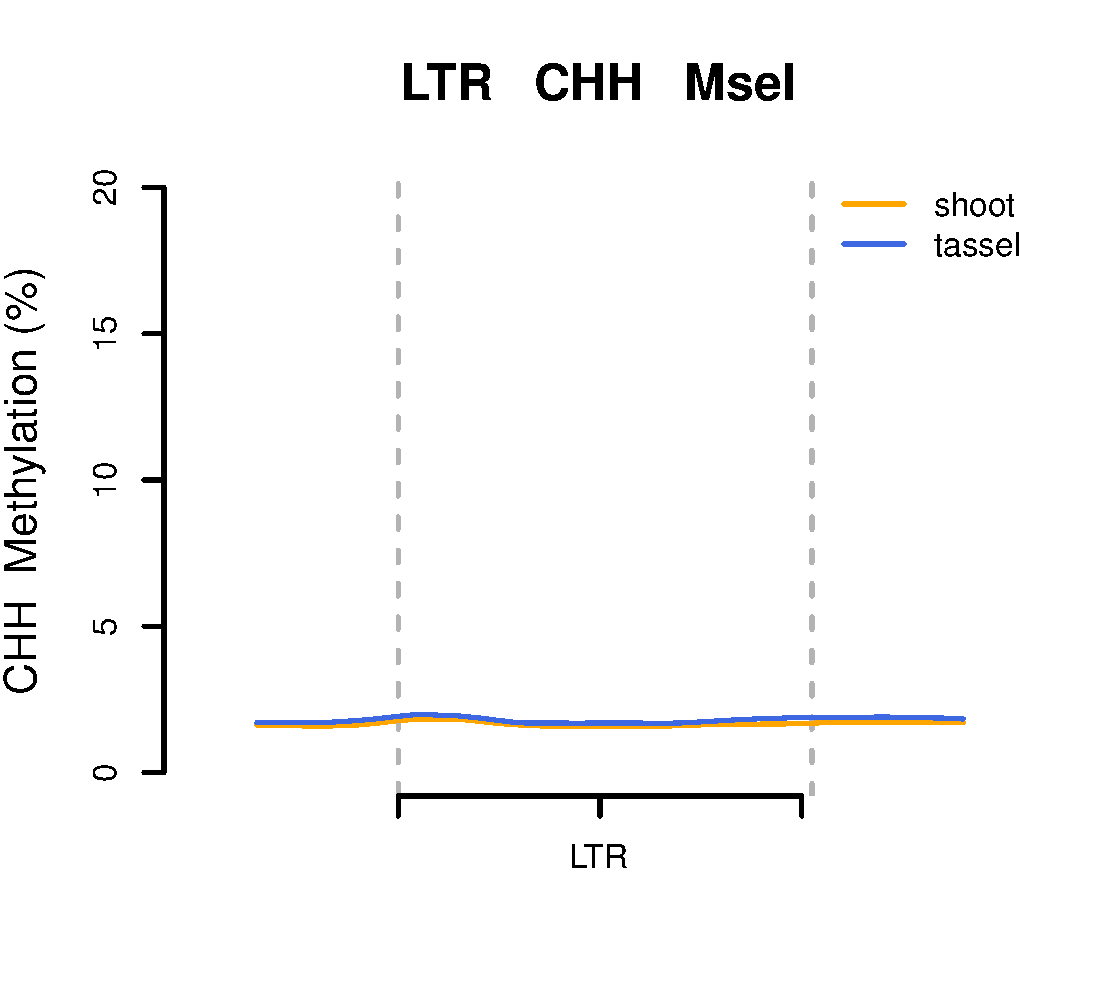

C

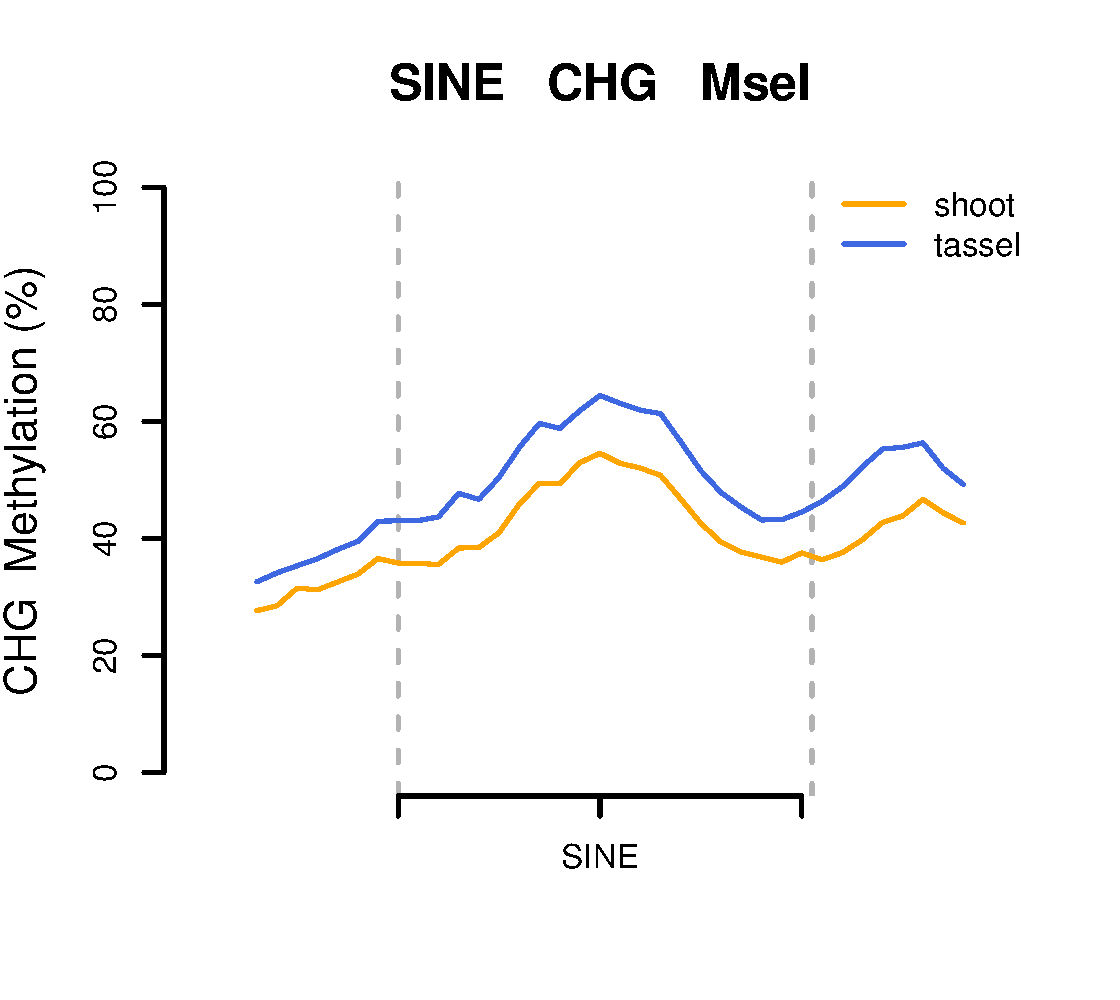

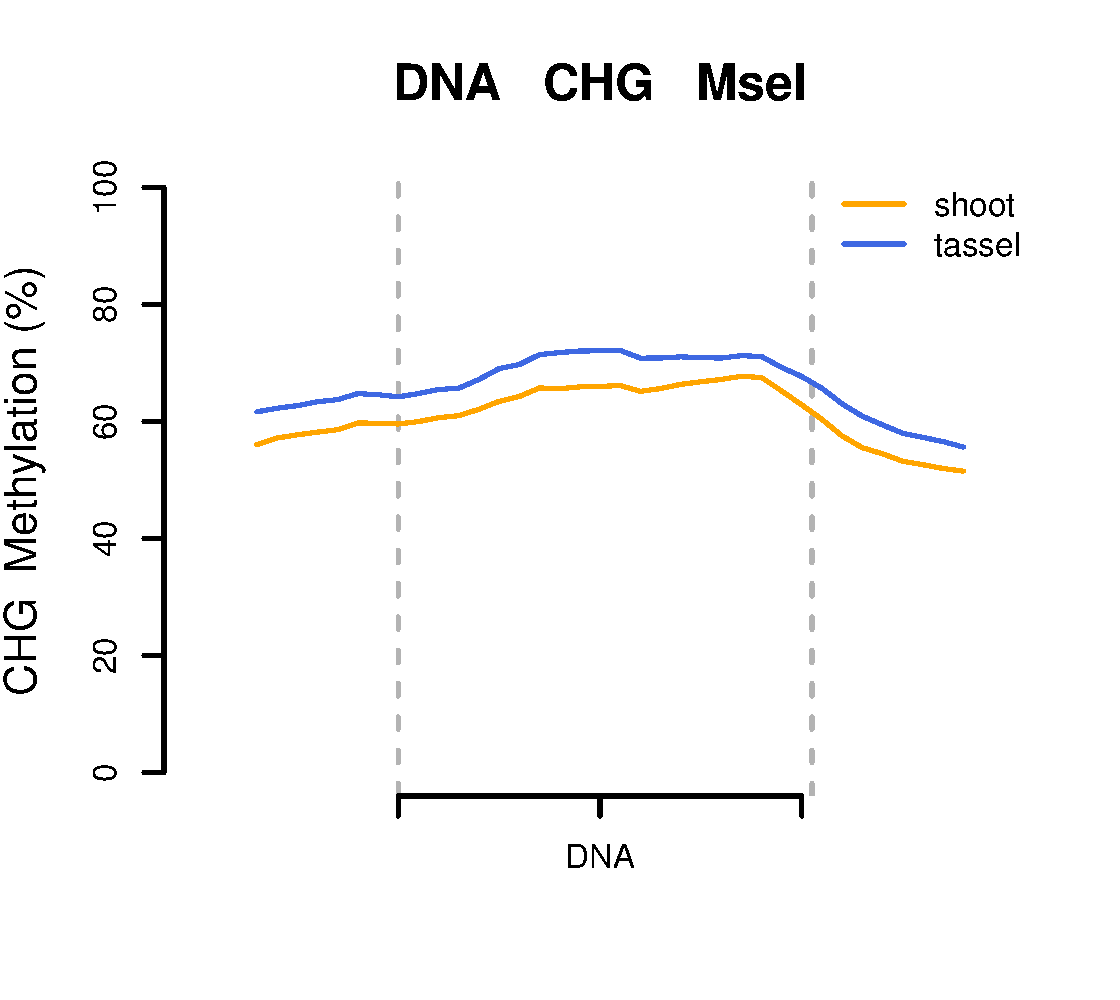

D

**Figure Legend**

**Metagene plot of methylation level in transposons.** (**a**) DNA transposon. (**b**) LTR. (**c**) LINE. (**d**) SINE.

In LINE family, CG and CHG methylation level increase in the body of transposons, whereas CHH methylation level shows no significant differences between the body and flanking sequence. The CHG methylation increment trend is more obvious in tassel than in shoot, indicating that in reproductive stage, LINEs are even methylated in CHG context than in vegetative stage.

SINEs, however, different from LINEs and LTRs, show rugged patterns of methylation in all three contexts. In *Mse*I-RRBS, CG methylation has a decreasing pattern in the beginning and the end of SINE body, and shoot shows higher methylation upstream of SINEs. CHG has an increasing pattern in the beginning of SINE, reaches the peak in the middle of SINE body, and decreases to the lowest level in the end of SINE. CHH methylation level elevates in the body of SINE and this pattern is even obvious in DTEs.

Taken together, we found that between shoot and tassel, in RTEs, LINEs are mainly regulated by and CHG methylation; LTRs have large amounts, and we can only identify *panen*, *sawuju*, *udav*, *utar*, *vedi* and *yraj* as possible regulators when further profiling in each family; SINEs are possibly regulated by all three contexts methylation; TEs are mainly regulated by CHH methylation as previously published results.

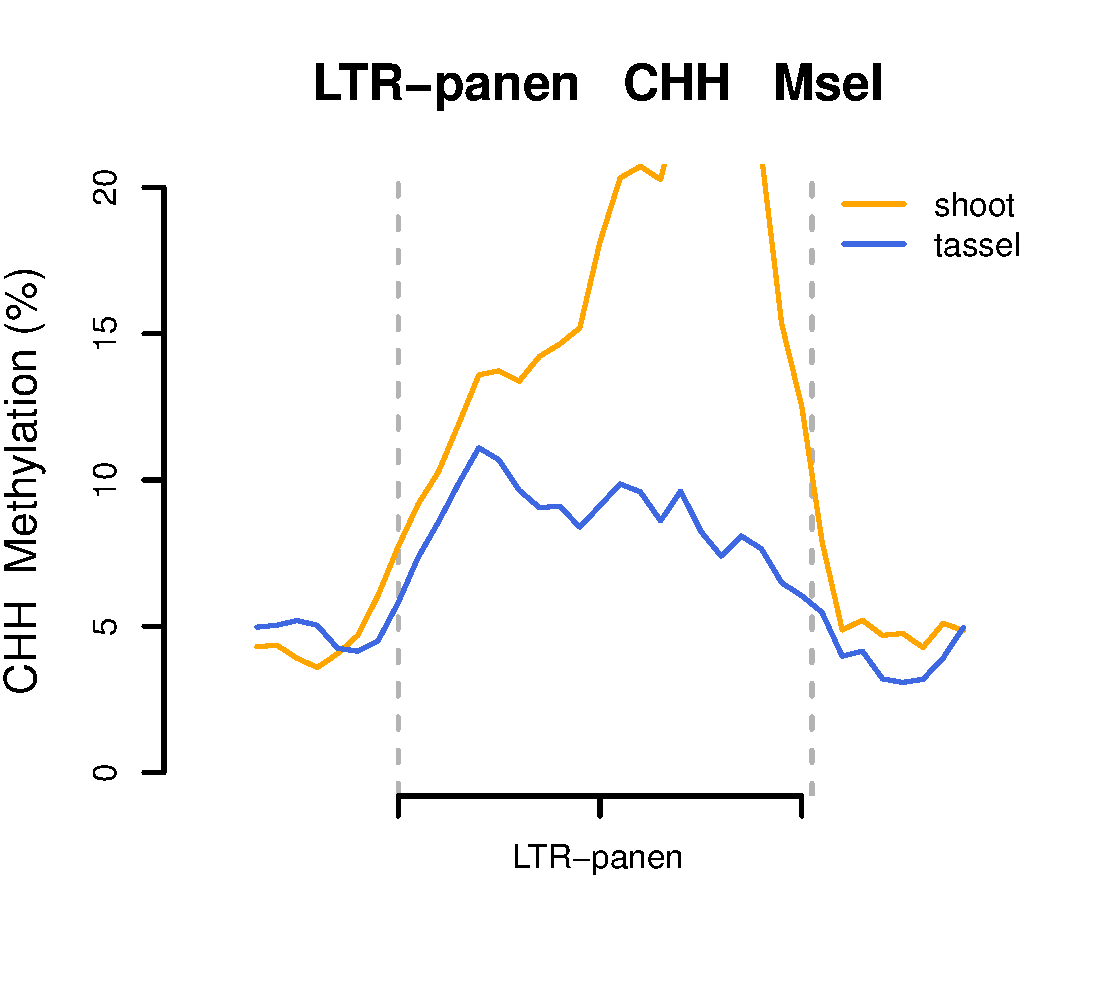

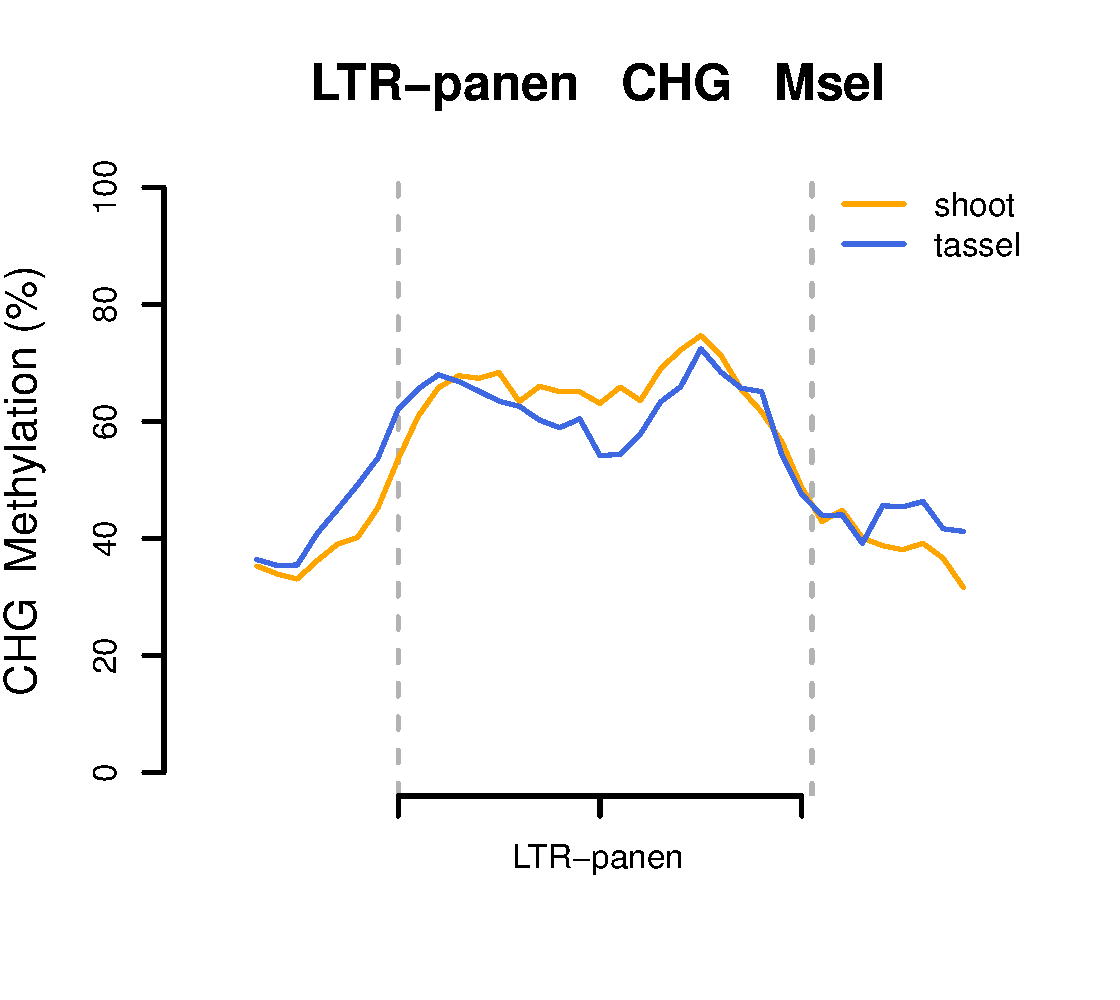

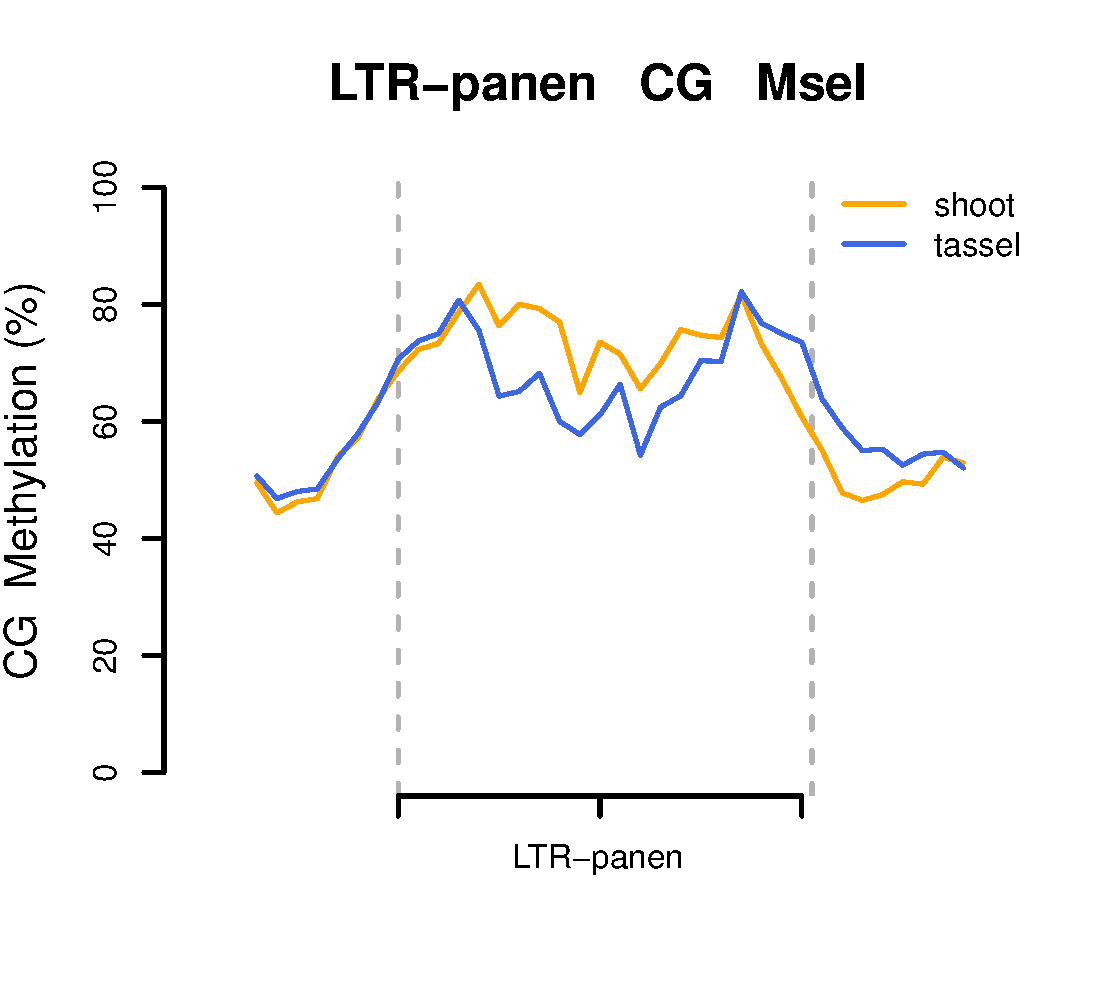

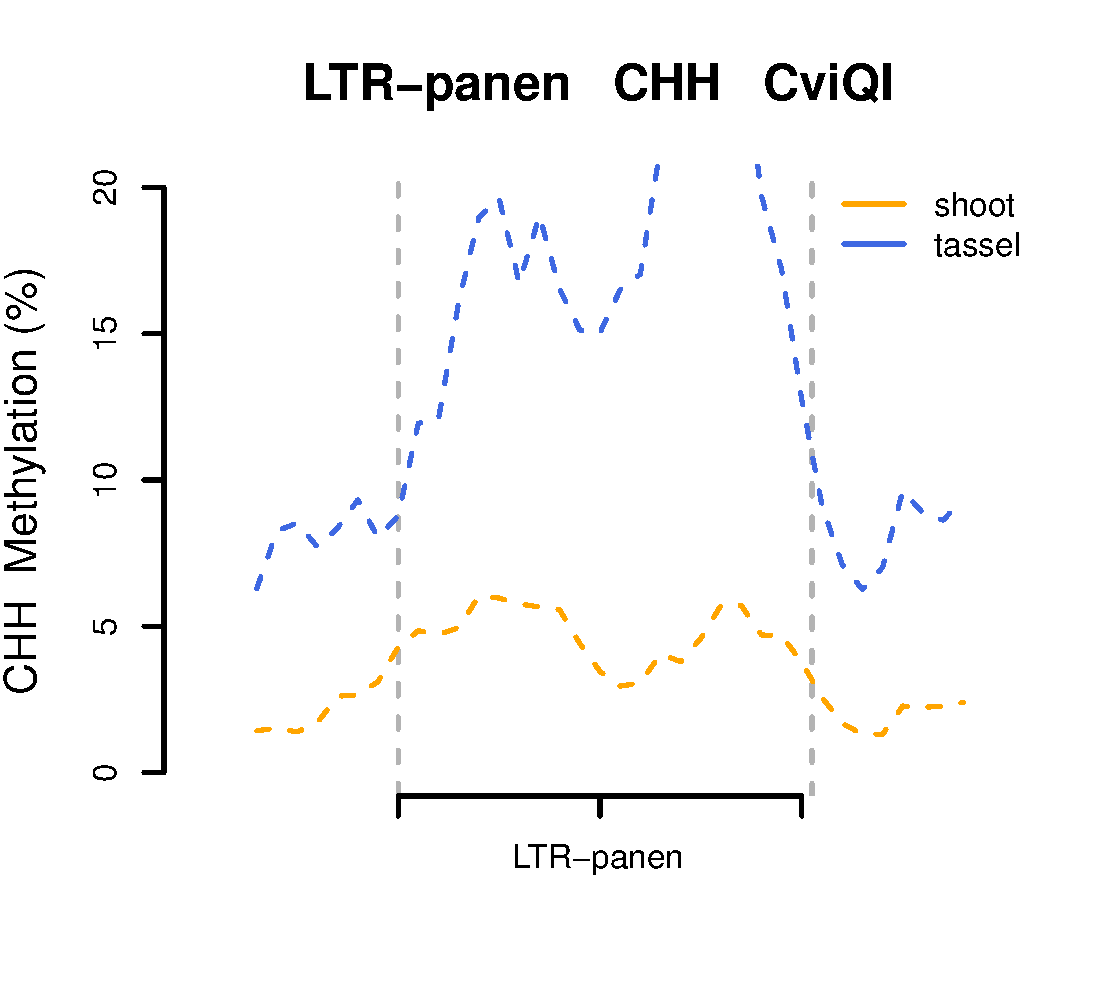

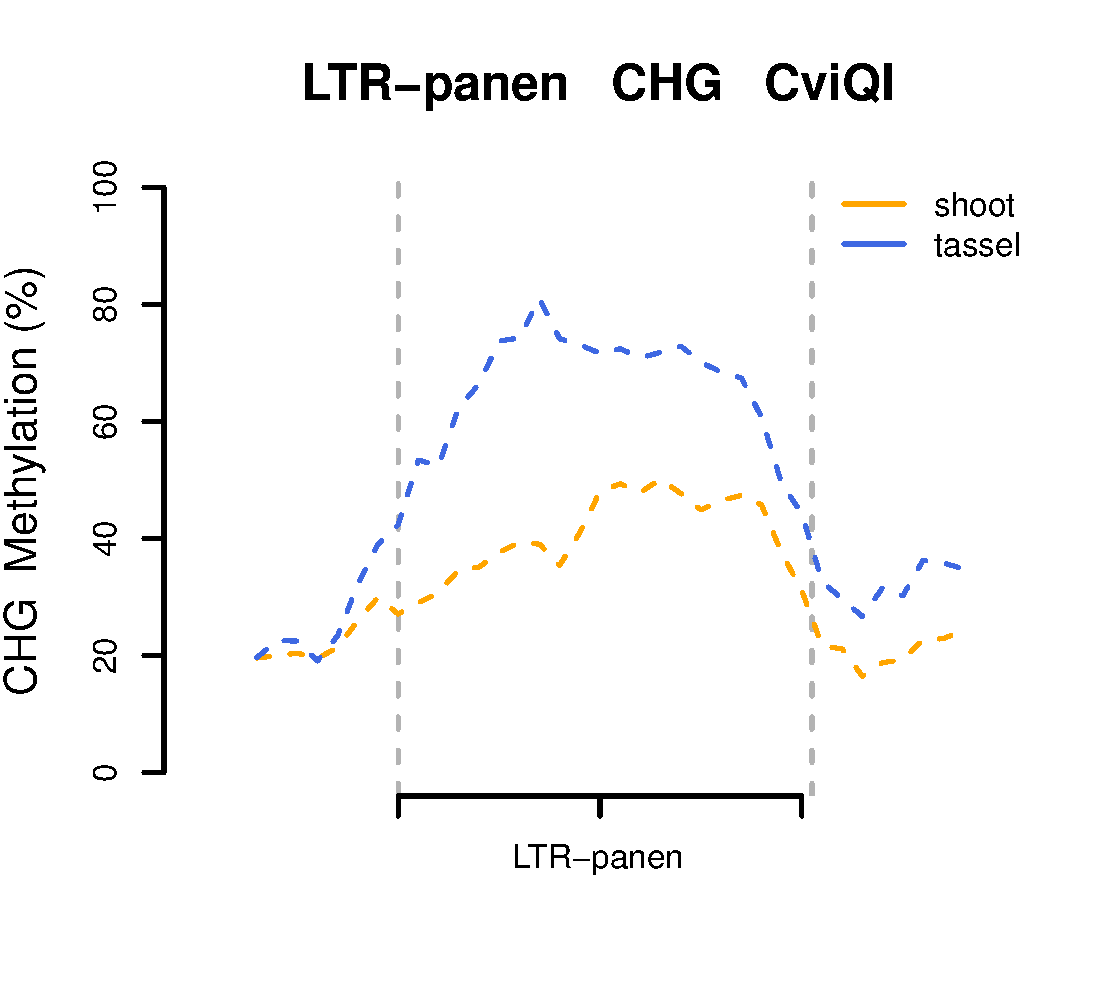

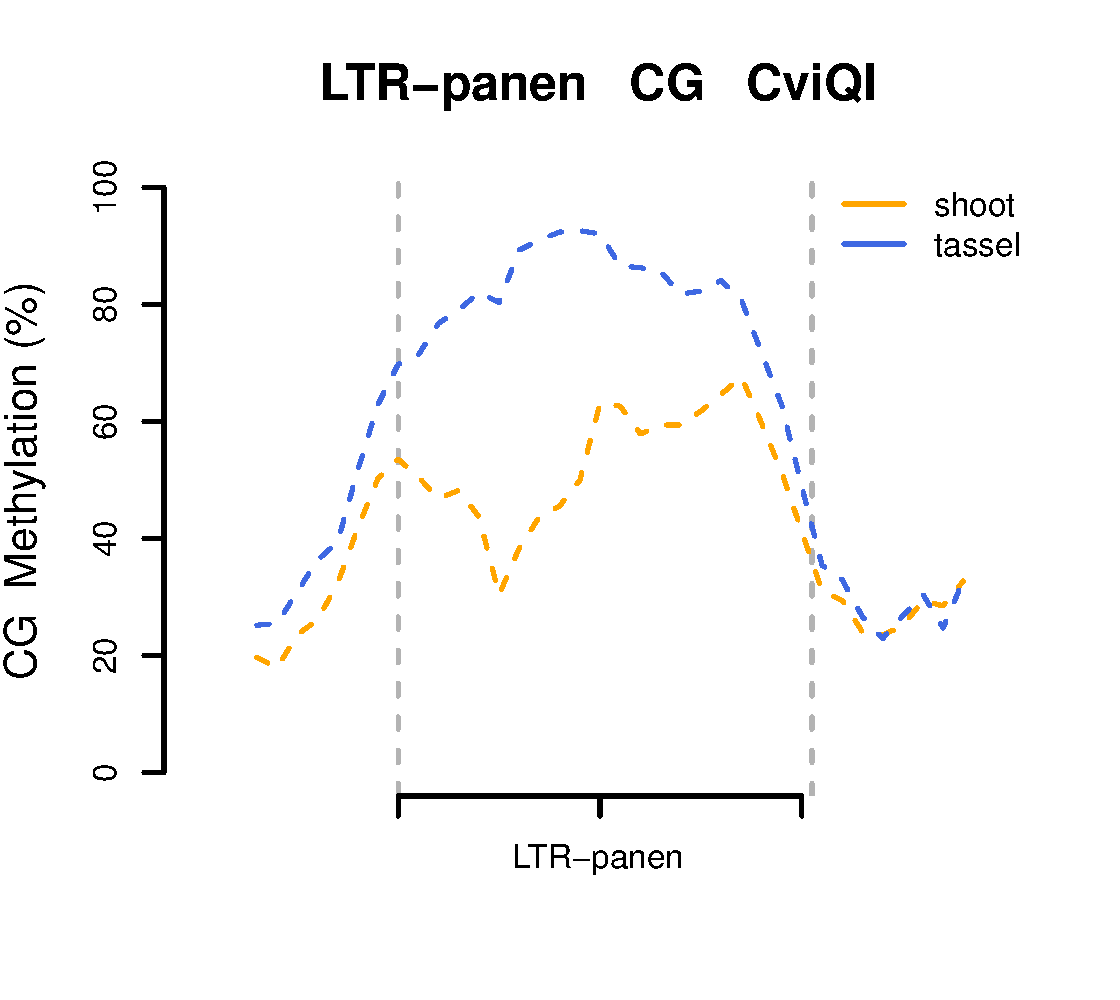

**Figure legend**

**LTR-panen shows different trend between shoot and tassel in *MseI*- and *CviQI*-RRBS.**

1. Schnable PS, Ware D, Fulton RS, Stein JC, Wei F, Pasternak S, Liang C, Zhang J, Fulton L, Graves TA, et al: **The B73 maize genome: complexity, diversity, and dynamics.** *Science* 2009, **326:**1112-1115.

How the deposited data were processed for this re-analysis (not part of the article)

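Gene expression was measured by RNA-seq in 2 libraries, 1 from B73 shoots at the coleoptile stage and 1 from tassel primordia. The 4 RRBS libraries of the same study were not analysed here, and methylation values are the paper's, taken from Additional files 6 and 8.

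The authors mapped reads to the AGPv3 genome with TopHat2 and deposited RPKM values computed with cuffdiff for 39604 genes. The deposited table also holds a log2 ratio of tassel to shoot RPKM, a Z score and an unadjusted p-value per gene from the Z test of Kal et al. The version of each tool, the filters on the reads and the library sizes are not stated in the paper's text. Values listed at 0 are kept as 0 and no ratio is given against them. The gene positions are those of the deposited table, in AGPv3, with 1 added to the start because the table counts starts from 0. Of the 39604 genes, 2342 share a position with another gene, and none of the genes whose position is given in the text does. Names come from the deposited table and from a RefSeq table of another assembly (Zm-B73-REFERENCE-NAM-5.0), which was used for names only and matched 19058 identifiers, 18537 of them to a single record.

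From these values, differentially expressed genes were counted by a plain ratio of at least 2 with over 5 RPKM in both tissues. The copies of the lists in Additional file 7 hold 1999 of the paper's 2138 genes and 1429 of the paper's 1618 genes, and were used only to find the RPKM floor. With 1 library per tissue there is no replicate test, and no p-value is given across genes. Gene lists were fixed as patterns of symbols and synonyms before the data were examined, and descriptions of genes were not used. For a list, the median of log2((tassel RPKM + 1)/(shoot RPKM + 1)) over members with at least 1 RPKM in either tissue is given with its percentile among 10000 random lists of the same size, matched in 20 bins of mean expression. A gene was called on in 1 tissue only at 10 RPKM or more there and under 1 RPKM in the other. By a rule, the genes named in the text are those the paper names, the members of the DNA methylation list, the 2 genes with the largest ratio in each direction past the rule, and the 2 genes with the highest RPKM in each tissue, both over all genes and over genes on in that tissue only. GRMZM2G085924, GRMZM2G067624 and the members of the DNA replication list named in the text were chosen after their values were seen. The alternatives were other floors, a ratio of 4, pseudocounts, libraries rescaled to the same sum of 1000000 (the TPM scale) or to a median log2 ratio of 0, and the Z test. The authors' p-values in the rule, the TPM scale for genes on in 1 tissue and matching by primary symbol were added after seeing the data.

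The rule and the random lists were tested on simulated data. Of 200 abundant genes changed by a ratio of 4 among 39604, 199 were recovered in the right direction with 0 other calls. The other genes were given only a small spread, far inside the ratio of 2, so this result follows from the setting. It checks that the rule runs as written, not how often it errs near its limits in these data. Of 200 unchanged lists drawn from 22801 genes, 189 lay within the middle 95% of random lists. Shares carry 95% Wilson intervals, which cover counting error only. The depth of the libraries is unknown, so no interval is given for an RPKM value. The analysis used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.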

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

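The tests in this part were chosen after the results had been seen.

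Genes that are on in 1 tissue and nearly off in the other lie outside the paper's lists, because the lists hold only genes over 5 RPKM in both tissues. With at least 10 RPKM in 1 tissue and under 1 RPKM in the other, 611 genes were on in shoots only and 109 in tassels only, a ratio of 5.61 (shoots 84.9%, 95% Wilson interval 82.1% to 87.3%). The highest in shoots were GRMZM2G096680 with 5623 RPKM against 0.785 RPKM in tassels, and GRMZM2G027098 (TIP2-1) with 2571 RPKM against 0.570 RPKM. The highest in tassels were GRMZM2G167986 (cyp78) with 226 RPKM against 0.659 RPKM in shoots, and GRMZM2G113779 with 117 RPKM, which is listed at 0 in shoots.

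The excess of shoot-only genes argues against 3 technical explanations as its whole cause. On the TPM scale, which lowers shoot values relative to tassel values, the ratio of the counts was still 3.38. A shallower tassel library would make 1 read worth more RPKM there, but the commonest ratio of tassel to shoot RPKM among genes under 0.3 RPKM in both tissues was 0.962. With limits of 5 and 0.5 RPKM the ratio of the counts was 5.05. What stays open, as untested, is a difference between the tissues themselves, the different growing conditions of seedlings in the dark and plants in the field, and differences between single libraries.

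The same floor acts on floral regulators. Of the 77 genes of the inflorescence list, 35 were over 5 RPKM in tassels and at least 2 times higher there than in shoots, and 33 of these are left out of the differentially expressed genes because their shoot value is not over 5 RPKM. Of the 33, 16 are listed at 0 in shoots. Their median tassel value was 17.8 RPKM and the highest was 94.9 RPKM. The TPM scale cannot test a technical explanation here, since it raises tassel values relative to shoot values. A scale that differs between the libraries would shift matched random lists alike. The median of the whole list was 2.08, at percentile 100, which argues against such a scale as the whole cause. With the median log2 ratio set to 0 it was 2.06, at percentile 100, but that setting moves every plain log2 ratio by only 0.02 and adds no test. A difference in depth acts most on low values and was not tested for these genes. Wrong members matched through synonyms could also make the pattern. Over the 14 of the 77 genes matched by primary symbol, the median was 2.30, at percentile 100. Of these, 13 were higher in tassels and 1 in shoots. This alternative, added after seeing the data, argues against wrong members as the whole cause of the higher tassel values. Whether some of the other members are wrong stays open. A difference between vegetative and reproductive tissue stays open as a hypothesis, without a second library to test it.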

How the results depend on the processing

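No paired analysis was possible because there is 1 library per tissue. Counts were held to a factor of 1.5, medians to their 95% interval and percentiles only to the middle 95% of random lists, which is a wide limit. Of 153 values under alternatives, 40 moved beyond these limits, 4 changed sign and 2 lost their side of the ratio of 2. The context counts of the overlap were recomputed on the same 94 genes, so they could not change.

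The counts of differentially expressed genes changed with the floor and with the ratio. With over 1 RPKM in both tissues, 6956 genes passed (3636 higher in shoots, 3320 in tassels); with over 10 RPKM in both, 2229 (1385 and 844); with over 5 RPKM in at least 1 tissue, 7714 (4473 and 3241); and without a floor, 13803 (7796 and 6007). At a ratio of 4, 760 passed (582 and 178), and shoots held 76.6% of them. The direction in which each total changed follows from the construction of each rule, and the cause of the higher share of shoots at a ratio of 4 was not tested. On the TPM scale 5973 passed, 4405 of them higher in tassels, and the share of shoots fell from 56.9% to 26.3%. Of the 5973, 2797 are shared with the main rule. With the median log2 ratio set to 0, 3704 passed, and shoots held 59.2% of them. With the Z test on proportions of the sum and no floor, 6105 passed, 3043 higher in tassels. With the p-values of the authors' deposited table and no floor, added after seeing the data, 6137 passed, 3980 higher in shoots. The reason why the 2 sums differ was tested only in part.

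The number of DMGs that passed was 174 over 1 RPKM in both tissues, 54 over 10 RPKM, 193 over 5 RPKM in at least 1 tissue, 342 without a floor, 25 at a ratio of 4, 173 on the TPM scale, 161 with the Z test and no floor, and 155 with the p-values of the authors' deposited table and no floor. Its percentile among random lists stayed between 4.03 and 84.5 in all of these settings.

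Among genes with a DMR in the promoter, the TPM scale changed the sign of 3 medians of the log2 ratio, to 0.38 for CG hyper-methylated in shoots, 0.26 for CG hyper-methylated in tassels and 0.28 for CHH hyper-methylated in shoots. That scale moves the median of all genes to 0.44, and relative to it the 3 values are -0.06, -0.18 and -0.16. Over genes above 5 RPKM in both tissues, the median for CHH hyper-methylated in shoots was 0.0010, and the cause was not tested.

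Gene list medians kept their sign in every setting. The DNA methylation list moved to 1.36 on the TPM scale, and the SPL list to 1.87 on the TPM scale, 1.81 with a pseudocount of 0.1 and 0.75 over genes above 5 RPKM in both tissues. The inflorescence list moved to 3.20 with a pseudocount of 0.1 and to 0.039 over genes above 5 RPKM in both tissues, a filter that removes by construction the members of each list that are low in 1 tissue and so differ most. The photosynthesis list moved to -1.37 over genes above 5 RPKM in both tissues and to -5.81 with members matched by primary symbol, an alternative added after seeing the data and not run for the DNA methylation and DNA replication lists, which have 2 and 1 such members. For the other moved medians the cause was not tested, apart from the TPM scale, which raises every plain log2 ratio by 0.46. With the pseudocount of 1 the shift is not constant: the photosynthesis median went from -4.10 to -4.15.

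Genes on in 1 tissue only fell to 271 in shoots and 42 in tassels when the other tissue had to be listed at 0, and those in tassels only rose to 169 on the TPM scale, an alternative added after seeing the data. GRMZM2G079823 fell under a ratio of 2 with a pseudocount of 1 (log2 ratio 0.97) and with the median log2 ratio set to 0 (0.98).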

Differences from the paper's values

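For the 4 gene counts of Table S6, the paper reports a p-value of 0.0012. A two-sided Fisher's exact test on the same counts gave 0.109. With a chi-square test without continuity correction, the alternative set before the data were examined, it was 0.106, which does not close the gap. The paper's counts are 159 genes higher in shoots and 174 higher in tassels with a mCHH island in shoots, and 131 and 109 with an island in tassels.

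The paper states that genes with mCHH islands are more expressed in the tissue that has the island. In the paper's own counts of Table S6, 47.7% of the genes with a shoot island and 54.6% of those with a tassel island were higher in shoots, which is the opposite order.

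The paper's methods require a p-value under 0.05 together with a ratio of at least 2. The paper's total of 3756 genes is reached by the ratio and the RPKM floor with no p-value. With the p-values of the authors' deposited table, a setting chosen after seeing the values, the total was 3319 with the floor and 6137 without it, the latter outside 1.5 times the paper's total.

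The paper names GRMZM2G123308, GRMZM2G160917 and GRMZM2G460544 as up-regulated in tassels. All 3 have higher RPKM in tassels but do not pass the main rule. They pass with over 1 RPKM in both tissues, with over 5 RPKM in at least 1 tissue, without a floor, with the Z test on proportions of the sum and no floor, and with the p-values of the authors' deposited table and no floor, the last a setting added after seeing the data.

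The paper describes DNA methylation-related genes as up-regulated in tassels, and lists DNA methylation among the enriched GO terms of its tassel genes. Of the 9 gene models of the list used here, 4 passed the rule in that direction and none in the other. The list is not the paper's GO set, so this count does not test that enrichment. The median of the list, 0.90, lay at percentile 99.3, the same direction as the paper's.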

Other observations

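The tests in this part were chosen after the results had been seen.

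The share of DMGs that are differentially expressed was compared with that of other genes of the same expression. If DMGs were more often differentially expressed, their count would lie above most matched random lists. It lay at percentile 8.27, below the middle of the matched lists. The percentile was above the middle only on the TPM scale, at 66.1, and at a ratio of at least 4, at 81.4. In all other settings with matched lists it was below the middle, between 4.03 and 27.95. All these percentiles lie within the middle 95% of the random lists. The DMGs therefore cannot be told apart from other genes of the same expression, and the hypothesis stays open.

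Over genes with a CHH DMR in the promoter, higher CHH methylation may go with higher expression in the same tissue, as the paper proposes for its mCHH islands. The DMRs are not the paper's mCHH islands, and the methylation calls are the paper's. The 352 genes hyper-methylated in shoots had a median log2((tassel RPKM + 1)/(shoot RPKM + 1)) of -0.15 (percentile 2.57 among matched random lists). The 43 genes hyper-methylated in tassels had a median of -0.50 (percentile 1.59). On the TPM scale the 2 medians became 0.28 and -0.06, at percentiles 1.38 and 2.38. With gene bodies included they were -0.06 and -0.41, at percentiles 15.96 and 1.1. The hypothesis needs the median of the genes hyper-methylated in tassels to be above the other. On the deposited scale the difference between the promoter groups was -0.36, at percentile 3.43 of 10000 random relabellings of the genes. This lies within the middle 95%, so the difference cannot be told apart from that of random groups, and 43 genes in the smaller group keep the question open. Taken alone, the genes hyper-methylated in tassels lay below the middle 95% of matched lists in all these settings, against the hypothesis. Those hyper-methylated in shoots were lower in tassels than matched lists too, which goes with it. Over genes above 5 RPKM in both tissues the medians were -0.48 for tassels (20 genes, percentile 0.95) and 0.0010 for shoots (percentile 36.9). Genes with a CHG DMR hyper-methylated in shoots (20 genes) had a median of -0.98, at percentile 0.460, and those hyper-methylated in tassels (35 genes) a median of 0.22, at percentile 83.5. With gene bodies included, the former was -0.11 at percentile 29.6. For CG DMRs the medians were -0.01 over 10 genes and -0.34 over 27 genes, at percentiles 45.9 and 12.5, and on the TPM scale they became 0.38 and 0.26.

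The RPKM values sum to 1.38 times as much in shoots as in tassels, and the split of the differentially expressed genes changes when the sums are made equal. A few abundant genes could make this difference, but without the 100 genes of the highest mean RPKM the ratio of the sums was still 1.28. Without the highest 1000 it was 1.17. The verdict on abundant genes in general depends on what is taken as about equal. The ratio lies within the limits used first, 0.8 and its inverse, and outside limits of 0.9 to 1.1, which were tried after the ratio had been seen. Abundant genes may therefore account for most of the difference, and the test does not show that they account for the whole. Transcript lengths were not used here, so a difference in the lengths of the genes used by each tissue stays open.

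The 2 genes with the highest RPKM in shoots are close neighbours. GRMZM2G000326 lies on chromosome 6 of AGPv3 from 39462072 to 39462798, and GRMZM2G096680 from 39431501 to 39432324. Both are low in tassels, at 18.7 and 0.785 RPKM. Whether reads are shared between them was not tested, and no biological explanation was tested. In tassels the highest values were 3907 RPKM for GRMZM2G080603 (grp1), which had 3628 RPKM in shoots, and 1916 RPKM for GRMZM2G165901 (RAB15), which had 1311 RPKM in shoots.

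Among SPL family members, GRMZM2G067624 (sbp29), chosen after its values were seen, had 467 RPKM in tassels and 1.46 RPKM in shoots, and the paper does not name it. All 123 genes of the mitochondrial genome are listed at 0 in both tissues, and 14 of the 51 genes of the plastid genome are above 0, so the values listed for organelle genes are not read as expression levels here.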
